# Targeting tumor-associated CCR2^+^ macrophages to inhibit pancreatic cancer recurrence following irreversible electroporation

**DOI:** 10.1126/sciadv.adw2937

**Published:** 2025-07-23

**Authors:** Weichen Xu, Shaoyue Li, Xuexia Shan, Qiao Wang, Xinhua Chen, Shengbo Wu, Yincheng Gao, Dandan Shan, Shisi Ding, Weiwei Ren, Xiaodong Hou, Shuo Liu, Taixia Wang, Yuting Shen, Zhiyuan Niu, Huixiong Xu, Liping Sun, Wenwen Yue

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is a highly lethal malignancy with pronounced resistance to conventional therapies. Irreversible electroporation (IRE) is a promising therapy for PDAC; however, its clinical efficacy is limited by a high recurrence rate. Here, using a preclinical PDAC model, we characterized the tumor immune microenvironment following insufficient IRE (iIRE) through single-cell RNA sequencing. We found that iIRE induces a CCR2^+^ tumor-associated macrophage (CCR2^+^ TAM)–mediated immunosuppressive microenvironment in residual tumors. Consequently, we developed a macrophage-based proteolipid vesicle (mPLV) coencapsulating the CCR2 antagonist PF-4136309 (PF) and gemcitabine (GEM), named PF/GEM@mPLV. Our findings suggest that PF/GEM@mPLV achieves high drug accumulation within tumors through iIRE-induced inflammation. Reduction of CCR2^+^ TAMs enhances antitumor immunity and improves chemotherapeutic response. PF/GEM@mPLV markedly inhibits tumor recurrence following iIRE, diminishes hepatic metastases, and prolongs survival in preclinical PDAC models. These findings uncover the role of CCR2^+^ TAMs in iIRE-induced immunosuppression, offering a promising strategy to enhance the clinical potential of IRE in PDAC.

## INTRODUCTION

Pancreatic ductal adenocarcinoma (PDAC) typically presents with subtle early symptoms, and upon diagnosis, ~75 to 80% of patients are deemed unsuitable for surgical resection due to either local advancement or distant metastases, thereby establishing it as one of the most lethal human malignancies (*1*–*4*). The current established standard of care for advanced, unresectable PDAC involves chemoradiotherapy, stereotactic body radiation therapy, or chemotherapy alone; however, the efficacy remains limited (*5*–*7*). Currently, local ablation therapies such as radiofrequency ablation, microwave ablation, and irreversible electroporation (IRE) are increasingly used in the management of advanced PDAC, in accordance with international clinical guidelines (*7*, *8*). Among these techniques, IRE, which uses high-voltage electric fields to induce cell death through permanent membrane lysis, is a nonthermal ablation method. Compared with thermal ablation treatments, this approach has shown substantial efficacy in preserving critical anatomical structures such as major bile ducts and vessels, thereby substantially reducing the risk of complications including pancreatic fistula formation and hemorrhage (*9*). Consequently, IRE has emerged as a highly promising therapeutic modality for locally advanced pancreatic cancer. A multicenter study encompassing 200 patients with advanced PDAC showed a promising median overall survival of nearly 24 months with appropriate use of IRE treatment (*10*). Although IRE treatment offers certain advantages, the recurrence rates have ranged from 6 to 58% (*11*–*14*), posing a major challenge for the management of PDAC.

Because of the indistinct tumor margins and potential undetected micrometastases, IRE treatment, similar to other locoregional ablation therapies, often leaves behind a small fraction of residual tumor cells, which inevitably leads to recurrence (*15*–*17*). Accordingly, strategies to precisely uncover the underlying effects of IRE on the tumor microenvironment (TME) should be crucial to optimize the clinical response of IRE-based antitumor therapies for PDAC. Previously, our studies highlighted that inadequate thermal ablation induces intricate inflammatory responses within residual tumors, ultimately fostering the development of an immunosuppressive TME and facilitating tumor recurrence (*18*–*20*). Although the effect of thermal ablation on residual tumors has been demonstrated, the impact of IRE, a nonthermal ablation technique, on residual cancer cells remains largely unexplored. In particular, the development of single-cell sequencing [single-cell RNA sequencing (scRNA-seq)] technology enables us to characterize the tumor immune microenvironment and identify changes in the expression profiles of various immune cells (*21*–*23*).

In this study, using a preclinical murine model of PDAC, we characterized the tumor immune microenvironment following insufficient IRE (iIRE) treatment through scRNA-seq, flow cytometry, and multiple immunohistochemical analyses. Our results revealed that the CCR2^+^ subset of tumor-associated macrophages (TAMs) plays a critical role in establishing an immunosuppressive TME post-iIRE treatment, thereby facilitating rapid tumor recurrence. Previous studies have demonstrated that TAMs not only foster an immunosuppressive milieu that promotes tumor progression but also mediate resistance to chemotherapeutic agents, thereby posing a substantial obstacle to effective treatment (*21*, *24*–*27*). On the basis of these findings, we propose that therapeutics specifically targeting CCR2^+^ TAMs can be strategically used to modulate the TME of residual tumors following iIRE, with the objective of enhancing the therapeutic index of well-established treatments in PDAC.

The efficacy of therapeutics for PDAC treatment is frequently constrained by the low bioavailability in tumor tissues, which results from the presence of a stromal barrier (*28*, *29*). Local tumor ablation induces direct apoptosis in PDAC cells and elicits an inflammatory response at the treatment site (*30*, *31*). In this context, we introduce inflammation-targeting nanovesicles (*32*) that leverage the inflammatory gradient generated following IRE treatment to facilitate drug accumulation within the tumor (*33*). Specifically, a macrophage-based proteolipid vesicle (mPLV) coloaded with the CCR2 antagonist PF-4136309 (PF) and the frontline chemotherapeutic agent gemcitabine (GEM) was developed. Macrophage membranes, owing to their inherent ability to target inflammatory tissues (*34*), have gained growing attention in the field of precision medicine. Considering the poor drug loading efficiency of macrophage membranes alone, liposomes composed of a phospholipid bilayer are used for fusion with the membrane. Our results demonstrated that the macrophage-based proteolipid vesicle loaded with PF and GEM (PF/GEM@mPLV) not only retain the excellent biocompatibility and inflammation-targeting capabilities of macrophage membranes but also effectively address the challenge of low drug loading efficiency. Following intravenous administration, the PF/GEM@mPLV proteolipid nanovesicles demonstrated targeted accumulation in tumors post-iIRE treatment. The combined treatment not only directly inhibited the recruitment of CCR2^+^ TAMs within the TME but also promoted the infiltration of CD8^+^ T cells while simultaneously reducing the accumulation of regulatory T cells (T_reg_ cells). Moreover, reducing the number of CCR2^+^ TAMs enhances the therapeutic efficacy of GEM. Our findings indicate that the combination of PF-induced CCR2^+^ TAM depletion and GEM treatment demonstrates a robust synergistic effect, markedly suppressing tumor recurrence after iIRE treatment and the formation of hepatic metastases, thereby significantly extending survival in mice with well-established orthotopic pancreatic tumors (Fig. 1). Given that all components of PF/GEM@mPLV are US Food and Drug Administration (FDA)–approved agents with the exception of the macrophage-derived membrane, our integrated treatment strategy exhibits substantial translational potential, particularly in addressing postablative tumor recurrence in patients with locally advanced PDAC.

**Fig. 1.**
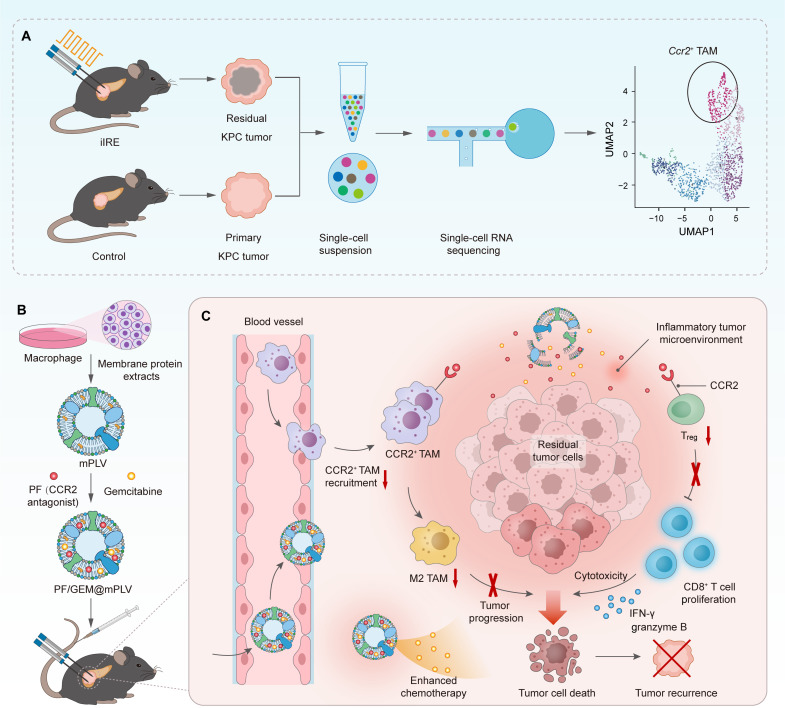
Design and mechanism of CCR2-targeted proteolipid nanovesicles for inhibiting pancreatic cancer recurrence following IRE. (**A**) Target identification using scRNA-seq. (**B**) Schematic illustration of the synthesis process of mPLVs loaded with CCR2 antagonist PF-4136309 (PF) and GEM, termed PF/GEM@mPLV. (**C**) Enhanced immune activation and cytotoxicity induced by PF/GEM@mPLV in combination with IRE therapy.

## RESULTS

### Characterizing the immunosuppressive microenvironment of PDAC following iIRE treatment

In this study, we used a PDAC cell line derived from genetically engineered KPC (*Kras^G12D/+^*; *Trp53^R172H/+^*; *Pdx1-Cre*) mice (hereafter referred to as KPC cells) to establish preclinical PDAC models. To generate an effective IRE-induced recurrence model, we first evaluated the ablation efficacy. Using contrast-enhanced ultrasound (CEUS), a common clinical imaging modality, we visualized the extent of ablation between the sham surgery group and the ablation group (fig. S1A). In the sham surgery group, only a puncture tract was visible. In the ablation group, we observed the loss of perfusion in the central region immediately following ablation treatment, with only minimal residual perfusion at the periphery. The tumor center lost perfusion completely with minimal blood flow in the periphery. In addition, histological examination demonstrated relatively complete central necrosis with residual viable cells at the margins (fig. S1B). These findings indicate the establishment of an in vivo iIRE model that mimics clinical features of postablation tumor recurrence.

To investigate the impact of iIRE on tumor progression, we used a subcutaneous KPC PDAC mouse model in this study. When the tumor length reached 7 to 9 mm, iIRE ablation was performed to partially remove the tumor (Fig. 2A). Afterward, the tumor burden was monitored by caliper measurement. Our findings indicated that the post-iIRE residual tumor exhibited a more rapid growth rate compared to the untreated control group (Fig. 2, B and C). As depicted in Fig. 2D, the changes in tumor weight on day 10 post-iIRE were consistent with tumor volume. These results together suggest that the iIRE-induced tissue injury can facilitate the rapid proliferation of residual tumors.

**Fig. 2.**
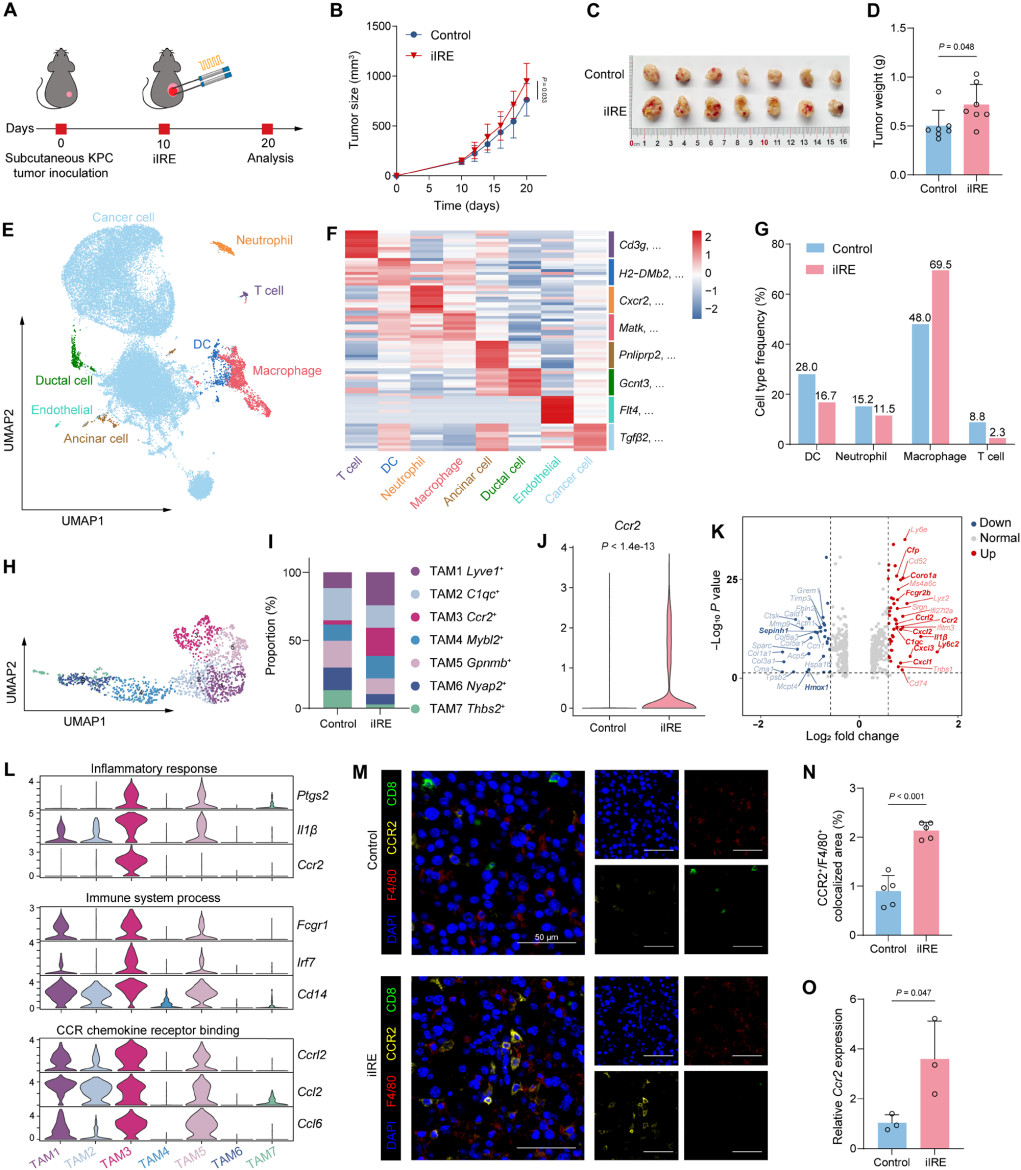
Characterization of the immunosuppressive microenvironment of PDAC following iIRE treatment. (**A**) Experimental timeline for the subcutaneous KPC tumor model. (**B**) Tumor growth curve (*n* = 7). (**C**) Gross images of tumors. (**D**) Tumor weights (*n* = 7). (**E**) Uniform Manifold Approximation and Projection (UMAP) plot of eight cell types. (**F**) Heatmap of selected marker genes for different cell types. (**G**) Percentage of immune cells. (**H**) Reclustering of TAMs displayed by UMAP plot. (**I**) Proportion of seven TAM subclusters. (**J**) Violin plot displaying *Ccr2* expression levels between the control and iIRE groups in TAMs. (**K**) Volcano plot showing the top 20 differentially expressed genes (DEGs) in TAMs between the control and iIRE groups; key genes are highlighted in bold; vertical dotted lines represent |log_2_ fold change| > 0.5. (**L**) Expression of selected genes belonging to the indicated categories in TAM subclusters. (**M**) Representative multiplex immunofluorescence (mIF) staining images of tumor sections (scale bars, 50 μm); 4′,6-diamidino-2-phenylindole (DAPI; blue), F4/80 (red), CCR2 (yellow), and CD8 (green). (**N**) Quantification of CCR2^+^F4/80^+^ colocalized pixels relative to the total area [*n* = 5 fields of view (FOVs)]. (**O**) Validation using quantitative polymerase chain reaction (qPCR) of *Ccr2* expression in KPC tumors treated with or without iIRE (*n* = 3). Data are expressed as mean ± SD. Statistical differences were calculated using Student’s *t* test.

To further mimic the pathogenesis of pancreatic cancer, we established an orthotopic KPC tumor model for the follow-up experiments (fig. S2, A and B). Similarly, iIRE ablation was performed on the orthotopic tumors (fig. S2C). To objectively understand the underlying molecular mechanisms of the potential prooncogenic effect of iIRE, we performed scRNA-seq on residual tumors isolated 3 days post-iIRE and on untreated tumors as controls. 

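The data behind these results are 1 scRNA-seq library per group, made with the 10x Genomics Chromium 5′ chemistry and sequenced on an Illumina NovaSeq. The tumors were orthotopic tumors of KPC cells, a mouse pancreatic cancer cell line, in the pancreas of male mice. In the iIRE group the tumors received 99 pulses of 100 μs at 1000 V and 1 Hz, with needles 5 mm apart, at a tumor size of 7 to 9 mm. The paper's results call the control tumors untreated, while its methods describe needles inserted without pulses. The number of mice behind each library is not named in the paper's text. The values analyzed here are raw UMI counts of 32285 genes in 37971 barcodes, aligned by the authors to the mm10 genome with Cell Ranger. The counts are those before the paper's quality filters. Because each group has 1 library, the spread between tumors is unknown and no test between the groups was possible. The values are descriptions of these 2 libraries. Intervals are exact 95% intervals that cover counting error only, and a difference is called higher or lower from 1.2-fold, the size that the paper's methods use for DEGs.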

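The control library held 18538 barcodes with 247105192 UMIs, and the iIRE library held 19433 barcodes with 222153118 UMIs. The filters of the paper's methods were applied, which require at least 200 genes, at least 1000 UMIs, at most 5% mitochondrial UMIs and at most 5% hemoglobin UMIs per cell. They left 17812 control cells and 18827 iIRE cells. The mitochondrial limit was not met by 456 control barcodes and 323 iIRE barcodes. Doublets were scored in each library against simulated sums of cells, and 0.8% of the cells per 1000 cells of the library were removed. This took out 2538 control cells (14.2%) and 2836 iIRE cells (15.1%) and left 15274 control cells and 15991 iIRE cells. With no doublets removed, every cell that passed the filters stayed.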

After quality control and screening, we obtained a total number of 16,031 cells from the control group and 16,944 from the iIRE group. The average number of unique molecular identifiers (UMIs) per cell was 10,452 in the control group and 12,903 in the iIRE group, while the average gene counts per cell were 3068 and 3410, respectively. 

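In the 15274 control cells the mean was 12175 UMIs and 3276 genes per cell, and the medians were 7431 UMIs and 2940.5 genes. In the 15991 iIRE cells the mean was 10299 UMIs and 3019 genes per cell, and the medians were 5977 UMIs and 2625 genes. Both means of the control library were above those of the iIRE library, by less than 1.2-fold. The order was the same before doublets were removed, with means of 13723 UMIs in control cells and 11715 UMIs in iIRE cells, and over all barcodes, with means of 13330 and 11432 UMIs.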

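All cells were clustered together by the Leiden method on 30 principal components of 2000 variable genes, which gave 35 clusters. A cluster received a class when at least 3 of its leading 50 genes were markers of that class from lists fixed in advance. A rule for cancer-like cells was added after the clusters were seen, because this rule named few of them. It gave that class to a cluster without a class when at least 3 cancer cell markers were at least 2-fold above the named host clusters and in at least 20% of its cells, and more markers of cancer cells than of any other list met this. The names are not the authors' assignments. Macrophage/monocyte-like cells were 1026 control cells (6.72%, interval 6.33 to 7.13%) and 1018 iIRE cells (6.37%, interval 5.99 to 6.76%), all in cluster 4. Dendritic-like cells formed cluster 20, neutrophil-like cells cluster 17 and T/NK-like cells cluster 25. Acinar-like cells formed cluster 16 and were 234 control cells (1.53%) and 79 iIRE cells (0.494%). Endothelial-like cells formed cluster 34 with 1 control cell and 28 iIRE cells. No cluster was named ductal, while at 10% mitochondrial UMIs 2 control cells and 118 iIRE cells were ductal-like. Cancer-like cells made up 21.1% of the control cells and 20.2% of the iIRE cells, in clusters 15, 19 and 21 by the first rule and in clusters 5, 6, 8, 9 and 27 by the added rule. Fibroblast-like cells made up 8.11% and 6.70%, and osteoclast-like cells 1.05% and 1.56%. With no doublets removed, the order of the libraries was the opposite for the acinar-like, endothelial-like and neutrophil-like shares, and at 10% mitochondrial UMIs for the acinar-like and neutrophil-like shares. At a Leiden resolution of 2.0 it was the opposite for the macrophage/monocyte-like (7.20% and 7.45%), acinar-like, cancer-like and osteoclast-like shares.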

According to the known lineage marker genes (ImmGen dataset), we identified malignant cancer cells and seven types of nonmalignant cells, including T cells, dendritic cells (DCs), neutrophils, macrophages, acinar cells, ductal cells, and endothelial cells (Fig. 2E and fig. S3). 

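After the clusters were seen, a class was also required to reach 25% of the level of its markers in the cluster that leads the class. Clusters that did not reach it were set aside as mixed, and they held 1217 control cells (7.97%) and 698 iIRE cells (4.36%). No class was given to 51.1% of the control cells and 58.5% of the iIRE cells. Of the 35 clusters, 15 had at least 75% of their cells in 1 library, and they held 5510 control cells and 6875 iIRE cells. With 1 library per group, such a cluster cannot be separated from the library that holds it. The host mice were male, and the 4 Y-linked genes used here summed to 122 CPM in macrophage/monocyte-like cells of either library. They summed to 0.198 CPM in cancer-like cells of the control library and 0.392 CPM in those of the iIRE library. Acinar-like cells had 10.4 CPM (interval 6.18 to 16.5) and 8.82 CPM (interval 2.40 to 22.6), far under the level of macrophage/monocyte-like cells. Their cluster had 1198 CPM of Krt8 and 846 CPM of Cdkn2a, where the macrophage/monocyte-like cluster had 13.1 and 19.8 CPM. In the other named clusters with at least 89.6 CPM of the Y-linked genes, Cdkn2a was at 7.77 CPM (osteoclast-like) to 243 CPM (endothelial-like). Krt8 was at 3.28 to 193 CPM in the same clusters. Over the cancer-like clusters Cdkn2a was at 695 CPM (cluster 19) to 2057 CPM (cluster 15). The Y-linked and Cdkn2a values argue against all RNA of the acinar-like cells being that of host cells. Acinar cells of a normal pancreas were not measured. Fibroblast-like cells were of both kinds, with 0.261 CPM in cluster 3 (2232 cells) and 124 CPM in cluster 29 (78 cells). Most of this class therefore had as little Y-linked expression as cancer-like cells.

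**Figure D1:**
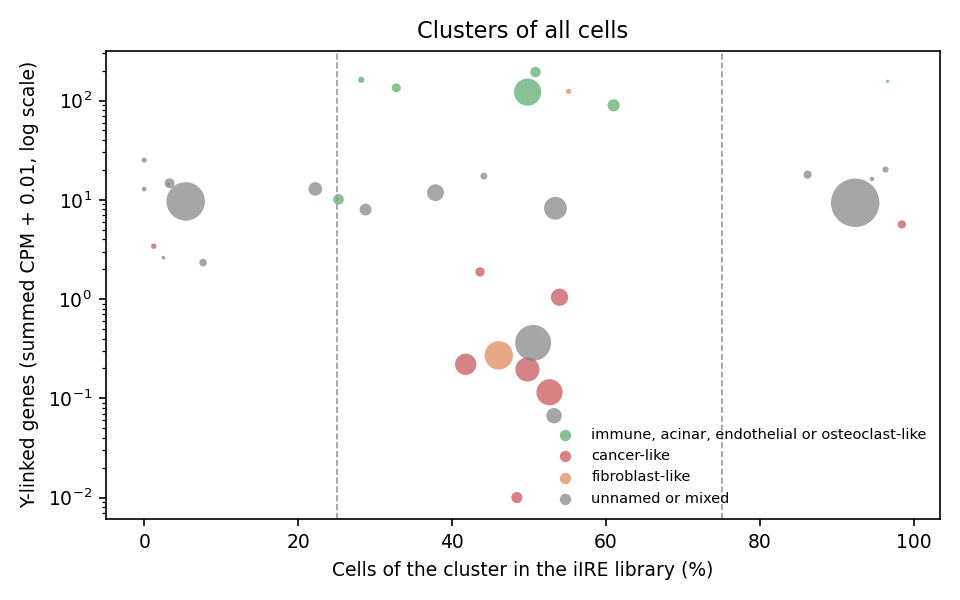
Summed level of 4 Y-linked genes (CPM + 0.01, log scale) against the percent of a cluster's cells in the iIRE library, for the 35 clusters, with the area of a point in proportion to its cells and colors for groups of classes. Clusters past the dashed lines at 25% and 75% hold mostly cells of 1 library.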

The gene expressions of the top five markers for these cell types are shown in Fig. 2F. An increase in macrophages was observed among the four immune cell types in the iIRE group compared to the control group, while a decrease was noted in lymphocytes (particularly CD8^+^ T cells) (Fig. 2G, Table 1, and figs. S4 and S5). 

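Of the cells in the 4 immune classes, 73.0% of 1406 control cells (interval 70.6 to 75.3%) and 79.7% of 1277 iIRE cells (interval 77.4 to 81.9%) were macrophage/monocyte-like. The log2 ratio of these shares, iIRE over control, was 0.13 (interval 0.00 to 0.25), under 1.2-fold. Over all cells the log2 ratio was -0.08 (interval -0.20 to 0.05), and 0.05 at a Leiden resolution of 2.0. T/NK-like cells were 79 control cells (0.517% of all cells) and 31 iIRE cells (0.194%), with a log2 ratio of -1.42 (interval -2.06 to -0.80). Among them, 22 control cells (27.8%, interval 18.3 to 39.1%) and 4 iIRE cells (12.9%, interval 3.63 to 29.8%) had a UMI of Cd8a or Cd8b1, at medians of 3248 and 2778 UMIs per cell. As shares of all cells these had a log2 ratio of -2.53 (interval -4.52 to -0.97). UMIs of Cd8a or Cd8b1 were found in 0.0465% of cancer-like cells, at medians of 21794 UMIs in control and 18398 UMIs in iIRE cells. Foxp3 UMIs were found in 1.12% of cancer-like cells and in 17 control (21.5%) and 10 iIRE T/NK-like cells (32.3%). Their log2 ratio of shares of all cells was -0.83 (interval -2.12 to 0.38), which leaves the direction open, and with no doublets removed it was -1.26 (interval -2.44 to -0.19). Dendritic-like cells were 0.995% and 0.463% of all cells, with a log2 ratio of -1.10 (interval -1.53 to -0.69). With 10% of cells removed as doublets, an alternative chosen after seeing the data, it was -0.35 (interval -0.56 to -0.15). Neutrophil-like cells were 0.976% and 0.963% of all cells, with a log2 ratio of -0.02 (interval -0.35 to 0.32), and it was 0.01 with no doublets removed and at 10% mitochondrial UMIs. As shares of the 4 immune classes their log2 ratio was 0.19 (interval -0.15 to 0.52). It was 0.25 with no doublets removed, 0.29, past 1.2-fold, at 10% mitochondrial UMIs and 0.08 at a Leiden resolution of 2.0. Each of these intervals included 0. From the proportions of the immune classes, the paper states that macrophages increased and lymphocytes decreased after iIRE.

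**Figure D2:**
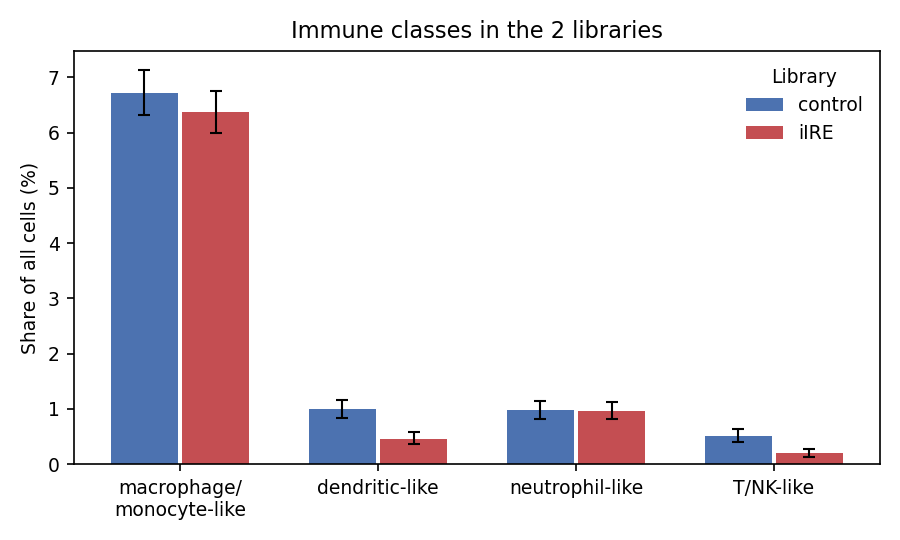
Percent of all cells in the 4 immune classes, for the control and the iIRE library, with exact 95% intervals that cover counting error only. Dendritic-like and T/NK-like shares are lower in the iIRE library and the other shares overlap.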

We further validated the changes in macrophage and neutrophil proportion using flow cytometry. The results confirmed a significant increase in macrophages and neutrophils post-iIRE (fig. S6), consistent with previous studies (*16*, *33*). In addition, CellChat analysis (*35*) was conducted to investigate ligand-receptor interactions among different cell subpopulations. 

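CellChat was not run here. The levels of 23 ligand-receptor pairs of the CCL, CXCL and macrophage migration inhibitory factor pathways, listed before the data were examined, were taken instead. For each pair the CPM of the ligand in the sending class was multiplied by the CPM of the receptor in the receiving class. A pair was reported only where both genes had at least 10 UMIs in each library. The product follows levels per UMI and does not depend on the number of cells in a class.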

Compared to the control group, the iIRE group exhibited increased cell-cell interaction strengths among immune cell populations (fig. S7, A and B). Notably, interactions between macrophages and T cells, as well as neutrophils, were more active in the iIRE group. These interactions involved chemokine-related C-C motif chemokine ligand (CCL) and CXCL pathways and pro-inflammatory migration inhibition factor pathways (fig. S7, C to E). 

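From macrophage/monocyte-like to T/NK-like cells, 3 of 10 CCL pairs had enough UMIs, and their log2 ratios of the product, iIRE over control, had a median of -0.94. These 3 pairs share the receptor Ccr2, which had 10 UMIs in the T/NK-like cells of the iIRE library. From macrophage/monocyte-like to neutrophil-like cells, the median over 4 CCL pairs was -0.24, and none of the 4 was above 0. In the other direction, the CCL products from T/NK-like to macrophage/monocyte-like cells had a median of 2.04 over 5 pairs, with a range of -0.80 to 2.35. The 5 pairs rest on the ligands Ccl3 (29 UMIs in control and 40 UMIs in iIRE cells), Ccl4 (125 and 145 UMIs) and Ccl5 (978 and 189 UMIs). The iIRE T/NK-like cells also held 138 UMIs of Cxcl2 and 26 UMIs of Ccl6, where the control T/NK-like cells held 5 UMIs and 1 UMI. RNA of myeloid cells in these cells was not tested and is not excluded as a source of the higher products.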

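The median log2 ratio of the CXCL products from macrophage/monocyte-like to neutrophil-like cells was 0.39, and each of the 4 pairs with enough UMIs was above 0. These pairs share the receptor Cxcr2, whose log2 ratio in neutrophil-like cells was 0.18 (interval -0.18 to 0.54). The shift of neutrophil-like cells under TMM scaling of totals was 0.15, close to that of Cxcr2, and it was not taken off here. The Cxcl2 pair, at 0.14, was under this shift. Of their ligands, Cxcl1 (0.02) and Cxcl2 (-0.04) were under 1.2-fold, while Cxcl3 (0.88) and Ppbp (0.39) were past it. Ppbp rests on 19 UMIs in control and 22 UMIs in iIRE cells (interval -0.56 to 1.36). From macrophage/monocyte-like to T/NK-like cells the median for CXCL was 0.07 over 3 pairs, with a range of -0.50 to 0.23. For macrophage migration inhibitory factor sent to T/NK-like cells the median was 0.73, with each of 3 pairs above 0. It comes from the receptors, which had 39 UMIs (Cd74), 15 UMIs (Cxcr4) and 30 UMIs (Cd44) in the iIRE T/NK-like cells, while Mif in macrophage/monocyte-like cells had a log2 ratio of -0.05. For the same ligand sent to neutrophil-like cells it was 0.06, with 3 of 4 pairs above 0. Products sent to macrophage/monocyte-like cells were also taken. For CCL from cancer-like cells all 10 pairs had enough UMIs, with a median of 0.68 and 8 pairs above 0. Their ligands were at 0.480 CPM (Ccl3) to 17.5 CPM (Ccl2) in control cancer-like cells. In control macrophage/monocyte-like cells they were at 101 CPM (Ccl5) to 2540 CPM (Ccl2). RNA of macrophages as a source of these UMIs in cancer-like cells was not tested. Between macrophage/monocyte-like cells the median for CCL was 0.02 over 10 pairs, with 5 above 0. From neutrophil-like cells the median was -0.48 for CCL, with 1 of 4 pairs above 0, and -0.30 for macrophage migration inhibitory factor, with none of 3 above 0. From T/NK-like cells it was 0.26 for macrophage migration inhibitory factor, with 2 of 3 pairs above 0. For the same ligand it was -0.05 from cancer-like cells and -0.11 between macrophage/monocyte-like cells, each with 1 of 3 pairs above 0. No CXCL pair sent to macrophage/monocyte-like cells had enough UMIs. From its interactions, the paper states that macrophages have a critical role in regulating the TME after iIRE.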

The increased activity of these specific cellular interactions underscores the pro-inflammatory alterations induced by iIRE and highlights the critical role of macrophages in regulating the TME after iIRE treatment.

**Table 1.** Cell number and frequency.

Sample ID	New cell type	Cell number	Frequency
Control	T cell	95	0.592602
Control	DC	303	1.890088
Control	Neutrophil	164	1.023018
Control	Macrophage	519	3.237477
Control	Ancinar cell	240	1.497099
Control	Ductal cell	176	1.097873
Control	Endothelial	35	0.218327
Control	Cancer cell	14,499	90.44352
iIRE	T cell	35	0.206563
iIRE	DC	249	1.469547
iIRE	Neutrophil	172	1.015109
iIRE	Macrophage	1,038	6.126062
iIRE	Ancinar cell	85	0.501653
iIRE	Ductal cell	170	1.003305
iIRE	Endothelial	31	0.182956
iIRE	Cancer cell	15,164	89.49481

### CCR2^+^ TAM as a therapeutic target against post-iIRE tumor recurrence

Given the substantial accumulation of macrophages in residual tumors post-iIRE, we conducted a reclustering analysis of the macrophage population within PDAC tumors to identify distinct subsets of TAMs (Fig. 2H). 

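The 2044 macrophage/monocyte-like cells of cluster 4, called TAM-like cells here, were clustered again on newly chosen variable genes and 20 principal components. The paper's methods do not give a number of components or a resolution for this step. At a resolution of 1.0 there were 10 subclusters. The control cells held 6884325 UMIs and the iIRE cells 6077357 UMIs, with medians of 6353 and 5557 UMIs per cell. A subcluster was matched to 1 of the paper's 7 when at least 3 of its leading genes were markers that the paper gives for that subcluster.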

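Of the 10 subclusters, 5 were matched. Subcluster 6 was matched to Lyve1+ TAMs, subclusters 0 and 2 to Ccr2+ TAMs, subcluster 7 to Mybl2+ TAMs and subcluster 4 to Gpnmb+ TAMs. The unmatched subclusters held 46.6% of the control TAM-like cells and 43.5% of the iIRE TAM-like cells. No subcluster was matched to C1qc+, Nyap2+ or Thbs2+ TAMs. Over all TAM-like cells, Nyap2 had 0 UMIs in both libraries, and Thbs2 had 6 UMIs in control and 2 UMIs in iIRE cells. Cells matched to Lyve1+ TAMs were 7.12% of the control TAM-like cells and 10.1% of the iIRE TAM-like cells, and this order was the opposite at a Leiden resolution of 0.5. Under alternatives chosen after seeing the data, it was also the opposite without the minimum level of markers and with osteoclast-like cells added. The same held with the paper's marker genes left out of the clustering. Cells matched to Mybl2+ TAMs were 6.14% and 9.23%, and those matched to Gpnmb+ TAMs were 12.5% and 6.58%.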

On the basis of the expression of their marker genes, a total of seven distinct TAM subclusters were identified: *Lyve1^+^* TAMs express genes consistent with tissue-resident macrophages (*Mrc1*, *Selenop*, and *Siglec1*) (*36*), *C1qc^+^* TAMs express genes related to inflammatory responses (*Aif1* and *C1qa*), *Ccr2^+^* TAMs express genes associated with macrophage recruitment and activation (*Ly6c2* and *Trem1*), *Mybl2^+^* TAMs express cell-cycle–related genes (*Mki67* and *Plcaf*), *Gpnmb^+^* TAMs express genes related to lipid metabolism (*Spp1* and *Cd36*), *Nyap2^+^* TAMs express genes involved in signal transduction, and *Thbs2^+^* TAMs express proteins related to extracellular matrix (*Sepinh1*) (fig. S8A). 

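Cells matched to Ccr2+ TAMs, called TAM3-like here, were 284 of 1026 control TAM-like cells (27.7%, interval 25.0 to 30.5%) and 311 of 1018 iIRE TAM-like cells (30.6%, interval 27.7 to 33.5%). The log2 ratio of the shares was 0.14 (interval -0.09 to 0.38), under 1.2-fold, and the upper bound is the nearest that these counts come to a larger increase. As shares of all cells they were 1.86% and 1.94%. The markers used for the match include Ly6c2, which differed between the libraries. The subclusters were also built without the paper's 35 marker genes in the clustering. This alternative was chosen after seeing the data, and it gave shares of 27.6% and 29.2%. The match itself still used the markers, so an effect of Ly6c2 on the match was not tested. At a Leiden resolution of 2.0 the shares were 19.4% and 14.8%. With 10% of cells removed as doublets, chosen after seeing the data, no subcluster was matched to Ccr2+ TAMs. Of the cells called TAM3-like here, 235 control cells (82.7%) and 250 iIRE cells (80.4%) were then in the dendritic-like class.

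**Figure D3:**
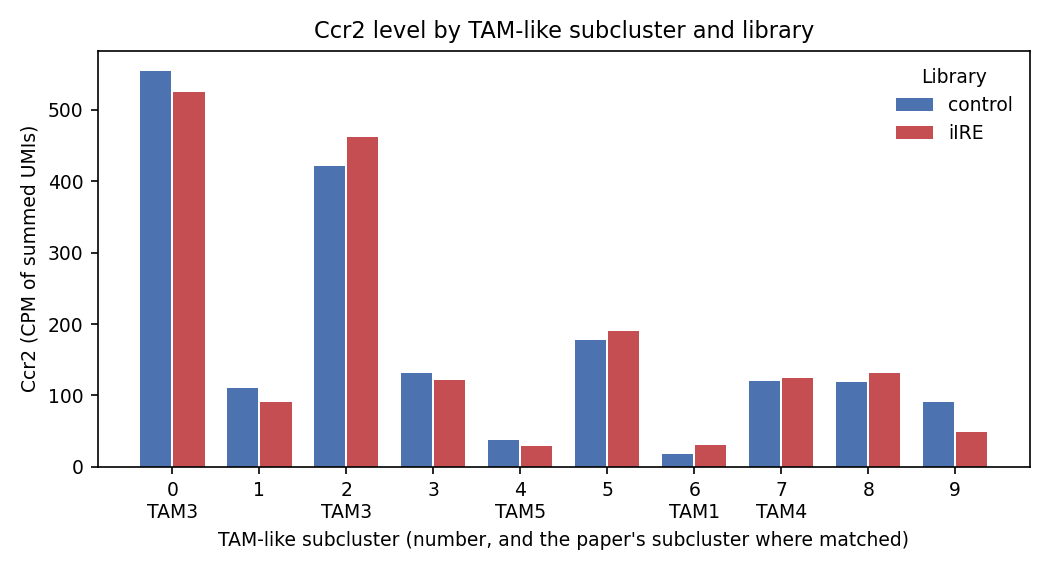
Ccr2 level (CPM of summed UMIs) in the 10 TAM-like subclusters, for the control and the iIRE library, with the paper's subclusters TAM1 (Lyve1+), TAM3 (Ccr2+), TAM4 (Mybl2+) and TAM5 (Gpnmb+) named under those that match. Subclusters 0 and 2 have the highest levels in both libraries.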

Notably, the proportion and number of *Ccr2*^+^ TAMs evidently increased in the iIRE group compared to the control group (Fig. 2I and fig. S8, B and C). We subsequently screened differentially expressed genes (DEGs) in TAMs between the two groups. 

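UMIs were summed over the TAM-like cells of each library and expressed as CPM, and log2 ratios are those of CPM + 10, iIRE over control. Of all genes, 9755 had at least 50 UMIs over both libraries, and their median log2 ratio was 0.03. Among genes with a UMI in at least 10% of the cells of a library, without gene models and mitochondrial, ribosomal protein, hemoglobin, immunoglobulin and T cell receptor genes, the highest ratio was that of Ly6c2, a marker of monocytes, with 112 CPM in control and 340 CPM in iIRE cells (log2 ratio 1.52). It was detected in 8.58% of the control and 15.6% of the iIRE TAM-like cells. The lowest ratios were those of the MHC class II genes H2-Aa (-1.39), H2-Eb1 (-1.27) and H2-Ab1 (-1.23). Cd74, their invariant chain, had 5011 CPM in control and 2464 CPM in iIRE cells (log2 ratio -1.02). These 4 genes are also markers of dendritic cells. Of other leading genes of the dendritic-like cluster, chosen after their values were seen, Mgl2 (-1.14), Ccl5 (-0.76) and H2-DMb2 (-0.53) were lower as well, while Ccr7 (-0.02), Ccl17 (0.15) and Ccl22 (-0.16) were within 1.2-fold. Naaa, another dendritic cell marker, was at 0.33.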

The *Ccr2* gene was significantly up-regulated in the iIRE group (Fig. 2J). Moreover, other important inflammation-related genes such as *Cfp*, *C1qc*, *Coro1a*, *Il1*β, and *Cxcl2* were also up-regulated, while the anti-inflammatory gene *Hmox1* that helps maintain immune homeostasis was down-regulated (Fig. 2K).

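Ccr2 lies on chromosome 9 of mm10 from 124101950 to 124113557. TAM-like cells had 1362 Ccr2 UMIs (198 CPM, interval 187 to 209) in the control library and 1294 UMIs (213 CPM, interval 201 to 225) in the iIRE library. The log2 ratio was 0.10, and the interval of the ratio without the added 10 CPM was -0.00 to 0.22. It takes each UMI as independent, while the Ccr2 UMIs lay in 401 control and 391 iIRE cells. The interval may therefore be too narrow, and it does not exclude a difference of 1.2-fold. The interval was 0.05 to 0.27 with no doublets removed and 0.04 to 0.27 at 10% mitochondrial UMIs. Both of these lie above 0, with upper bounds just past 1.2-fold. A Ccr2 UMI was found in 39.1% of the control and 38.4% of the iIRE TAM-like cells. With each cell thinned to 2000 UMIs, which left out 80 control and 76 iIRE cells, the shares were 24.5% (interval 21.8 to 27.4%) and 24.9% (interval 22.2 to 27.8%). In cancer-like cells, taken as background, a Ccr2 UMI was found in 0.373% of the control and 0.309% of the iIRE cells. Dendritic-like cells also carried Ccr2, at 165 CPM over both libraries. In TAM-like cells the log2 ratio of Ccr2 was -0.11 at a Leiden resolution of 2.0, where the interval without the added 10 CPM was -0.23 to -0.01. It was -0.04 when TAM-like cells were chosen without clustering by UMIs of at least 3 of 11 macrophage genes. This choice took many more cells, 5326 control and 5763 iIRE cells, and a Ccr2 UMI was found in 11.5% and 10.1% of them.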

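Cfp, a complement factor on the X chromosome, had 489 CPM in control and 594 CPM in iIRE TAM-like cells, a log2 ratio of 0.28, just past 1.2-fold. With totals scaled by TMM it was 0.24, under 1.2-fold. The log2 ratios of C1qc (0.06) and Coro1a (0.14) were under 1.2-fold. Il1b had 1682 CPM in control and 1495 CPM in iIRE cells (log2 ratio -0.17), and Cxcl2 had 5870 and 5714 CPM (log2 ratio -0.04). Both were under 1.2-fold, and the ratio of Cxcl2 was 0.09 when the CPM of single cells was averaged. Hmox1 was lower in the iIRE library, with 858 CPM in control and 382 CPM in iIRE cells (log2 ratio -1.15), and with equal shares of the subclusters in both libraries its log2 ratio was -0.58. Of the 20 genes labeled in Fig. 2K on the side of higher expression, 14 had a log2 ratio above 0 and 8 were at least 1.2-fold higher. Of the 20 labeled on the side of lower expression, 14 were below 0 and 8 were at least 1.2-fold lower. Several labels rest on few cells. Mcpt4 had 0 UMIs in the iIRE library, and its UMIs came from 0.292% of the control TAM-like cells.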

CCR2 is a well-established surface marker of bone marrow–derived monocytes or macrophages (*37*). In the TME, elevated CCL2-mediated chemotaxis recruits CCR2^+^ circulating monocytes to the tumor site, thereby contributing to the establishment of an immunosuppressive TME (*38*, *39*). To investigate the distinct characteristics of CCR2^+^ TAMs, we conducted a Gene Ontology (GO) analysis. 

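TAM3-like cells of both libraries were compared with all other TAM-like cells. Ccr2 itself defines the group and is not a result. Ptgs2 had 629 CPM in TAM3-like cells and 158 CPM in other TAM-like cells (log2 ratio of CPM + 10, 1.93). The log2 ratios of Irf7 (2.02), Fcgr1 (0.87) and Cd14 (1.01) were also above 1.2-fold. For genes of chemokine receptor binding, the log2 ratios were 1.06 for Ccrl2 and 1.15 for Ccl6, and Ccl2 was lower, with 2189 CPM in TAM3-like cells and 2710 CPM in others (log2 ratio -0.31). The list of MHC class II presentation, whose genes are also markers of dendritic cells, had a median of 1.91 with all 10 genes above 0. Those of monocyte recruitment (2.36), the type I interferon response (1.09) and inflammatory cytokines (0.36) were also past 1.2-fold, and that of chemokine signaling was 0.19. Clusters are formed on the genes that differ between them, so these ratios describe the subclusters and carry no test.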

The results revealed that *Ccr2*^+^ TAMs were enriched in pathways including inflammatory response (*Ptgs2*, *Il1*β, and *Ccr2*), immune system processes (*Fcgr1*, *Irf7*, and *Cd14*), and CCR chemokine receptor binding (*Ccrl2*, *Ccl2*, and *Ccl6*) (Fig. 2L). To further elucidate the downstream signaling pathways, we conducted gene set enrichment analysis (GSEA) on the DEGs. Our results showed that the nuclear factor κB signaling, tumor necrosis factor (TNF) signaling, Nod-like receptor signaling, chemokine signaling, and Toll-like receptor pathways were significantly enriched in the iIRE group (fig. S9). 

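Lists of genes were written from the pathway names before the data were examined and are not the KEGG files that the authors used. For each list the median log2 ratio in TAM-like cells was set beside 10000 random lists of the same size and expression, and the percentile of the list among them was taken. The median was -0.02 for 59 genes of NF-κB signaling (percentile 2.1), -0.03 for 67 genes of TNF signaling (percentile 0.70) and -0.01 for 63 genes of Toll-like receptor signaling (percentile 4.8). It was 0.03 for 82 genes of NOD-like receptor signaling (percentile 48.7) and 0.03 for 76 genes of chemokine signaling (percentile 53.9). None of these 5 medians was larger than 1.2-fold in either direction. A simulated list of 60 genes that were all 1.2-fold higher had a median of only 0.18, so the 1.2-fold line would miss it. That list was at percentile 100, and the 5 medians and percentiles here were below its values. Lists outside these pathways had larger medians. Those of monocyte recruitment (0.23), the type I interferon response (0.31) and the cell cycle (0.40) were at percentile 100 in this sample of random lists. Over all settings, their medians ranged from 0.03 to 0.36, from 0.12 to 0.39 and from 0.25 to 0.54, so that none was past 1.2-fold in every setting. Those of MHC class II presentation (-0.68) and of dissociation and immediate-early stress (-0.34) were at percentile 0. From its enrichment, the paper states that these signaling pathways were enriched in the iIRE group.

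**Figure D4:**
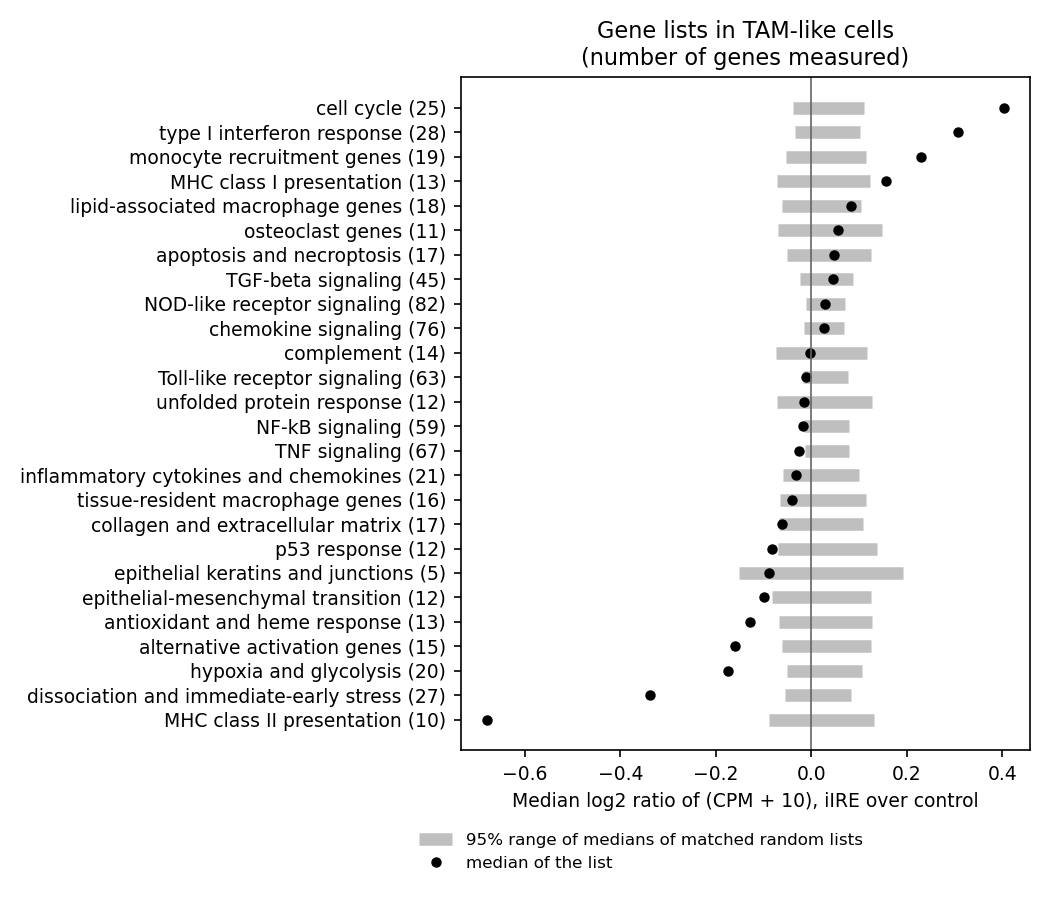
Median log2 ratio of CPM + 10, iIRE over control, of each list with enough measured genes in TAM-like cells (points), with the 95% range of medians of matched random lists (gray bars). The lists of NOD-like receptor, chemokine and Toll-like receptor signaling lie within their bars.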

Besides, the multiplex immunofluorescence (mIF) staining analysis further confirmed the high infiltration of CCR2^+^ TAMs (CCR2^+^F4/80^+^) and a reduction in CD8^+^ T cells (Fig. 2, M and N) in the residual post-iIRE tumor. We subsequently validated *Ccr2* expression changes by quantitative polymerase chain reaction (qPCR), which showed a 3.5-fold up-regulation in the iIRE group compared to the control group (Fig. 2O).

To assess the immunosuppressive potential of CCR2^+^ TAMs relative to other TAM subclusters, we curated a panel of more than 30 genes related to immune suppression (*40*–*42*), including *Fap*, *Siglece*, *Il10*, *Isg15*, *Arg1*, *Ido1*, etc., and assessed the expression of this gene set across different TAMs (Fig. 3A). 

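The genes labeled in Fig. 3A were read from the figure, and 29 of them were used for a score. In TAM-like cells Ido1 had 0 UMIs in both libraries, which limits it to at most 0.536 CPM in control cells and 0.607 CPM in iIRE cells. Fap had 7 UMIs in control and 9 UMIs in iIRE cells. Isg15 had 164 CPM in control and 203 CPM in iIRE cells. Between TAM3-like and other TAM-like cells of both libraries, the log2 ratio of CPM + 10 was 2.25 for Isg15 and -0.53 for Il10.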

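The score of a cell was the mean log-normalized level of the 29 genes minus that of 100 control genes per gene from the same of 24 expression bins. The median over cells of both libraries was 0.0917 in TAM3-like cells (SD 0.127), 0.0743 in the cells matched to Lyve1+ TAMs (SD 0.110) and 0.0653 in those matched to Gpnmb+ TAMs (SD 0.127). It was 0.0040 in those matched to Mybl2+ TAMs (SD 0.107) and 0.0494 in unmatched cells (SD 0.115). The median of TAM3-like cells was 0.0401 above that of other TAM-like cells. The order of the 2 highest was not stable, since the cells matched to Lyve1+ TAMs were above TAM3-like cells at 10% mitochondrial UMIs (0.120 and 0.0608), at a Leiden resolution of 2.0 (0.131 and 0.112) and when thinned to 2000 UMIs (0.0768 and 0.0598). The order of the next subclusters varied as well. At a Leiden resolution of 0.5 only, the cells matched to Gpnmb+ TAMs (0.0808) were above those matched to Lyve1+ TAMs (0.0554). At a resolution of 1.0 they were above them in the iIRE library (0.0841 and 0.0649) and below them in the control library (0.0512 and 0.0809). Over all TAM-like cells, the median of the iIRE library minus that of the control library was -0.00716.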

By quantifying the immunosuppression score applying AddModuleScore analysis, the results showed that TAM1 (*Lyve1^+^*), TAM2 (*C1qc^+^*), TAM3 (*Ccr2*^*+*)^, and TAM5 (*Gpnmb^+^*) exhibited relatively high scores (Fig. 3B). 

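Of the genes of TGF-β signaling in the list written before the data were examined, 36 were measured in TAM3-like cells. Their median log2 ratio, iIRE over control, was -0.05 (percentile 4.3 among matched random lists), and 15 of the 36 were above 0. Over all TAM-like cells the median of 45 genes was 0.05 (percentile 70.3). In TAM3-like cells, Tgfb1 had 305 CPM in the control and 292 CPM in the iIRE library, and Thbs1 had 1522 and 1868 CPM (log2 ratio 0.29). The median was 0.04 at a Leiden resolution of 2.0. Neither median reached 1.2-fold, which the simulated list of genes 1.2-fold higher did not reach either.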

In *Ccr2*^+^ TAM, the transforming growth factor–β (TGF-β) signaling pathway—associated with immune suppression—was significantly enriched in the iIRE group (Fig. 3C). Before cell sorting, we validated the proportional changes in these TAM subclusters after iIRE treatment (Fig. 3D). However, *Gpnmb*^+^ TAMs (TAM5) were not included because flow cytometry antibody was not available. Proportional changes after iIRE revealed increased CCR2^+^ and lymphatic vessel endothelial hyaluronan receptor 1 (LYVE1)^+^ TAMs and decreased complement component 1q (C1q)^+^ TAMs (Fig. 3E), consistent with scRNA-seq data. Next, to functionally validate the immunosuppressive potential of these TAM subclusters, we isolated TAMs from tumor tissue after iIRE treatment via fluorescence-activated cell sorting (FACS) and CD8^+^ T cells from mouse spleens using magnetic-activated cell separation for a coculture suppression assay (Fig. 3F). In coculture assays (CD8^+^ T: TAM = 10:1) with CD3/CD28 antibody stimulation, all three TAMs suppressed CD8^+^ T cell proliferation to varying degrees, with CCR2^+^ TAMs showing a stronger inhibitory effect (Fig. 3, G and H). In cytotoxicity validation with CD3/CD28 and concanavalin A (ConA) stimulation, CCR2^+^ and LYVE1^+^ TAMs significantly reduced CD69 expression on CD8^+^ T cells, while only CCR2^+^ TAMs markedly suppressed interferon-γ (IFN-γ) and granzyme B production (Fig. 3, I to K, and fig. S10). Collectively, these results demonstrate that immunosuppressive capacity is not exclusive to CCR2^+^ TAMs, but CCR2^+^ TAMs exert the most potent inhibitory effect on CD8^+^ T cell function, underscoring their relevance as a key immunotherapeutic target. Therefore, therapeutics that actively target CCR2^+^ TAMs may be strategically used to optimize the subversion of tumor immunosuppression, thereby effectively combating post-iIRE tumor recurrence.

**Fig. 3.**
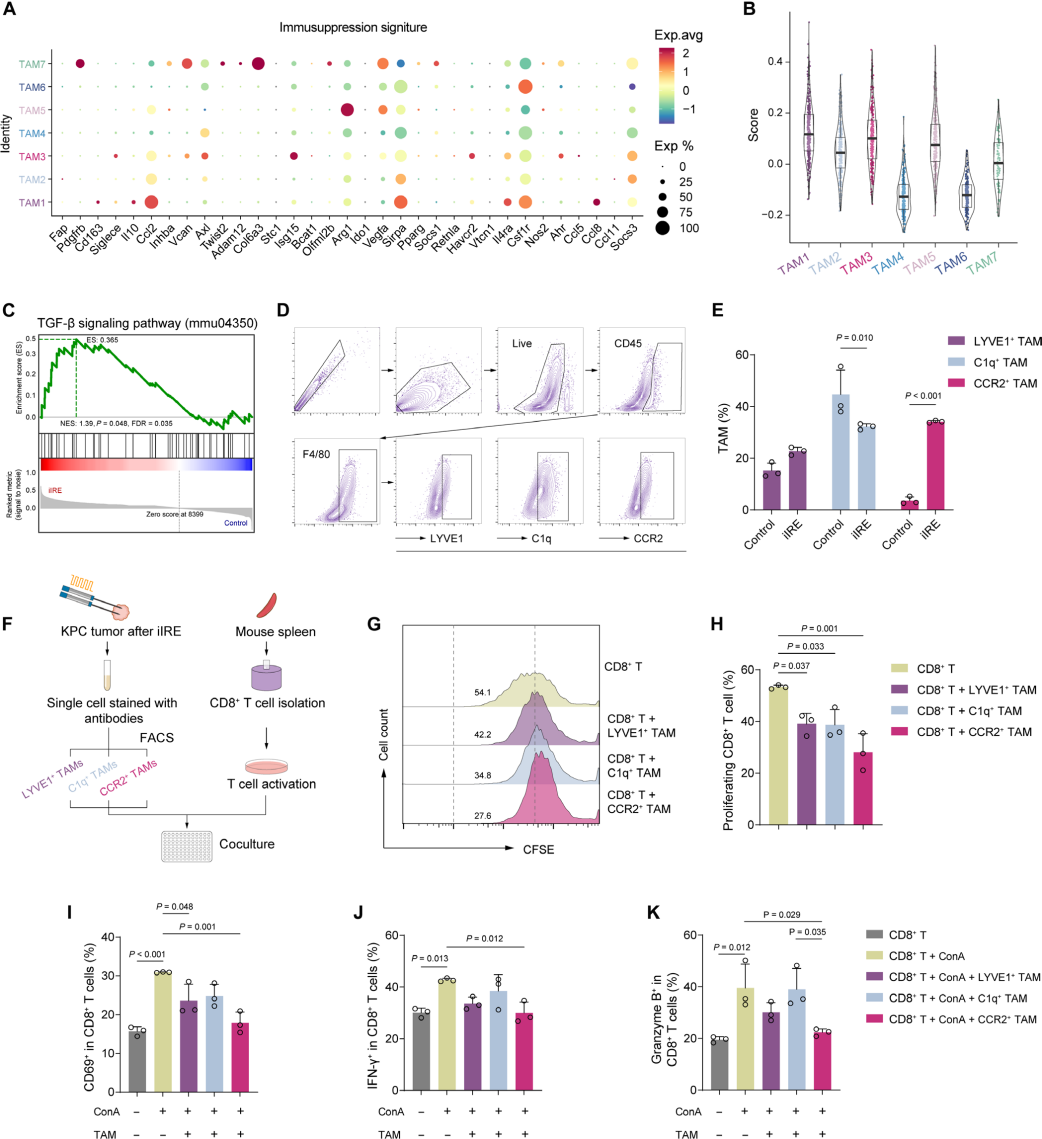
Validation of the immunosuppressive potential of CCR2^+^ TAM. (**A**) Bubble plot showing the expression of immunosuppressive genes across seven TAM subclusters. (**B**) Immunosuppressive scores. (**C**) GSEA of the TGF-β signaling pathway in *Ccr2*^+^ TAMs between the control and iIRE groups. FDR, false discovery rate. NES, normalized enrichment score. (**D**) Gating strategy for flow cytometry and FACS of LYVE1^+^ TAMs, C1q^+^ TAMs, and CCR2^+^ TAMs. (**E**) Quantitative analysis of TAM subcluster proportions by flow cytometry (*n* = 3). (**F**) Schematic illustration of the CD8^+^ T cell suppression assay. (**G**) Representative histograms of carboxyfluorescein diacetate succinimidyl ester (CFSE)–labeled T cells. (**H**) Quantification of proliferating CD8^+^ T cells (*n* = 3). (**I** to **K**) Flow cytometric analysis of CD69^+^ (I), IFN-γ^+^ (J), and granzyme B^+^ (K) CD8^+^ T cells (*n* = 3). Data are expressed as mean ± SD. Statistical differences were calculated using two-way analysis of variance [ANOVA (E)] and one-way ANOVA (H to K).

### Preparation and characterization of PF/GEM@mPLV

To inhibit the recruitment of CCR2^+^ TAMs to the tumor site following iIRE, we incorporated a highly selective CCR2 inhibitor (PF-4136309), which is currently in phase 2 clinical trials for advanced PDAC (*43*), into our therapeutic strategy. Furthermore, GEM is a commonly used first-line chemotherapeutic agent for PDAC. However, previous studies have shown that TAMs contribute to the resistance of tumor cells to GEM through mechanisms such as pyrimidine secretion and exosome release (*24*–*26*). Therefore, using PF to inhibit CCR2^+^ TAM–induced immunosuppression is expected to enhance the therapeutic index of GEM and holds promise for mitigating post-iIRE tumor recurrence. To enhance the concentration of free drugs in tumors, we developed an mPLV by incorporating macrophage membrane proteins into phospholipid bilayers. This mPLV coencapsulates PF and GEM, resulting in the formation of PF/GEM@mPLV. We hypothesize that the inflammatory gradient generated by iIRE treatment promotes the migration and accumulation of PF/GEM@mPLV at the tumor site.

As illustrated in Fig. 4A, the proteolipid nanovesicles were prepared using thin-film evaporation, followed by extrusion. The mass ratio of membrane proteins to lipids was 1:300. Transmission electron microscopy (TEM) revealed that liposomes, mPLVs, PF/GEM@Liposomes, and PF/GEM@mPLVs all exhibit bilayer, spherical lipid structures (Fig. 4, B and C, and fig. S11). Dynamic light scattering (DLS) measurements showed an average liposome particle size of 148.8 ± 4.1 nm. The average sizes of mPLVs and PF/GEM@mPLVs were slightly larger, measuring 170.0 ± 2.1 and 172.2 ± 1.9 nm, respectively (Fig. 4D). The average ζ potentials of liposomes, mPLVs, and PF/GEM@mPLVs in hydrated solution were −32.3 ± 1.2, −37.1 ± 0.8, and −39.6 ± 1.5 mV, respectively (Fig. 4E). The polydispersity index for all three particles was ~0.2, indicating their good dispersibility. Notably, over a period of 7 days, no significant changes in particle size were observed in phosphate-buffered saline (PBS) solution at 37°C (pH 7.4), thereby demonstrating their good in vitro stability (Fig. 4F).

**Fig. 4.**
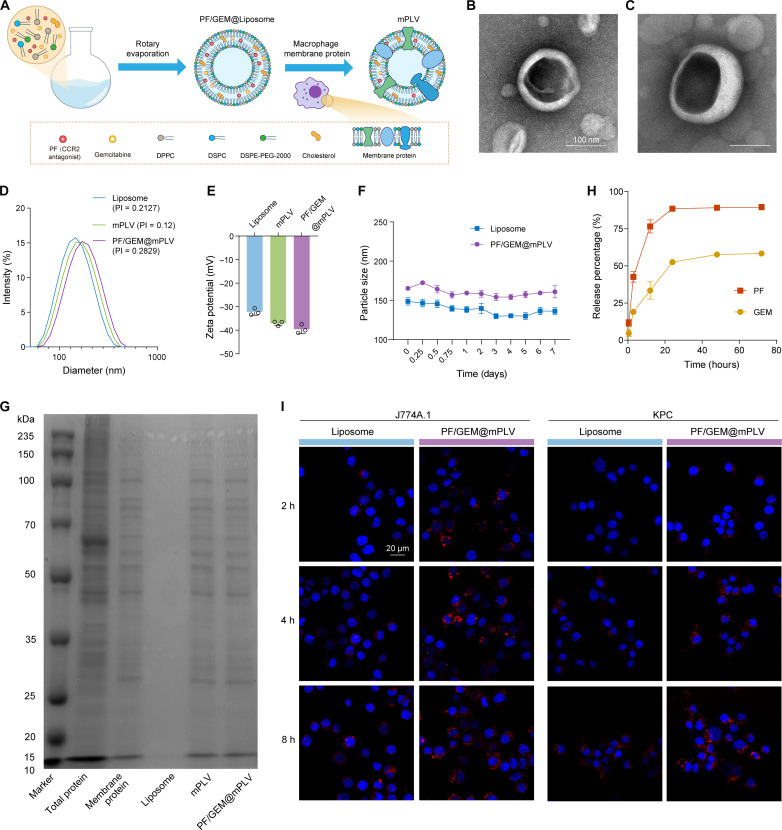
Synthesis and characteristics of PF/GEM@mPLVs. (**A**) Schematic diagram of the PF/GEM@mPLV synthesis process. (**B** and **C**) Representative TEM images of (B) liposome and (C) mPLV (scale bar, 100 nm). PI, polydispersity index. (**D**) Representative particle-size distributions of liposome, mPLV, and PF/GEM@mPLV. (**E**) Zeta potentials of liposome, mPLV, and PF/GEM@mPLV (*n* = 3). (**F**) Particle size variations over 7 days of liposome and PF/GEM@mPLV (*n* = 3). (**G**) SDS–polyacrylamide gel electrophoresis (SDS-PAGE) analysis of the protein composition of macrophage total proteins, macrophage membranes, liposomes, mPLVs, and PF/GEM@mPLVs, respectively. (**H**) Drug release curve of PF and GEM (*n* = 3). (**I**) Representative images of 1,1′-dioctadecyl-3,3,3′,3′-tetramethylindocarbocyanine perchlorate (DiI)–labeled particles internalized by macrophages (J774A.1 cell line) and KPC cells at different time points by confocal laser scanning microscope (CLSM; scale bar, 20 μm). h, hours. Data are expressed as mean ± SD.

SDS–polyacrylamide gel electrophoresis (SDS-PAGE) demonstrated that the protein profiles of PF/GEM@mPLV were consistent with those of macrophage membrane proteins, thereby validating the successful binding of macrophage membrane proteins to the surface of liposomes (Fig. 4G). The ultraviolet-visible (UV-vis) absorption spectrum of PF/GEM@mPLV exhibited a characteristic absorption peak at 269 nm, confirming the successful encapsulation of GEM into nanovesicles (fig. S12A). The successful coloading of PF was confirmed by high-performance liquid chromatography (HPLC) at 245 nm (fig. S12, B and C). The average encapsulation efficiencies (EE%) and drug loading capacities (DLC%) of PF and GEM in PF/GEM@mPLV were 75.4% and 6.3 wt % and 34.8% and 2.9 wt %, respectively (fig. S13). Drug release was monitored by dialysis at 37°C (pH 7.4), demonstrating a sustained release of both drugs into the medium (Fig. 4H). Overall, the physical properties of PF/GEM@mPLV, including nanoscale size and high dispersity, enhance subsequent in vitro performance evaluation and biomedical applications in vivo.

### In vitro evaluation of the PF/GEM@mPLV-mediated reduction in macrophage recruitment

Next, we aimed to assess the PF/GEM@mPLV-mediated reduction in macrophage recruitment in vitro. Initially, the interaction between PF/GEM@mPLV and KPC cells, as well as J774A.1 macrophages, was investigated. 1,1′-dioctadecyl-3,3,3′,3′-tetramethylindocarbocyanine perchlorate (DiI)–labeled liposomes or PF/GEM@mPLVs were cocultured with KPC cells and J774A.1 macrophages for 2, 4, and 8 hours, respectively. As expected, PF/GEM@mPLVs demonstrated a markedly enhanced internalization compared to conventional liposomes (Fig. 4I). In addition, as indicated in fig. S14, the cytotoxicity of the mPLV nanocarrier remained low at lipid concentrations up to 200 μg/ml and membrane protein concentrations up to 100 μg/ml, indicating its excellent biocompatibility.

To validate the direct cytotoxic effects of PF/GEM@mPLV on tumor cells, we performed Cell Counting Kit-8 (CCK-8) assays to assess cell viability. After 24 and 48 hours of different treatments on KPC cells, the median inhibitory concentration (IC_50_) values of GEM@mPLV were 39.26 and 13.77 ng/ml, respectively, while the IC_50_ values of PF/GEM@mPLV were 31.90 and 15.41 ng/ml (Fig. 5, A and B). The cytotoxicity of both GEM@mPLV and PF/GEM@mPLV showed a time- and GEM-dose–dependent enhancement.

**Fig. 5.**
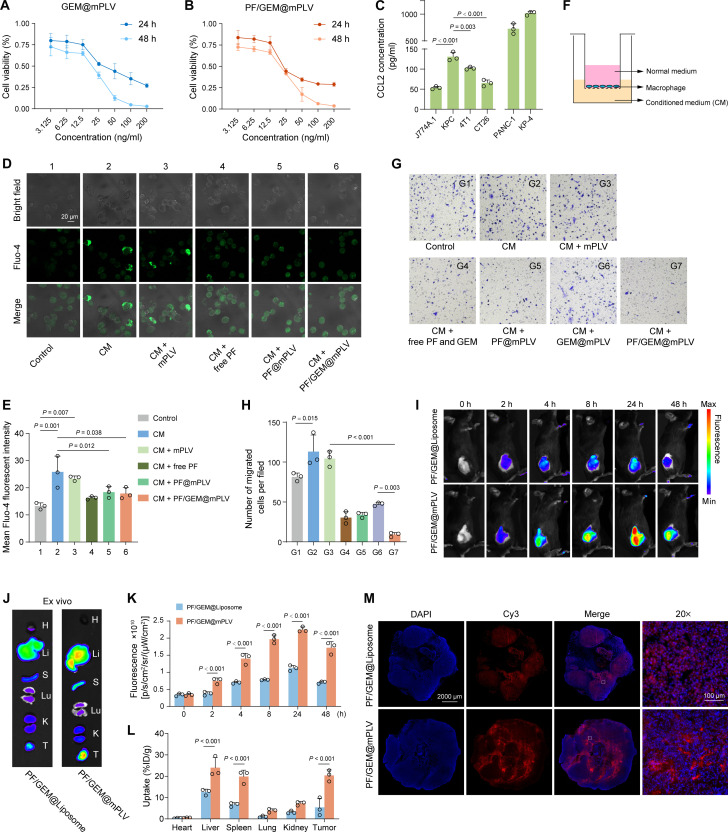
In vitro assays of PF/GEM@mPLVs and validation of targeting capability. (**A** and **B**) Cell viability of KPC cells treated with varying concentrations of GEM in (A) GEM@mPLVs or (B) PF/GEM@mPLVs. (**C**) Bar plots displaying CCL2 concentrations in the supernatants of mouse cell lines (J774A.1, KPC, 4T1, and CT26) and human cell lines (PANC-1 and KP-4) (*n* = 3). (**D**) Representative fluorescence images of J774A.1 cells stained with Fluo-4 AM. (**E**) Quantitative analysis of mean Fluo-4 fluorescence intensity (*n* = 3). (**F**) Schematic diagram of in vitro macrophage migration assay using a transwell system. (**G** and **H**) Representative images of migrated cells stained by crystal violet and quantification. (**I**) In vivo fluorescence images of KPC tumor–bearing mice captured at 0, 2, 4, 8, 24, and 48 hours after intravenous administration of Cy5.5-labeled PF/GEM@Liposome or PF/GEM@mPLV. (**J**) Representative ex vivo fluorescence images of major organs and tumors (H represents heart, Li represents liver, Lu represents lung, K represents kidney, T represents tumor, and S represents spleen) at 48 hours after administration of Cy5.5-labeled PF/GEM@Liposome or PF/GEM@mPLV. (**K**) Quantification of in vivo fluorescence (*n* = 3). (**L**) Quantification of nanoparticle biodistribution in major organs and tumor tissues, expressed as %ID/g (*n* = 3). (**M**) Representative fluorescence images of intratumoral permeation of Cy3-labeled nanoparticles in the whole tumor tissues 24 hours after injection. DAPI (blue) and Cy3 (red). Scale bars, 2000 μm (0.6× images) and 100 μm (20× images). Data are expressed as mean ± SD. Statistical differences were calculated using one-way ANOVA (C, E, and H) and two-way ANOVA (K and L).

Before validating the chemotaxis inhibitory effects of PF/GEM@mPLV, the concentration of the CCR2 ligand, CCL2, was quantified in the supernatants of multiple cell lines using enzyme-linked immunosorbent assay (ELISA). Our results showed that the CCL2 concentration in the KPC cell supernatant was significantly higher compared to that of J774A.1 macrophages, 4T1 breast cancer cells, and CT26 colon cancer cells (Fig. 5C). Similarly, a relatively high level of CCL2 expression was also observed in two human pancreatic cancer cell lines, PANC-1 and KP-4. We further explored the in vitro effects of PF/GEM@mPLV on macrophage recruitment. First, we derived conditioned medium (CM) from KPC cells as a stimulant or chemoattractant rich in CCL2 and other cytokines. For calcium influx assays, J774A.1 cells were incubated with different treatments for 1 hour. CM alone significantly increased intracellular calcium. Free PF, PF@mPLV, and PF/GEM@mPLV all significantly suppressed CM-induced calcium influx, indicating effective CCR2 signaling inhibition (Fig. 5, D and E). For the transwell assay, CM was added to the lower chamber, while macrophages were seeded in the upper chamber using serum-free medium to establish a chemotactic gradient (Fig. 5F). Subsequently, the cells were treated with various drugs. The results showed a significant increase in the number of migrated macrophages when cocultured with CM from KPC cells, as compared to macrophages cultured alone. Treatment with the mPLV did not significantly affect the number of migrated cells. However, free drugs (PF + GEM), PF@mPLV, GEM@mPLV, and PF/GEM@mPLV significantly reduced the number of migrated cells, with PF/GEM@mPLV showing the most pronounced reduction (Fig. 5, G and H). These findings confirmed that the combination therapy of PF/GEM@mPLV effectively inhibits CCL2-induced chemotaxis in J774A.1 cells.

### PF/GEM@mPLV inhibits post-iIRE tumor recurrence

Encouraged by the in vitro results, the efficacy of PF/GEM@mPLV to prevent tumor recurrence after iIRE was evaluated. Before the therapeutic experiment, the in vivo accumulation of Cy5.5-labeled PF/GEM@mPLV in post-iIRE tumor tissue was investigated using an in vivo imaging system (IVIS). The results demonstrated that a significant accumulation of PF/GEM@mPLV was observed in the tumor tissue, reaching its peak at 24 hours and subsequently declining (Fig. 5, I and K). The distribution of the nanovesicles in major organs and tumor tissues was evaluated 48 hours after administration. The highest concentrations were detected in the liver and tumor tissues, followed by the spleen, kidneys, and lungs, with the lowest concentration in the heart (Fig. 5, J and L). Compared to conventional liposomes, the PF/GEM@mPLV demonstrated significantly enhanced penetration and accumulation in the residual post-IRE tumor (Fig. 5M), attributed to its superior ability to target inflamed tissues.

We further assessed the in vivo antitumor efficacy of PF/GEM@mPLV. As outlined in Fig. 6A, on day 10 postsubcutaneous inoculation with KPC tumors, the visible tumor was subjected to partial treatment with iIRE. Then, the tumor-bearing mice were randomly divided into five groups: control (G1), free PF + GEM (G2), PF@mPLV (G3), GEM@mPLV (G4), and PF/GEM@mPLV (G5). The mice received intravenous administration of different drugs every 2 days for a total of five treatments (dose of PF = 10 mg/kg and GEM = 5 mg/kg). The treatment outcomes of various groups regarding tumor progression are summarized in Fig. 6 (B to E). Compared to the control group, the other treatment groups significantly inhibited residual tumor growth. On day 22 posttumor inoculation, encapsulation of the drugs within mPLVs led to a further decrease in tumor volume compared to free drugs. Notably, the PF/GEM@mPLV-treated group demonstrated the most pronounced tumor reduction among all groups, with an approximately fourfold decrease in tumor volume relative to the control group (Fig. 6, D and E). The variation trend of tumor weight was consistent with that of tumor volume, as indicated in Fig. 6 (B and C). The PDAC tumors were harvested for further pathological analysis. Hematoxylin and eosin (H&E) staining results showed that the control and PF@mPLV groups exhibited prominent large, deeply stained nuclei. In contrast, the PF/GEM@mPLV group displayed more normal connective tissue structures (fig. S15A). In addition, the PF/GEM@mPLV group showed a significant reduction in marker of proliferation Ki-67–positive areas and an increase in terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling (TUNEL)–positive areas, indicating its superior tumor-killing effects (fig. S15, A to C). Histological examination of major organs (heart, liver, spleen, lungs, and kidneys) revealed no obvious abnormalities among the groups during the treatment period (fig. S16). Besides, no significant differences in body weight were observed (fig. S17A). The serum biochemical indicators, including liver and kidney function and cardiac enzymes, were measured. The results showed that the serum levels of alanine aminotransferase (ALT), aspartate aminotransferase (AST), blood urea nitrogen (BUN), creatinine, and creatine kinase (CK) remained within normal ranges (fig. S17, B to F). These results collectively demonstrate the high therapeutic biosafety of the PF/GEM@mPLV treatment.

**Fig. 6.**
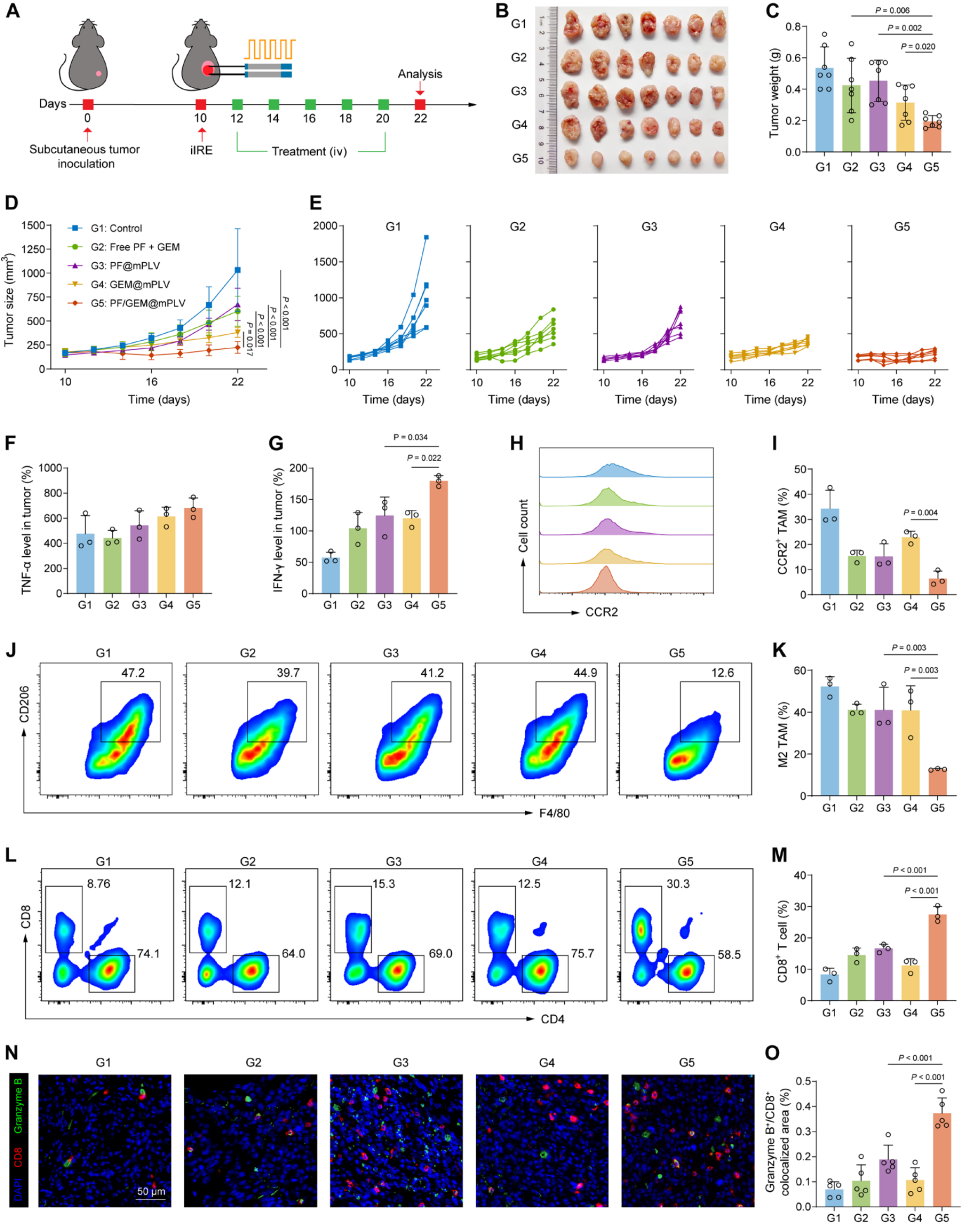
PF/GEM@mPLVs suppress tumor recurrence in subcutaneous KPC tumors and modulate immune response. (**A**) Schematic diagram of treatment strategy in subcutaneous KPC tumors. iv, intravenous. (**B**) Gross images of tumors in control (G1), free PF + GEM (G2), PF@mPLV (G3), GEM@mPLV (G4), and PF/GEM@mPLV (G5) groups. (**C**) Tumor weights in different treatment groups (*n* = 7). (**D** and **E**) Tumor growth curves (*n* = 7), from days 10 to 22. (**F** and **G**) Concentration of TNF-α and IFN-γ in tumor homogenates (*n* = 3). (**H** and **I**) Representative flow cytometric histogram of CCR2^+^ TAM (CCR2^+^Ly6G^−^F4/80^+^CD11b^+^CD45^+^) and quantification (*n* = 3). (**J** and **K**) Representative flow cytometric analysis of M2-TAM (CD206^hi^Ly6G^−^F4/80^+^CD11b^+^CD45^+^) and quantification (*n* = 3). (**L** and **M**) Representative flow cytometric analysis of CD8^+^ T cell (CD8^+^CD3^+^CD45^+^) and quantification (*n* = 3). (**N**) Representative mIF images of tumor tissues showing DAPI (blue), CD8 (red), and granzyme B (green) (scale bar, 50 μm). (**O**) Quantification of granzyme B^+^CD8^+^ colocalized pixels relative to the total area (*n* = 5 FOVs). Data are expressed as mean ± SD. Statistical differences were calculated using one-way ANOVA.

To elucidate the underlying mechanisms of the antitumor effects triggered by PF/GEM@mPLV, we harvested the tumors for analysis 10 days after the first treatment. Compared to the control groups, TNF-α levels in tumor tissues were not significantly elevated after PF/GEM@mPLV treatment (Fig. 6F). However, IFN-γ concentration was markedly increased (Fig. 6G), indicating a potential activation of antitumor T cell immune responses. Systematic evaluation of changes in intratumoral immune cells was conducted using flow cytometric analysis (fig. S18). Although the total TAM proportion showed no significant decrease compared to the control group (fig. S19, A and B), the proportion of CCR2^+^ TAMs decreased significantly from 34.2% (control) to 15.4% (free PF + GEM), 15.2% (PF@mPLV), and 6.5% (PF/GEM@mPLV), respectively (Fig. 6, H and I). In addition, the immunosuppressive M2-TAMs showed a significant decrease in the PF/GEM@mPLV group, suggesting a repolarization effect induced by the treatment (Fig. 6, J and K). Moreover, the PF/GEM@mPLV treatment resulted in a marked enhancement of CD8^+^ T cells (Fig. 6, L and M) while having minimal impact on CD4^+^ T cells (fig. S19C). mIF demonstrated a significant increase in the proportion of granzyme B^+^CD8^+^ T cells in the PF@mPLV and PF/GEM@mPLV groups compared to the control group, with the highest levels observed in the PF/GEM@mPLV group (Fig. 6, N and O). Although the proportion of T_reg_ cells showed no significant decrease, the CD8^+^ T/T_reg_ cell ratio, an important indicator of antitumor immunity, was markedly elevated after PF/GEM@mPLV treatment (fig. S19, D to F). These findings demonstrate that the synergistic effects of PF/GEM@mPLV treatment effectively modulate the TME by diminishing CCR2^+^ TAM recruitment, repolarizing M2-TAMs, and enhancing the infiltration of cytotoxic T cells [cytotoxic T lymphocytes (CTLs)], thus providing a robust antitumor immune response.

### PF/GEM@mPLV inhibits liver metastasis and elicits antitumor immunity in orthotopic tumors

To better mimic the pathogenesis of PDAC, we evaluated the therapeutic effects of PF/GEM@mPLV in mice with orthotopic KPC tumors. Likewise, we assessed the tumor-targeting ability of the Cy5.5-labeled PF/GEM@mPLV nanovesicle in post-iIRE orthotopic tumors. The IVIS results showed a continuous accumulation of the nanovesicle in the orthotopic tumors (Fig. 7, A and B). Ex vivo fluorescence imaging revealed a notable accumulation of PF/GEM@mPLV in the tumor, which was comparable to the enrichment observed in the liver (Fig. 7C). Next, mice with orthotopic tumors were randomly assigned to either the control group or the PF/GEM@mPLV-treated group, using the same dosage and treatment intervals as those in the subcutaneous tumor model (Fig. 7D). Bioluminescence imaging was used to monitor orthotopic tumor growth. Compared to the control group, the treated group exhibited significant inhibition of tumor growth and a significant reduction in tumor weight (Fig. 7, E to J). Notably, PF/GEM@mPLV treatment significantly extended the survival of mice with orthotopic PDAC tumors, with 75% of the mice in the treated group surviving at the 50-day endpoint (Fig. 7K). Analyses of tumor pathology, Ki67, and TUNEL assays further demonstrated the robust antitumor efficacy of PF/GEM@mPLV (fig. S20). In addition, the safety profile of PF/GEM@mPLV was comprehensively assessed in the orthotopic tumor model. Histopathological examination of major organs revealed no abnormalities (fig. S21). Serum biochemical markers remained within the normal range, and no statistically significant alterations were observed in body weight (fig. S22).

**Fig. 7.**
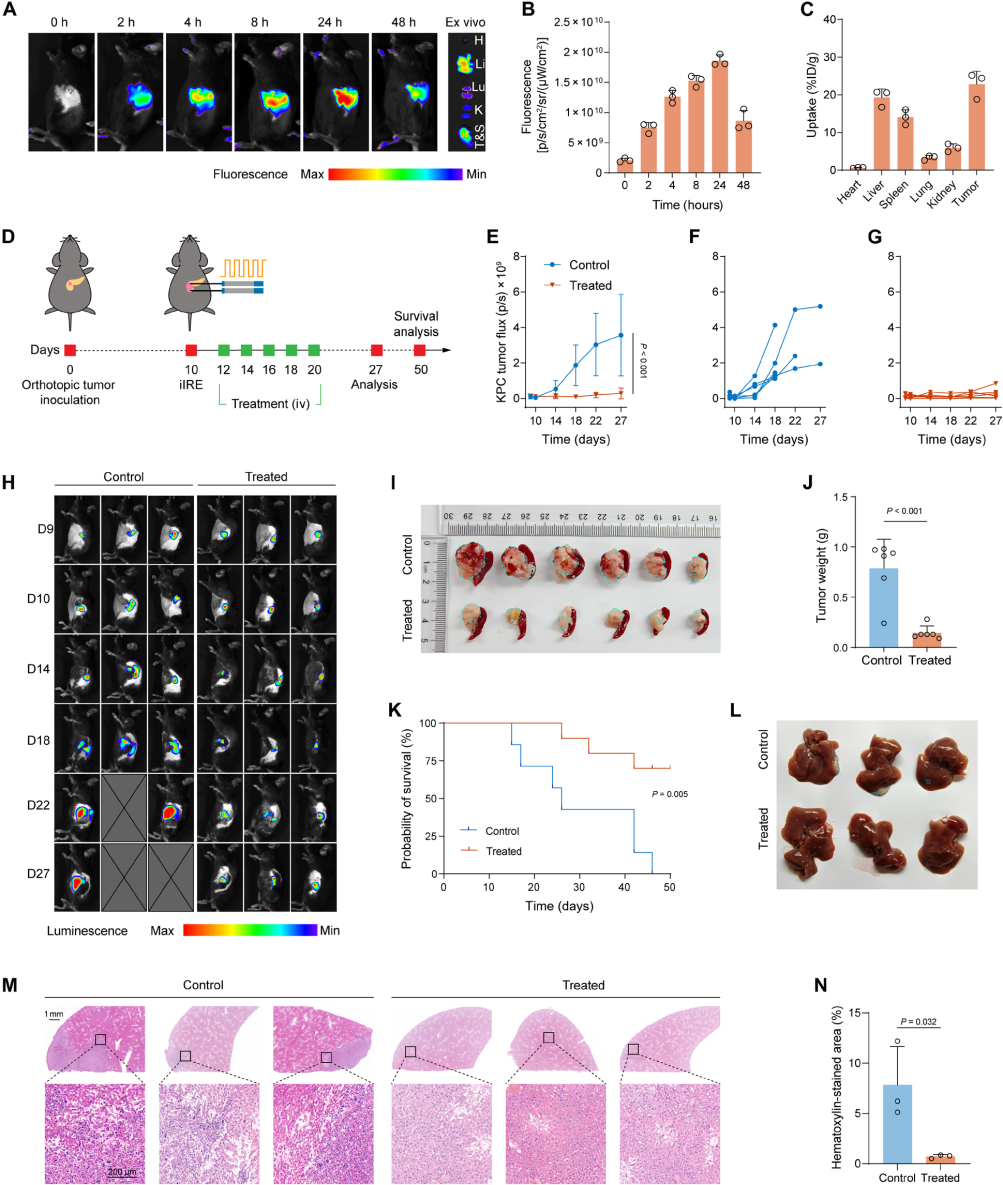
PF/GEM@mPLVs suppress post-iIRE tumor recurrence and liver metastasis in orthotopic KPC tumors. (**A**) Representative in vivo fluorescence images of orthotopic KPC tumor–bearing mice captured at 0, 2, 4, 8, 24, and 48 hours after intravenous administration of Cy5.5-labeled PF/GEM@mPLV. The image on the right shows ex vivo fluorescence images of major organs and tumors (T&S represents tumor and spleen) at 48 hours. (**B**) Quantification of in vivo fluorescence (*n* = 3). (**C**) Quantification of nanoparticle biodistribution in major organs and tumor tissue, expressed as %ID/g, 48 hours after administration (*n* = 3). (**D**) Schematic diagram of the treatment strategy in orthotopic KPC tumors. (**E**) Tumor growth in the orthotopic KPC tumor model measured by bioluminescence imaging (*n* = 6). (**F**) Tumor growth of the control group. (**G**) Tumor growth of the treated group. (**H**) Representative bioluminescence images of orthotopic KPC tumors for monitoring tumor growth in the control and treated groups. D, day. (**I**) Gross images of KPC tumors with spleens. (**J**) Tumor weights in the control and treated groups (*n* = 6). (**K**) Kaplan-Meier survival curves (*n* = 10). (**L**) Gross image of liver metastasis. (**M**) Representative image of H&E staining for liver metastases. Scale bars, 1 mm (1× images) and 200 μm (10× images). (**N**) Quantitative analysis of hematoxylin-stained area (*n* = 3). Data are expressed as mean ± SD. Statistical differences were calculated using Student’s *t* test.

The liver is the predominant site for distant metastasis in pancreatic cancer, primarily due to hematogenous dissemination (*44*). Accordingly, we evaluated spontaneous liver metastases in the two groups. Macroscopic examination revealed that nearly all mice in the control group exhibited visible metastatic nodules in the liver, whereas fewer liver metastases were observed in the treated group (Fig. 7L). In the H&E staining of the liver section, metastatic tumors were observed in the control group, whereas micrometastases were nearly absent in the treated group (Fig. 7M). This observation was further supported by semiquantitative analysis (Fig. 7N).

We further evaluated the immune microenvironment indicators in the orthotopic PDAC tumor model. Consistent with previous observations, the results demonstrated a decrease in the percentages of CCR2^+^ TAMs, M2-TAMs, and T_reg_ cells within tumors treated with PF/GEM@mPLV, accompanied by an increase in granzyme B^+^ or IFN-γ^+^ CTLs (Fig. 8, A to F). The changes in CCR2^+^ TAMs and CTLs were further confirmed using mIF assays (Fig. 8G). As observed, there was a significant reduction in CCR2^+^F4/80^+^ colocalized areas within the tumor region, accompanied by a notable increase in CD8^+^ areas (Fig. 8, H and I). Moreover, long-term protective immune responses predominantly result from immunological memory (*45*). Upon rechallenge, the effects of immune memory enable the immune system to mount a rapid and robust response to tumor antigens (*46*). To further evaluate whether the PF/GEM@mPLV treatment induces potential immunological memory, we collected the spleens from the treated and healthy control mice (naïve) for subsequent flow cytometry analysis (fig. S23). The results demonstrated that, compared to naïve mice, PF/GEM@mPLV-treated mice exhibited increased levels of effector memory T cells (T_EM_ cells) in both CD4^+^ and CD8^+^ T cells (Fig. 8, J to M). These findings indicate that the long-term immune-memory effects should be elicited by PF/GEM@mPLV treatment.

**Fig. 8.**
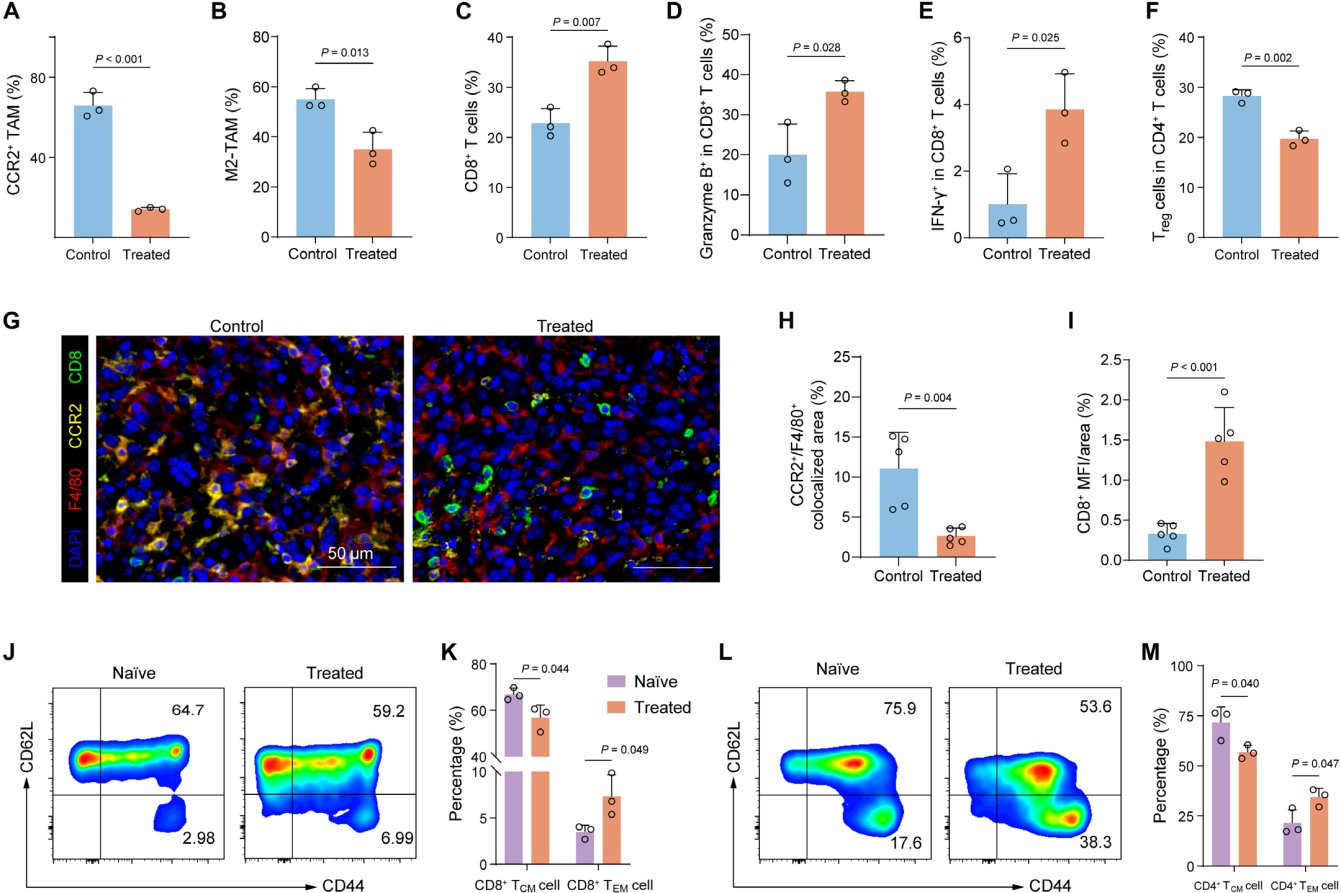
Local and systemic immune responses in orthotopic KPC tumors. (**A** to **F**) Flow cytometric analysis of CCR2^+^ TAM (CCR2^+^Ly6G^−^F4/80^+^CD11b^+^CD45^+^), M2-TAM (CD206^hi^Ly6G^−^F4/80^+^CD11b^+^CD45^+^), CD8^+^ T cell (CD8^+^CD3^+^CD45^+^), granzyme B^+^CD8^+^ T cell (granzyme B^+^CD8^+^CD3^+^CD45^+^), IFN-γ^+^CD8^+^ T cell (IFN-γ^+^CD8^+^CD3^+^CD45^+^), and T_reg_ cell (CD25^+^Foxp3^+^CD4^+^CD3^+^CD45^+^) (*n* = 3). (**G**) Representative mIF images of tumor tissues showing DAPI (blue), F4/80 (red), CCR2 (yellow), and CD8 (green) (scale bars, 50 μm). (**H**) Quantification of CCR2^+^F4/80^+^ colocalized pixels relative to the total area (*n* = 5 FOVs). (**I**) Quantification of CD8^+^ mean fluorescence intensity (MFI) relative to the total area (*n* = 5 FOVs). (**J** to **M**) Representative flow cytometric analysis and quantification of (J and K) CD8^+^ central memory T cell (CD8^+^ T_CM_ cell; CD62L^+^CD44^+^CD8^+^) and CD8^+^ T_EM_ cell (CD62L^−^CD44^+^CD8^+^) subset and (L and M) CD4^+^ T_CM_ cell (CD62L^+^CD44^+^CD4^+^) and CD4^+^T_EM_ cell (CD62L^−^CD44^+^CD4^+^) in naïve and treated mice (*n* = 3). Data are expressed as mean ± SD. Statistical differences were calculated using Student’s *t* test.

## DISCUSSION

Clinical and preclinical evidence demonstrates substantial potential for IRE-based therapies in the treatment of pancreatic cancer (*47*, *48*). However, because of the poorly defined tumor margins or undetected micrometastases, PDAC tumors are often incompletely destructed, leading to tumor recurrence (*10*, *11*, *49*). Thus, there is an urgent need to develop a more efficient strategy to enhance the therapeutic benefit of IRE, thereby fully realizing its clinical potential. Here, using a preclinical orthotopic PDAC tumor model, we provide direct evidence that iIRE treatment induces a CCR2^+^ TAM-mediated immunosuppressive microenvironment in the residual tumor, ultimately accelerating tumor progression. Therefore, we rationally designed proteolipid nanovesicles coloaded with the CCR2 antagonist PF-4136309 and GEM for highly efficient tumor combination chemoimmunotherapy. Using both subcutaneous and orthotopic KPC tumor models, our results demonstrated that systemic administration of PF/GEM@mPLV can effectively deliver therapeutic agents to tumors and significantly reverse the immunosuppressive TME in residual PDAC following iIRE therapy. This resulted in a significant inhibition of tumor growth and the development of liver metastases, ultimately leading to prolonged survival in immunocompetent mice with well-established orthotopic PDAC tumors. Thus, this approach represents a promising therapeutic strategy with substantial potential to enhance the clinical outcomes of IRE treatment for pancreatic tumors.

Our results highlight that the combination with IRE and PF/GEM@mPLV could provide an effective clinical solution for locally advanced pancreatic cancer. The unique advantages of the combination treatment are as follows: (i) We first leveraged scRNA-seq, flow cytometry, and multiple immunohistochemical techniques to elucidate the biological effects of IRE on residual tumors. The design of CCR2^+^ TAM–targeted immunotherapeutic combinations was refined according to the tumor immune landscape to overcome these resistance mechanisms. (ii) To enhance the concentration of free therapeutics in tumors, this study used a leukocyte-related drug delivery system. By leveraging the inflammation-targeted and enhanced permeability and retention effect, PF/GEM@mPLV selectively accumulates in both subcutaneous and orthotopic pancreatic tumors following iIRE treatment, thereby enhancing therapeutic efficacy while minimizing systemic toxicity. (iii) We further demonstrated that the PF-induced remodeling of the TME established a foundation for an enhanced response to GEM treatment. All components used in the synthesis of PF/GEM@mPLV are FDA approved except for the macrophage membrane, and their biosafety has been validated, highlighting their potential for clinical translation. This innovative integration of local and systemic therapies could have a profound impact on advanced pancreatic cancer care.

This study has several limitations. We did not explore the impact of the drug administration sequence on treatment efficacy. Whether administering the drug before IRE could enhance therapeutic outcomes remains a question worth exploring. Furthermore, although we used KPC cells to establish tumor models, which closely mimic the pathogenesis of human PDAC, it is unclear whether similar immune cell changes exist in human patients after IRE. Currently, we have only observed the efficacy of the nanovesicle in mouse models. When applying this approach to human patients, obtaining low-immunogenic human macrophage membrane proteins presents a challenge due to ethical concerns and a limited quantity of macrophages.

## MATERIALS AND METHODS

### Materials

Dipalmitoyl phosphatidylcholine (DPPC), 1,2-distearoyl-sn-glycero-3-phosphocholine (DSPC), 1,2-distearoyl-sn-glycero-3-phosphoethanolamine-*N*-[amino(polyethylene glycol)2000] (DSPE-PEG-2000), Cy5.5-DSPE-PEG, and cholesterol were purchased from Xi’an Ruixi Biological Technology Co. Ltd. Membrane protein was extracted by Minute Plasma Membrane Protein Isolation and Cell Fractionation Kit (Invent Biotechnologies Inc.). GEM was purchased from Macklin Inc. PF-4136309 was obtained from Shanghai Yuan Chuang Biotechnology Co. Ltd. Methanol was purchased from Shanghai Aladdin Biochemical Technology Co. Ltd., and trichloromethane (CHCl_3_) was purchased from Jiangsu Kanghong Co. Ltd. CCK-8 was purchased from Abbkine Scientific Co. Ltd. ELISA Kit was purchased from YOBIBIO (Shanghai, China).

### Cell lines and animals

The J774A.1, 4T1, CT26, PANC-1, and KP-4 cell lines were originally obtained from the American Type Culture Collection. FC1199 cell line (derived from KPC mice) was provided by J. Xue (State Key Laboratory of Oncogenes and Related Genes, Stem Cell Research Center, Renji Hospital, School of Medicine, Shanghai Jiao Tong University, Shanghai, P.R. China). All cells were cultured in Dulbecco’s modified Eagle’s medium (YOBIBIO) containing 1% penicillin (YOBIBIO), 1% streptomycin (YOBIBIO), and 10% fetal bovine serum (YOBIBIO) at 37°C in 5% CO_2_ humidified air. The cells were detected every 2 months to exclude mycoplasma. Male C57BL/6 mice (5- to 7-week-old) were ordered from Huachuang Sino Co. Ltd. (Jiangsu, China). Mice were housed in a specific pathogen–free facility with a 12-hour light/dark cycle at ~25°C and a relative humidity of 40 to 70%. All animal experiments were performed according to protocols in accordance with the policies of the National Ministry of Health and approved by the Laboratory Animal Center of Shanghai Tenth People’s Hospital (SHDSYY-2023-Y3471). The maximum tumor volume allowed by the Experimental Animal Center of Shanghai Tenth People’s Hospital is 1500 mm^3^, and the maximum tumor diameter allowed by the National Institutes of Health is not to exceed 2 cm (Guidelines for Endpoints in Animal Study Proposals). The tumor volume or diameter of the mice in the tumor-related animal experiments in this study did not exceed the allowed range described above.

### Construction of animal models

To establish subcutaneous models, KPC cells (1 × 10^6^) resuspended in 100 μl of PBS were subcutaneously injected into the right flank of male C57BL/6 mice (5- to 7-week-old). To establish orthotopic models, C57BL/6 mice were anesthetized with pentobarbital sodium (1%; 100 mg/kg) and isoflurane [2% at fresh gas flow (4 liters/min)], and a 0.5-cm incision was made in the left abdomen to expose the pancreas. KPC cells (1 × 10^6^) resuspended in 40 μl of cold PBS/Matrigel (Corning) (1:1, v:v) were injected into the pancreatic tail. Mice were monitored with ultrasound imaging (GE HealthCare, Milwaukee, WI, USA) to validate the implantation of orthotopic tumors (fig. S2).

To establish iIRE tumor models, IRE was operated when tumor size reached 7 to 9 mm (about 9 to 10 days after tumor inoculation) using a square electroporator (Hangzhou Ruidi Biotechnology Ltd., SPA-C02). The two needles were inserted perpendicularly to the long axis of the tumor, ablating part of the tumor. The treatment parameters were as follows: two needles with a 5-mm interval, voltage: 1000 V, pulse width: 100 μs, frequency: 1 Hz, and number of repeated pulses: 99. Sham surgery was performed by inserting the same needle in the control mouse model.

Mice were randomly assigned to the experimental groups, and their body weights were monitored every 2 days. Tumor size was calculated using the formula: 1/2 × length × width^2^. For experiments requiring monitoring of the orthotopic tumor, a luciferase-labeled KPC cell line was established and injected into the pancreas with cell numbers of 1 × 10^6^ per mouse. Bioluminescence was detected using the AniView100 Multi-mode In Vivo Animal Imaging System (Guangzhou Biolight Biotechnology Co. Ltd.).

### Imaging examination

Conventional ultrasound: Mice were anesthetized and scanned using a GE LOGIQ E9 scanner (GE HealthCare, Milwaukee, WI, USA) with a 15-MHz linear transducer. CEUS: Contrast agent (SonoVue, Bracco, Milan, Italy) was administered via tail vein injection at a dose of 100 μl per mouse. Real-time CEUS imaging was acquired with a 9-MHz linear transducer under a low mechanical index (MI = 0.13) mode to observe the enhancement pattern within and around the tumor.

### Single-cell RNA sequencing

Tumor tissues, representing the control group and the iIRE group, were excised and immediately processed to obtain a single-cell suspension. Single-cell sequencing libraries were constructed using the Chromium Single Cell 5′ Library Construction Kit v2 (10x Genomics). The libraries were sequenced on an Illumina NovaSeq 6000 platform to generate paired-end reads. The sequencing and analysis were performed by OE Biotech Co. Ltd. (Shanghai, China).

### scRNA-seq data processing

Sequencing data were processed by the Cell Ranger software pipeline (version 3.1.0). Raw sequencing reads were demultiplexed and aligned to the mouse reference genome (mm10) to generate feature-barcode matrices. Quality control was performed to exclude cells with low UMI counts, high mitochondrial gene content, or doublets following the criteria: gene numbers < 200, UMI < 1000, log_10_GenesPerUMI < 0.7, proportion of UMIs mapped to mitochondrial genes > 5%, and proportion of UMIs mapped to hemoglobin genes > 5%. In addition, doublets were removed using the DoubletFinder software (v2.0.2). Further quality control and processing were performed using the Seurat package (version 3.0). Principal components analysis (PCA) was used for linear dimensionality reduction based on gene expression levels. The PCA results were visualized in two-dimensional space using UMAP (Uniform Manifold Approximation and Projection) for nonlinear dimensionality reduction. Marker gene identification was performed using the FindAllMarkers function from the Seurat package, which identifies genes that are differentially up-regulated in each cell type compared to other cell groups. Clustering was performed using the Shared Nearest Neighbor (SNN) algorithm, resulting in optimal cell groupings. The identified marker genes were visualized using the VlnPlot and FeaturePlot functions. Differential gene expression analysis was performed using the FindMarkers function from the Seurat package. Genes with *P* < 0.05 and fold change >1.2 were considered significant DEGs. Significant DEGs were then subjected to GO and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis.

### Reclustering of macrophage

Macrophage cells were reclustered to further investigate macrophage subtypes. High variability genes (HVGs) were reselected for the macrophage subtypes as previously described. PCA was applied to the selected HVGs for dimensionality reduction. The cells were then reclustered using the SNN algorithm and visualized in two-dimensional space using UMAP as described above.

### mIF staining

mIF was performed on 5-μm tissue sections from mouse PDAC tumors. F4/80/CCR2/CD8 assay used the four-color multiplex fluorescence immunohistochemical staining kit (abs50028, Absin) according to the manufacturer’s instructions. Slides were blocked with 5% blocking buffer (goat serum diluted in tris-buffered saline with Tween 20) before incubating with primary antibodies at room temperature (RT). The primary antibodies used and their specific conditions were as follows: CCR2: Anti-mouse CCR2 (1:200; Abcam, ab273050) was incubated overnight at 4°C. Antigen retrieval was performed using tris buffer. The slides were stained with Opal 570 (yellow) for 10 min at RT. F4/80: Anti-mouse F4/80 (1:300; Cell Signaling Technologies, 70076) was incubated at RT for 1 hour. Antigen retrieval was performed using washing buffer. The slides were stained with Opal 650 (red) for 10 min at RT. CD8: Anti-mouse CD8 (1:200; Abcam, ab217344) was incubated overnight at 4°C. Antigen retrieval was performed using washing buffer. The slides were stained with Opal 520 (green) for 10 min at RT. Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) (1:100; Absin, abs47047616) for 10 min, followed by washing and mounting with mounting medium. Granzyme B/CD8 assay followed a similar procedure, using the following primary antibodies: Anti-mouse CD8 (1:200; Abcam, ab217344am) and anti-mouse granzyme B (1:300; Abcam, ab255598). Slides were scanned using Pannoramic MIDI II digital slide scanners (3DHISTECH Ltd.). Positive areas were quantified using ImageJ software.

### Quantitative PCR

Tumor tissues were assessed 3 days after iIRE treatment. Total RNA was extracted using FreeZol Reagent (Vazyme, R711-01), and cDNA was synthesized using HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme, R323-01). qPCR was performed using ChamQ Blue Universal SYBR qPCR Master Mix (Vazyme, Q312-02) on a LightCycler 96 System (Roche, 05815916001). The relative expression was calculated using the 2^–ΔΔCT^ method. Primers: mouse *Ccr2* (forward, 5′-TTTGTTTTTGCAGATGATTCAA-3′; reverse, 5′-TGCCATCATAAAGGAGCCAT-3′) and mouse *Gapdh* (forward, 5′-AAGAAGGTGGTGAAGCAGGC-3′; reverse, 5′-TCCACCACCCTGTTGCTGTA-3′).

### Flow cytometry and FACS

PDAC tumors or spleens were digested into single-cell suspensions and resuspended in cell staining buffer. CD16/CD32 monoclonal antibody (eBioscience, FRC-4G8, MFCR00) was used to block nonspecific binding of FcγRIII/II. Fixable Viability Stain 450 (BD Biosciences, 562247) or Fixable Viability Dye eFluor 780 (Thermo Fisher Scientific, 65-0865-14) was used to stain dead cells. For cell surface antigens, cells were stained with mouse antibodies. For intracellular antigens, cells were fixed and permeabilized, followed by staining with mouse antibodies. Antibodies used in this study included the following: CD45-Brilliant Violet 510 (BioLegend, 103138), CD11b–fluorescein isothiocyanate (FITC; Thermo Fisher Scientific, 11-0112-82), F4/80-allophycocyanin (APC; Thermo Fisher Scientific, 17-4801-82), Ly6G–eFluor 450 (Thermo Fisher Scientific, 48-9668-82), CD45–Alexa Fluor 700 (BioLegend, 103128), F4/80-BV650 (BioLegend, 123149), LYVE1 (Abcam, ab281587), C1q-Brilliant Blue 700 (BB700; BD Biosciences, 756678), CCR2–phycoerythrin (PE)–CD192 (BioLegend, 150610), CD3-BV421 (BD Biosciences, 562600), CD8-PerCP-Cy5.5 (BioLegend, 100734), CD69-FITC (BioLegend, 104506), IFN-γ–PE (BioLegend, 505808), granzyme B–APC (BioLegend, 372204), granzyme B–PE (BioLegend, 396406), CD4-FITC (Thermo Fisher Scientific, 11-0042-85), CD25-APC (Thermo Fisher Scientific, 17-0251-82), CD44-PE (Thermo Fisher Scientific, 12-0441-82), CD62L-APC (Thermo Fisher Scientific, 17-0621-82), CD206-PE-Cy7 (BioLegend, 141720), and forkhead box P3 (Foxp3)–PE (Thermo Fisher Scientific, 12-5773-82). Secondary antibodies included APC (Abcam, ab130805). Flow cytometry was performed on the LSRFortessa X-20 Cell Analyzer (BD Biosciences). FACS was performed on FACSAria III (BD Biosciences). The data were analyzed using FlowJo software (TreeStar, 10.6.2).

### T cell assay

CD8^+^ T cells were isolated from mouse spleen with anti-CD8 magnetic beads (STEMCELL, 17853) and then stimulated with CD3/CD28 T Cell Activator (STEMCELL, 10971) and recombinant interleukin-2 (IL-2; R&D Systems, USA). LYVE1^+^, C1q^+^, or CCR2^+^ TAMs were sorted from KPC tumor 3 days after iIRE. For T cell proliferation assay, CD8^+^ T cells were labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE; Invitrogen) and cocultured with TAMs for 5 days (CD8^+^ T cells: TAM = 1 × 10^5^:1 × 10^4^). For T cell cytotoxicity assay, CD8^+^ T cells were cocultured with ConA and TAMs for 5 days as well. Control groups included CD8^+^ T cells cultured without ConA or TAMs. CFSE signals and cell markers CD69, IFN-γ, and granzyme B on T cells were assessed by flow cytometry.

### Synthesis of PF/GEM@mPLV

PF/GEM@mPLV was synthesized on the basis of the thin-film evaporation method. Briefly, DPPC, DSPC, DSPE-PEG-2000, and cholesterol (mass ratio of 3:1:1:1) with a total lipid amount of 50 mg, PF and GEM 5 mg each, were dissolved in a chloroform and methanol mixture [3:1 (v/v)]. Then, the solvent was evaporated using a rotary evaporator at 60°C, 100 rpm, and 100 mbar to form a lipid film. The lipid film was hydrated with either PBS alone or PBS containing membrane proteins (protein to lipid mass ratio of 1:300) to assemble liposomes or mPLV, respectively. Membrane proteins were extracted from the immortalized mouse cell line J774A.1 using the INVENT Membrane Protein Extraction Kit SM-005, and protein quantification was performed using the bicinchoninic acid (BCA) assay. The lipid suspensions were extruded through cellulose acetate membranes with pore sizes of 450 and 200 nm, followed by dialysis overnight through a 1000-kDa dialysis membrane to remove free drugs and proteins.

### Characterizations

TEM (FEI, Tecnai G2 F30) was used to observe the morphology and structures of nanovesicles. DLS (Zetasizer Nano ZS90) was used to measure the particle size and zeta potential of the nanovesicles. The stability of the nanovesicles was assessed by measuring the mean particle size in PBS (pH 7.4) at different time points. The membrane proteins loaded onto the nanovesicles were detected using an SDS-PAGE assay. To measure the encapsulation efficiency (EE%) and drug loading capacity (DLC%), the liposome suspension was dissolved in methanol and subjected to ultrasonic disruption. The concentration of GEM was measured using UV-vis spectrophotometry (Shimadzu, UV-3101PC spectroscope) at 269 nm. The concentration of PF was measured at 245 nm using HPLC (Waters, E2695) at the following testing conditions: Shimadzu Shimpack GIST C18 column (4.6 mm by 250 mm, 5 μm), 0.1% phosphoric acid in water (Mobile Phase A) and 100% acetonitrile (Mobile Phase B), and gradient elution program. Calculation formulas

EE% = (amount of drug encapsulated/total amount of drug added) × 100%

DLC% = [amount of drug encapsulated/(total amount of lipid + drug)] × 100%

For the in vitro drug release studies, freshly synthesized PF/GEM@mPLV was dissolved in 1 ml of PBS solution and placed into a dialysis bag (molecular weight cutoff: 3500 kDa). The dialysis bag was then immersed in 30 ml of PBS solution containing 0.2% Tween 20 and incubated in a 37°C shaker. At the indicated time points (0.5, 3, 12, 24, 48, and 72 hours), the drug concentration in the dialysis bag was measured.

### Cellular uptake assay

1 × 10^5^ to 2 × 10^5^ macrophages (J774A.1) or KPC cells were seeded into six-well plates and cultured at 37°C with 5% CO_2_ for 24 hours. Subsequently, the cells were incubated with DiI-labeled liposome/mPLV at 37°C with 5% CO_2_ for 2, 4, and 8 hours, respectively. The cells were then fixed with 4% paraformaldehyde. The nuclei were stained with DAPI, and the cells were observed under a confocal laser scanning microscope (CLSM).

### In vitro cytotoxicity assay

The effect of the drug on KPC cells was assessed using the CCK-8 assay. Cells were seeded into 96-well plates (1 × 10^4^ cells per well) and cultured overnight. The following day, the cells were treated with different concentrations of GEM, diluted in cell culture medium to a series of concentrations (3.12, 6.25, 12.5, 25, 50, 100, and 200 ng/ml), with three replicates for each concentration. After 24 hours of drug treatment, cell viability was measured by the standard protocol of the CCK-8 assay.

### Cytokine detection and CM preparation

The concentration of cytokine CCL2 in different cell lines (J774A.1, KPC, 4T1, CT26, PANC-1, and KP-4) was detected using standard mouse or human ELISA Kit protocol. The KPC CM was collected from cell supernatants after 48 hours of culture, centrifuged to remove cell debris, sterilized using a 0.22-μm filter, and stored at −20°C.

### Calcium influx assay

5 × 10^4^ J774A.1 macrophages were seeded on 3.5-cm confocal dishes and incubated overnight. After loading with Fluo-4 AM at 37°C for 30 min, the cells were treated with different formulations for 1 hour, with or without CM for an additional 30 min. Intracellular calcium levels were then visualized at ×40 magnification using CLSM and quantified by ImageJ software.

### Macrophage transwell migration assay

Two hundred microliters of serum-free medium containing 1 × 10^5^ macrophages was seeded into the upper chamber of a transwell insert pores (8 μm; Corning, 3422) in a 24-well plate. The lower chamber was filled with 600 μl of CM (previously incubated for 48 hours) as the chemoattractant. After a 12-hour incubation, cells in the upper chamber were carefully removed. The cells that migrated through the membrane were fixed with 4% paraformaldehyde and stained with 1% crystal violet. Following washing with distilled water, stained cells were counted in five randomly selected fields of view under a microscope at ×20 magnification. The number of migrated cells was quantified by ImageJ software.

### In vivo and ex vivo fluorescence imaging

Mice after treatment with iIRE were administered with 100 μl of Cy5.5-labeled PF/GEM@Liposome or PF/GEM@mPLV via the tail vein. The distribution of the fluorescently labeled materials was monitored after anesthetizing the mice with isoflurane at 0, 2, 4, 8, 24, and 48 hours postinjection using the IVIS system (Guangzhou Biolight Biotechnology Co., Ltd.). At the 48-hour time point, the mice were euthanized, and major organs including the heart, liver, spleen, lungs, and kidneys were harvested to assess the biodistribution of the materials. The average fluorescence intensity and tissue uptake were quantified for each group. For microscopic analysis of the intratumoral distribution, PF/GEM@Liposome or PF/GEM@mPLV was injected into post-iIRE mice. The tumors were harvested at 24 hours, rapidly frozen in liquid nitrogen, embedded in optimal cutting temperature compound, and sectioned for fluorescence imaging.

### Antitumor effect in subcutaneous and orthotopic tumors

The construction of subcutaneous and orthotopic recurrent tumor models was performed as described above. For the subcutaneous model, mice were randomly divided into five groups for different treatments and were intravenously injected with PBS solution (100 μl), free PF + GEM (100 μl; PF = 10 mg/kg and GEM = 5 mg/kg), PF@mPLV (100 μl; PF = 10 mg/kg), GEM@mPLV (100 μl; GEM = 5 mg/kg), or PF/GEM@mPLV (100 μl; PF = 10 mg/kg and GEM = 5 mg/kg), respectively. Treatments were performed on days 12, 14, 16, 18, and 20 for a total of five sessions. When one of the tumor volumes reached 1500 mm^3^ (treatment endpoint), mice were euthanized, and blood, tumors, and major organs were harvested for further analysis. Tumor weight was recorded at endpoint. To evaluate the biosafety of the treatments, serum biochemical parameters were measured including liver function indicators (ALT and AST), kidney function indicators (BUN and creatinine), and CK. Histopathological analysis of major organs (heart, liver, spleen, lungs, and kidneys) was performed to detect tissue-level toxicity or abnormalities using H&E staining. ELISA, flow cytometry, and mIF were performed to evaluate intratumoral cytokines and immune cells.

For the orthotopic model, mice were randomly divided into a control (PBS) and a treated group (PF/GEM@mPLV). Treatments were performed on days 12, 14, 16, 18, and 20. At the indicated time points, the growth of orthotopic PDAC tumors was monitored using bioluminescence imaging with the IVIS system. H&E staining and a serum biochemical test were performed in the orthotopic model, too. The survival endpoint for tumor-bearing mice was determined on the basis of the onset of moribund status, inability to move, or when the tumor volume reached 1500 mm^3^. The survival rate of the mice was recorded and plotted as Kaplan-Meier survival curves. Liver metastases were examined by H&E staining. Flow cytometry and mIF were performed to evaluate intratumoral immune cells.

### Statistical analysis

All quantitative data are expressed as mean ± SD. Statistical significance between groups was determined using Student’s *t* test for two-group comparison or one-way analysis of variance (ANOVA) and two-way ANOVA for multiple-group comparison by GraphPad Prism software (version 9.0.0), as stated in the figure legends. Survival data were analyzed by log-rank test using GraphPad Prism. *P* < 0.05 was considered significant.

## References

[1] F. Bray, M. Laversanne, H. Y. A. Sung, J. Ferlay, R. L. Siegel, I. Soerjomataram, A. Jemal, Global cancer statistics 2022: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J. Clin. 74, 229–263 (2024).38572751 10.3322/caac.21834

[2] M. A. Tempero, M. P. Malafa, M. Al-Hawary, S. W. Behrman, A. B. Benson, D. B. Cardin, E. G. Chiorean, V. Chung, B. Czito, M. Del Chiaro, M. Dillhoff, T. R. Donahue, E. Dotan, C. R. Ferrone, C. Fountzilas, J. Hardacre, W. G. Hawkins, K. Klute, A. H. Ko, J. W. Kunstman, N. LoConte, A. M. Lowy, C. Moravek, E. K. Nakakura, A. K. Narang, J. Obando, P. M. Polanco, S. Reddy, M. Reyngold, C. Scaife, J. Shen, C. Vollmer, R. A. Wolff, B. M. Wolpin, B. Lynn, G. V. George, Pancreatic adenocarcinoma, version 2.2021, NCCN Clinical Practice Guidelines in Oncology. J. Natl. Compr. Canc. Netw. 19, 439–457 (2021).33845462 10.6004/jnccn.2021.0017

[3] E. M. Stoffel, R. E. Brand, M. Goggins, Pancreatic cancer: Changing epidemiology and new approaches to risk assessment, early detection, and prevention. Gastroenterology 164, 752–765 (2023).36804602 10.1053/j.gastro.2023.02.012PMC10243302

[4] A. J. Grossberg, L. C. Chu, C. R. Deig, E. K. Fishman, W. L. Hwang, A. Maitra, D. L. Marks, A. Mehta, N. Nabavizadeh, D. M. Simeone, C. D. Weekes, C. R. Thomas Jr., Multidisciplinary standards of care and recent progress in pancreatic ductal adenocarcinoma. CA Cancer J. Clin. 70, 375–403 (2020).32683683 10.3322/caac.21626PMC7722002

[5] M. Suker, B. R. Beumer, E. Sadot, L. Marthey, J. E. Faris, E. A. Mellon, B. F. El-Rayes, A. Wang-Gillam, J. Lacy, P. J. Hosein, S. Y. Moorcraft, T. Conroy, F. Hohla, P. Allen, J. Taieb, T. S. Hong, R. Shridhar, I. Chau, C. H. van Eijck, B. G. Koerkamp, FOLFIRINOX for locally advanced pancreatic cancer: A systematic review and patient-level meta-analysis. Lancet Oncol. 17, 801–810 (2016).27160474 10.1016/S1470-2045(16)00172-8PMC5527756

[6] E. P. Balaban, P. B. Mangu, A. A. Khorana, M. A. Shah, S. Mukherjee, C. H. Crane, M. M. Javle, J. R. Eads, P. Allen, A. H. Ko, A. Engebretson, J. M. Herman, J. H. Strickler, A. B. Benson, S. Urba, N. S. Yee, Locally advanced, unresectable pancreatic cancer: American Society of Clinical Oncology Clinical Practice Guideline. J. Clin. Oncol. 34, 2654–2668 (2016).27247216 10.1200/JCO.2016.67.5561

[7] D. P. S. Sohal, E. B. Kennedy, P. Cinar, T. Conroy, M. S. Copur, C. H. Crane, I. Garrido-Laguna, M. W. Lau, T. Johnson, S. Krishnamurthi, C. Moravek, E. M. O’Reilly, P. A. Philip, S. Pant, M. A. Shah, V. Sahai, H. E. Uronis, N. Zaidi, D. Laheru, Metastatic pancreatic cancer: ASCO guideline update. J. Clin. Oncol. 38, 3217–3230 (2020).32755482 10.1200/JCO.20.01364PMC12974607

[8] R. V. Davalos, I. L. Mir, B. Rubinsky, Tissue ablation with irreversible electroporation. Ann. Biomed. Eng. 33, 223–231 (2005).15771276 10.1007/s10439-005-8981-8

[9] B. E. Bulvik, N. Rozenblum, S. Gourevich, M. Ahmed, A. V. Andriyanov, E. Galun, S. N. Goldberg, Irreversible electroporation versus radiofrequency ablation: A comparison of local and systemic effects in a small-animal model. Radiology 280, 413–424 (2016).27429143 10.1148/radiol.2015151166

[10] R. C. Martin II, D. Kwon, S. Chalikonda, M. Sellers, E. Kotz, C. Scoggins, K. M. McMasters, K. Watkins, Treatment of 200 locally advanced (stage III) pancreatic adenocarcinoma patients with irreversible electroporation: Safety and efficacy. Ann. Surg. 262, 486–494 (2015).26258317 10.1097/SLA.0000000000001441

[11] M. D. Kluger, I. Epelboym, B. A. Schrope, K. Mahendraraj, E. M. Hecht, J. Susman, J. L. Weintraub, J. A. Chabot, Single-institution experience with irreversible electroporation for T4 pancreatic cancer: First 50 patients. Ann. Surg. Oncol. 23, 1736–1743 (2016).26714959 10.1245/s10434-015-5034-x

[12] A. H. Ruarus, L. G. P. H. Vroomen, B. Geboers, E. van Veldhuisen, R. S. Puijk, S. Nieuwenhuizen, M. G. Besselink, B. M. Zonderhuis, G. Kazemier, T. D. de Gruijl, K. P. van Lienden, J. J. J. de Vries, H. J. Scheffer, M. R. Meijerink, Percutaneous irreversible electroporation in locally advanced and recurrent pancreatic cancer (PANFIRE-2): A multicenter, prospective, single-arm, phase II study. Radiology 294, 212–220 (2020).31687922 10.1148/radiol.2019191109

[13] M. M. Holland, N. Bhutiani, E. J. Kruse, M. J. Weiss, J. D. Christein, R. R. White, K. W. Huang, R. C. G. Martin II, A prospective, multi-institution assessment of irreversible electroporation for treatment of locally advanced pancreatic adenocarcinoma: Initial outcomes from the AHPBA pancreatic registry. HPB 21, 1024–1031 (2019).30737097 10.1016/j.hpb.2018.12.004

[14] R. C. Martin II, K. McFarland, S. Ellis, V. Velanovich, Irreversible electroporation in locally advanced pancreatic cancer: Potential improved overall survival. Ann. Surg. Oncol. 20, 443–449 (2013).10.1245/s10434-012-2736-123128941

[15] J. Zhao, X. Wen, L. Tian, T. Li, C. Xu, X. Wen, M. P. Melancon, S. Gupta, B. Shen, W. Peng, C. Li, Irreversible electroporation reverses resistance to immune checkpoint blockade in pancreatic cancer. Nat. Commun. 10, 899 (2019).30796212 10.1038/s41467-019-08782-1PMC6385305

[16] H. Peng, J. Shen, X. Long, X. Zhou, J. Zhang, X. Xu, T. Huang, H. Xu, S. Sun, C. Li, P. Lei, H. Wu, J. Zhao, Local release of TGF-β inhibitor modulates tumor-associated neutrophils and enhances pancreatic cancer response to combined irreversible electroporation and immunotherapy. Adv. Sci. 9, 2105240 (2022).10.1002/advs.202105240PMC898144635128843

[17] X. Long, A. Dai, T. Huang, W. Niu, L. Liu, H. Xu, T. Yin, T. Jiang, S. Sun, P. Lei, C. Li, X. Zhu, J. Zhao, Simultaneous delivery of dual inhibitors of DNA damage repair sensitizes pancreatic cancer response to irreversible electroporation. ACS Nano 17, 12915–12932 (2023).37352467 10.1021/acsnano.3c05009

[18] S. Li, C. Zhu, X. Zhou, L. Chen, X. Bo, Y. Shen, X. Guan, X. Han, D. Shan, L. Sun, Y. Chen, H. Xu, W. Yue, Engineering ROS-responsive bioscaffolds for disrupting myeloid cell-driven immunosuppressive niche to enhance PD-L1 blockade-based postablative immunotherapy. Adv. Sci. 9, e2104619 (2022).10.1002/advs.202104619PMC900879735156339

[19] Y. Shen, L. Chen, X. Guan, X. Han, X. Bo, S. Li, L. Sun, Y. Chen, W. Yue, H. Xu, Tailoring chemoimmunostimulant bioscaffolds for inhibiting tumor growth and metastasis after incomplete microwave ablation. ACS Nano 15, 20414–20429 (2021).34881574 10.1021/acsnano.1c08826

[20] X. Guan, L. Sun, Y. Shen, F. Jin, X. Bo, C. Zhu, X. Han, X. Li, Y. Chen, H. Xu, W. Yue, Nanoparticle-enhanced radiotherapy synergizes with PD-L1 blockade to limit post-surgical cancer recurrence and metastasis. Nat. Commun. 13, 2834 (2022).35595770 10.1038/s41467-022-30543-wPMC9123179

[21] N. Caronni, F. La Terza, F. M. Vittoria, G. Barbiera, L. Mezzanzanica, V. Cuzzola, S. Barresi, M. Pellegatta, P. Canevazzi, G. Dunsmore, C. Leonardi, E. Montaldo, E. Lusito, E. Dugnani, A. Citro, M. S. F. Ng, M. Schiavo Lena, D. Drago, A. Andolfo, S. Brugiapaglia, A. Scagliotti, A. Mortellaro, V. Corbo, Z. Liu, A. Mondino, P. Dellabona, L. Piemonti, C. Taveggia, C. Doglioni, P. Cappello, F. Novelli, M. Iannacone, L. G. Ng, F. Ginhoux, S. Crippa, M. Falconi, C. Bonini, L. Naldini, M. Genua, R. Ostuni, IL-1β^+^ macrophages fuel pathogenic inflammation in pancreatic cancer. Nature 623, 415–422 (2023).37914939 10.1038/s41586-023-06685-2

[22] Y. Zhu, J. M. Herndon, D. K. Sojka, K. W. Kim, B. L. Knolhoff, C. Zuo, D. R. Cullinan, J. Luo, A. R. Bearden, K. J. Lavine, W. M. Yokoyama, W. G. Hawkins, R. C. Fields, G. J. Randolph, D. G. DeNardo, Tissue-resident macrophages in pancreatic ductal adenocarcinoma originate from embryonic hematopoiesis and promote tumor progression. Immunity 47, 597 (2017).28930665 10.1016/j.immuni.2017.08.018PMC5664180

[23] E. F. Davis-Marcisak, A. Deshpande, G. L. Stein-O’Brien, W. J. Ho, D. Laheru, E. M. Jaffee, E. J. Fertig, L. T. Kagohara, From bench to bedside: Single-cell analysis for cancer immunotherapy. Cancer Cell 39, 1062–1080 (2021).34329587 10.1016/j.ccell.2021.07.004PMC8406623

[24] Y. Binenbaum, E. Fridman, Z. Yaari, N. Milman, A. Schroeder, G. Ben David, T. Shlomi, Z. Gil, Transfer of miRNA in macrophage-derived exosomes induces drug resistance in pancreatic adenocarcinoma. Cancer Res. 78, 5287–5299 (2018).30042153 10.1158/0008-5472.CAN-18-0124

[25] J. B. Mitchem, D. J. Brennan, B. L. Knolhoff, B. A. Belt, Y. Zhu, D. E. Sanford, L. Belaygorod, D. Carpenter, L. Collins, D. Piwnica-Worms, S. Hewitt, G. M. Udupi, W. M. Gallagher, C. Wegner, B. L. West, A. Wang-Gillam, P. Goedegebuure, D. C. Linehan, D. G. DeNardo, Targeting tumor-infiltrating macrophages decreases tumor-initiating cells, relieves immunosuppression, and improves chemotherapeutic responses. Cancer Res. 73, 1128–1141 (2013).23221383 10.1158/0008-5472.CAN-12-2731PMC3563931

[26] C. J. Halbrook, C. Pontious, I. Kovalenko, L. Lapienyte, S. Dreyer, H. J. Lee, G. Thurston, Y. Zhang, J. Lazarus, P. Sajjakulnukit, H. S. Hong, D. M. Kremer, B. S. Nelson, S. Kemp, L. Zhang, D. Chang, A. Biankin, J. Shi, T. L. Frankel, H. C. Crawford, J. P. Morton, M. Pasca di Magliano, C. A. Lyssiotis, Macrophage-released pyrimidines inhibit gemcitabine therapy in pancreatic cancer. Cell Metab. 29, 1390–1399.e6 (2019).30827862 10.1016/j.cmet.2019.02.001PMC6602533

[27] B. Ren, M. Cui, G. Yang, H. Wang, M. Feng, L. You, Y. Zhao, Tumor microenvironment participates in metastasis of pancreatic cancer. Mol. Cancer 17, 108 (2018).30060755 10.1186/s12943-018-0858-1PMC6065152

[28] J. P. Neoptolemos, J. Kleeff, P. Michl, E. Costello, W. Greenhalf, D. H. Palmer, Therapeutic developments in pancreatic cancer: Current and future perspectives. Nat. Rev. Gastro. Hepat. 15, 332–347 (2018).10.1038/s41575-018-0005-x29717230

[29] T. R. Cox, The matrix in cancer. Nat. Rev. Cancer 21, 217–238 (2021).33589810 10.1038/s41568-020-00329-7

[30] R. M. Brock, N. Beitel-White, R. V. Davalos, I. C. Allen, Starting a fire without flame: The induction of cell death and inflammation in electroporation-based tumor ablation strategies. Front. Oncol. 10, 1235 (2020).32850371 10.3389/fonc.2020.01235PMC7399335

[31] C. He, X. Huang, Y. Zhang, X. Lin, S. Li, T-cell activation and immune memory enhancement induced by irreversible electroporation in pancreatic cancer. Clin. Transl. Med. 10, e39 (2020).32508058 10.1002/ctm2.39PMC7403705

[32] R. Molinaro, C. Corbo, J. O. Martinez, F. Taraballi, M. Evangelopoulos, S. Minardi, I. K. Yazdi, P. Zhao, E. De Rosa, M. B. Sherman, A. De Vita, N. E. Toledano Furman, X. Wang, A. Parodi, E. Tasciotti, Biomimetic proteolipid vesicles for targeting inflamed tissues. Nat. Mater. 15, 1037–1046 (2016).27213956 10.1038/nmat4644PMC5127392

[33] T. Huang, X. Wen, Y. Liang, X. Liu, J. Zhao, X. Long, Irreversible electroporation-induced inflammation facilitates neutrophil-mediated drug delivery to enhance pancreatic cancer therapy. Mol. Pharm. 21, 1998–2011 (2024).38412284 10.1021/acs.molpharmaceut.4c00006

[34] A. Mantovani, P. Allavena, F. Marchesi, C. Garlanda, Macrophages as tools and targets in cancer therapy. Nat. Rev. Drug Discov. 21, 799–820 (2022).35974096 10.1038/s41573-022-00520-5PMC9380983

[35] S. Jin, C. F. Guerrero-Juarez, L. Zhang, I. Chang, R. Ramos, C. H. Kuan, P. Myung, M. V. Plikus, Q. Nie, Inference and analysis of cell-cell communication using CellChat. Nat. Commun. 12, 1088 (2021).33597522 10.1038/s41467-021-21246-9PMC7889871

[36] S. Cheng, Z. Li, R. Gao, B. Xing, Y. Gao, Y. Yang, S. Qin, L. Zhang, H. Ouyang, P. Du, L. Jiang, B. Zhang, Y. Yang, X. Wang, X. Ren, J.-X. Bei, X. Hu, Z. Bu, J. Ji, Z. Zhang, A pan-cancer single-cell transcriptional atlas of tumor infiltrating myeloid cells. Cell 184, 792–809.e23 (2021).33545035 10.1016/j.cell.2021.01.010

[37] N. V. Serbina, E. G. Pamer, Monocyte emigration from bone marrow during bacterial infection requires signals mediated by chemokine receptor CCR2. Nat. Immunol. 7, 311–317 (2006).16462739 10.1038/ni1309

[38] B.-Z. Qian, J. Li, H. Zhang, T. Kitamura, J. Zhang, L. R. Campion, E. A. Kaiser, L. A. Snyder, J. W. Pollard, CCL2 recruits inflammatory monocytes to facilitate breast-tumour metastasis. Nature 475, 222–225 (2011).21654748 10.1038/nature10138PMC3208506

[39] H. Raghu, C. M. Lepus, Q. Wang, H. H. Wong, N. Lingampalli, F. Oliviero, L. Punzi, N. J. Giori, S. B. Goodman, C. R. Chu, J. B. Sokolove, W. H. Robinson, CCL2/CCR2, but not CCL5/CCR5, mediates monocyte recruitment, inflammation and cartilage destruction in osteoarthritis. Ann. Rheum. Dis. 76, 914–922 (2017).27965260 10.1136/annrheumdis-2016-210426PMC5834918

[40] C. Cui, C. Xu, W. Yang, Z. Chi, X. Sheng, L. Si, Y. Xie, J. Yu, S. Wang, R. Yu, J. Guo, Y. Kong, Ratio of the interferon-γ signature to the immunosuppression signature predicts anti-PD-1 therapy response in melanoma. npj Genom. Med. 6, 7 (2021).33542239 10.1038/s41525-021-00169-wPMC7862369

[41] S. P. Arlauckas, S. B. Garren, C. S. Garris, R. H. Kohler, J. Oh, M. J. Pittet, R. Weissleder, Arg1 expression defines immunosuppressive subsets of tumor-associated macrophages. Theranostics 8, 5842–5854 (2018).30613266 10.7150/thno.26888PMC6299430

[42] Y. Tie, F. Tang, Y. Q. Wei, X. W. Wei, Immunosuppressive cells in cancer: Mechanisms and potential therapeutic targets. J. Hematol. Oncol. 15, 61 (2022).35585567 10.1186/s13045-022-01282-8PMC9118588

[43] T. M. Nywening, A. Wang-Gillam, D. E. Sanford, B. A. Belt, R. Z. Panni, B. M. Cusworth, A. T. Toriola, R. K. Nieman, L. A. Worley, M. Yano, K. J. Fowler, A. C. Lockhart, R. Suresh, B. R. Tan, K.-H. Lim, R. C. Fields, S. M. Strasberg, W. G. Hawkins, D. G. DeNardo, S. P. Goedegebuure, D. C. Linehan, Targeting tumour-associated macrophages with CCR2 inhibition in combination with FOLFIRINOX in patients with borderline resectable and locally advanced pancreatic cancer: A single-centre, open-label, dose-finding, non-randomised, phase 1b trial. Lancet Oncol. 17, 651–662 (2016).27055731 10.1016/S1470-2045(16)00078-4PMC5407285

[44] M. Cannistrà, M. Ruggiero, A. Zullo, S. Serafini, R. Grande, B. Nardo, Metastases of pancreatic adenocarcinoma: A systematic review of literature and a new functional concept. Int. J. Surg. 21, S15–S21 (2015).26123383 10.1016/j.ijsu.2015.04.093

[45] M. Enamorado, S. Iborra, E. Priego, F. J. Cueto, J. A. Quintana, S. Martinez-Cano, E. Mejias-Perez, M. Esteban, I. Melero, A. Hidalgo, D. Sancho, Enhanced anti-tumour immunity requires the interplay between resident and circulating memory CD8^+^ T cells. Nat. Commun. 8, 16073 (2017).28714465 10.1038/ncomms16073PMC5520051

[46] Q. Liu, Z. Sun, L. Chen, Memory T cells: Strategies for optimizing tumor immunotherapy. Protein Cell 11, 549–564 (2020).32221812 10.1007/s13238-020-00707-9PMC7381543

[47] B. Rubinsky, G. Onik, P. Mikus, Irreversible electroporation: A new ablation modality — clinical implications. Technol. Cancer Res. Treat. 6, 37–48 (2007).17241099 10.1177/153303460700600106

[48] E. W. Lee, C. Chen, V. E. Prieto, S. M. Dry, C. T. Loh, S. T. Kee, Advanced hepatic ablation technique for creating complete cell death: Irreversible electroporation. Radiology 255, 426–433 (2010).20413755 10.1148/radiol.10090337

[49] N. Zhang, Z. Li, X. Han, Z. Zhu, Z. Li, Y. Zhao, Z. Liu, Y. Lv, Irreversible electroporation: An emerging immunomodulatory therapy on solid tumors. Front. Immunol. 12, 811726 (2022).35069599 10.3389/fimmu.2021.811726PMC8777104

# Supplementary material for: Targeting tumor-associated CCR2+ macrophages to inhibit pancreatic cancer recurrence following irreversible electroporation
**Source:** Sci Adv. 2025 Jul 23;11(30):eadw2937. doi: 10.1126/sciadv.adw2937
**Supplement:** Supplementary file 1 — Figs. S1 to S23

Supplementary Materials for  
**Targeting tumor-associated CCR2<sup>+</sup> macrophages to inhibit pancreatic cancer  
recurrence following irreversible electroporation**

Weichen Xu *et al.*

*Sci. Adv.* **11**, eadw2937 (2025)  
DOI: 10.1126/sciadv.adw2937

**This PDF file includes:**

Figs. S1 to S23

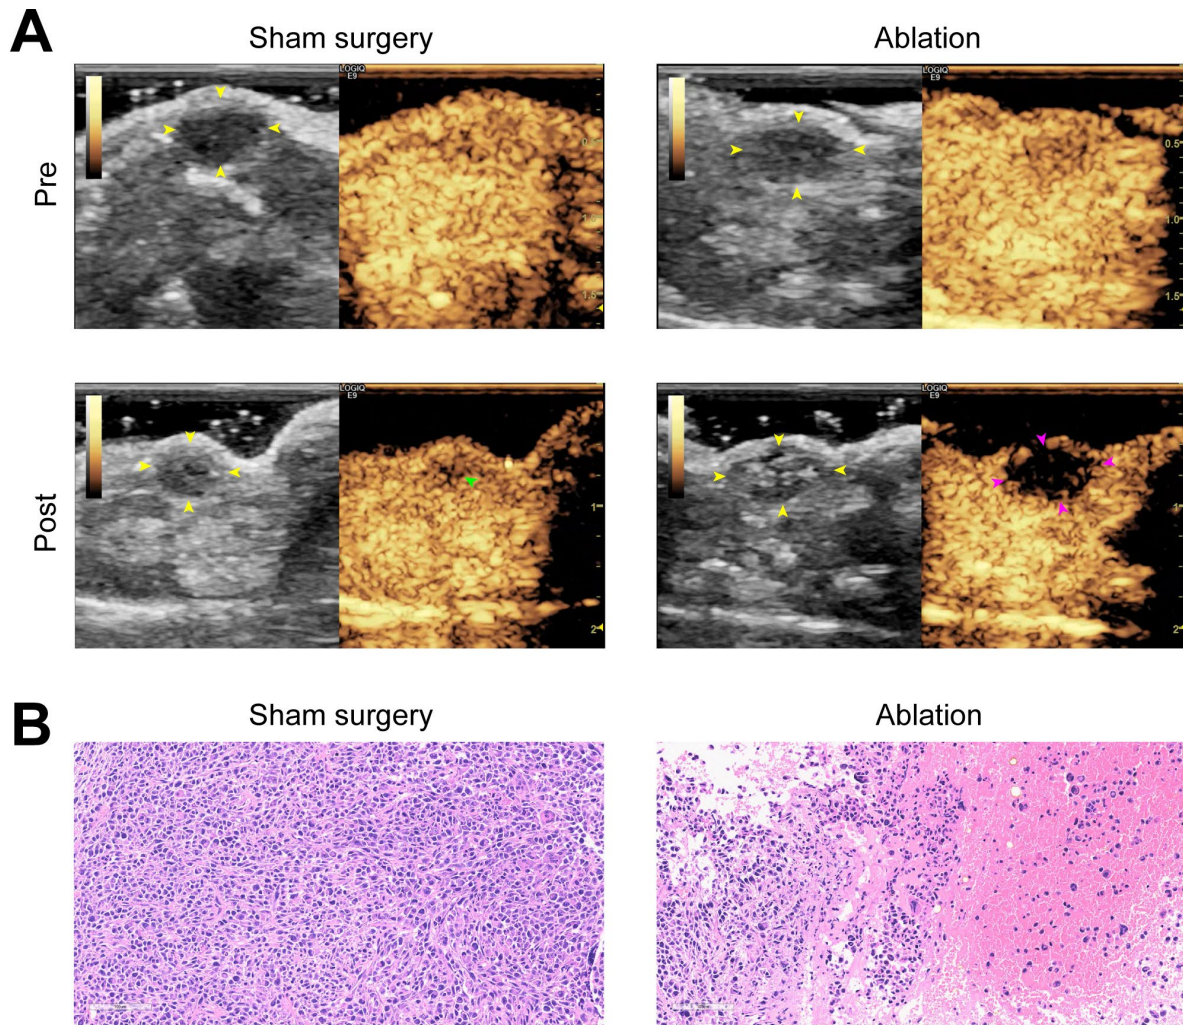

**Fig. S1.**

**Evaluation of ablation efficacy.** (A) Contrast-enhanced ultrasound (CEUS) images of subcutaneous KPC tumor pre- and post-ablation. Yellow arrows point to the tumor margins on grayscale ultrasound images, green arrows point to the puncture tract within the tumor in the sham group, and pink arrows point to the non-enhanced areas on the CEUS images. (B) Representative staining image of H&E (Scale bar = 100  $\mu$ m).

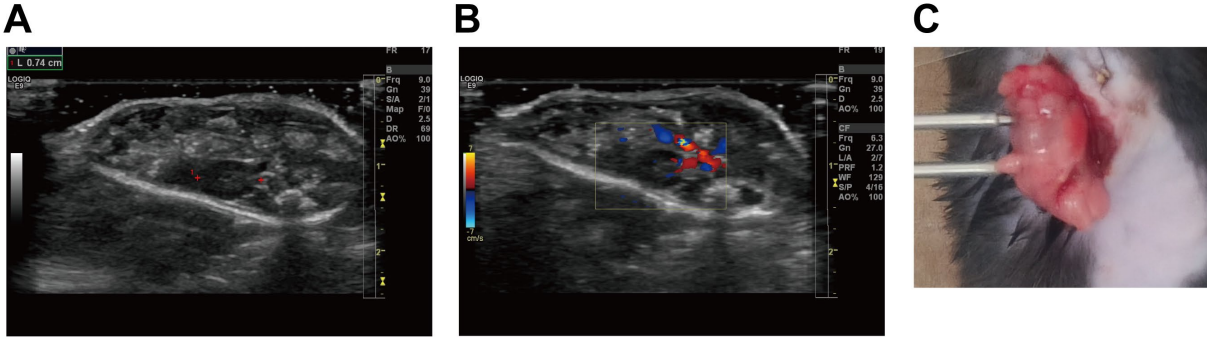

**Fig. S2.**

**The establishment of orthotopic KPC tumor ablation model.** (A) Representative grayscale ultrasound image showing a hypoechoic mass in mouse pancreas (d = 0.74 cm). (B) Representative Doppler ultrasound image of blood flow signals around the mass. (C) Representative image of IRE treatment for the orthotopic pancreatic tumor in mouse.

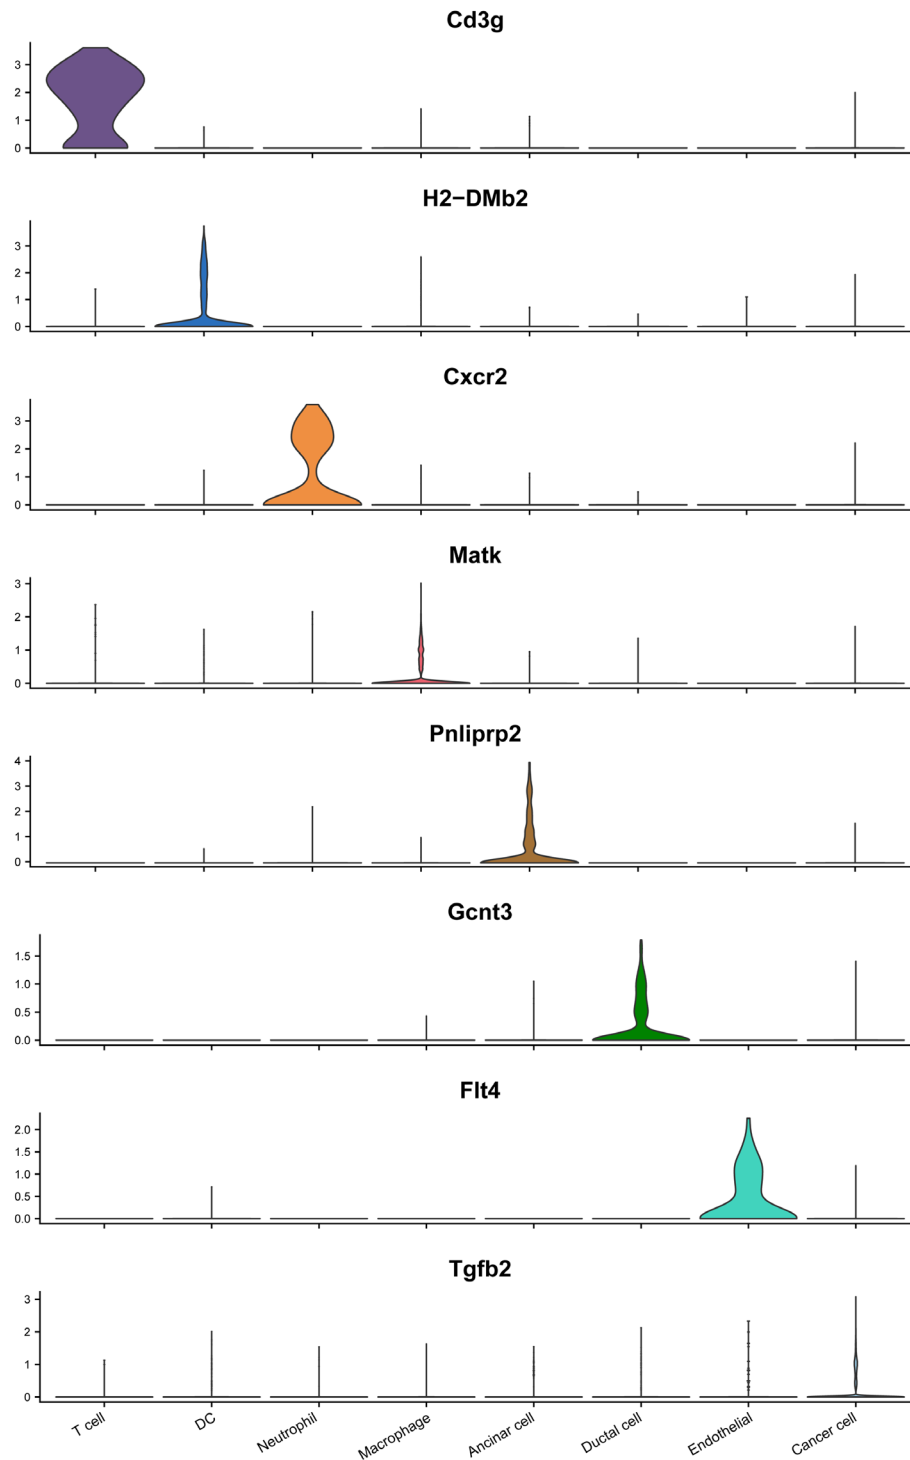

**Fig. S3.**

**Cell type identification in PDAC tumor by single-cell sequencing.** Violin plots showing the expression levels of representative markers for each cell type.

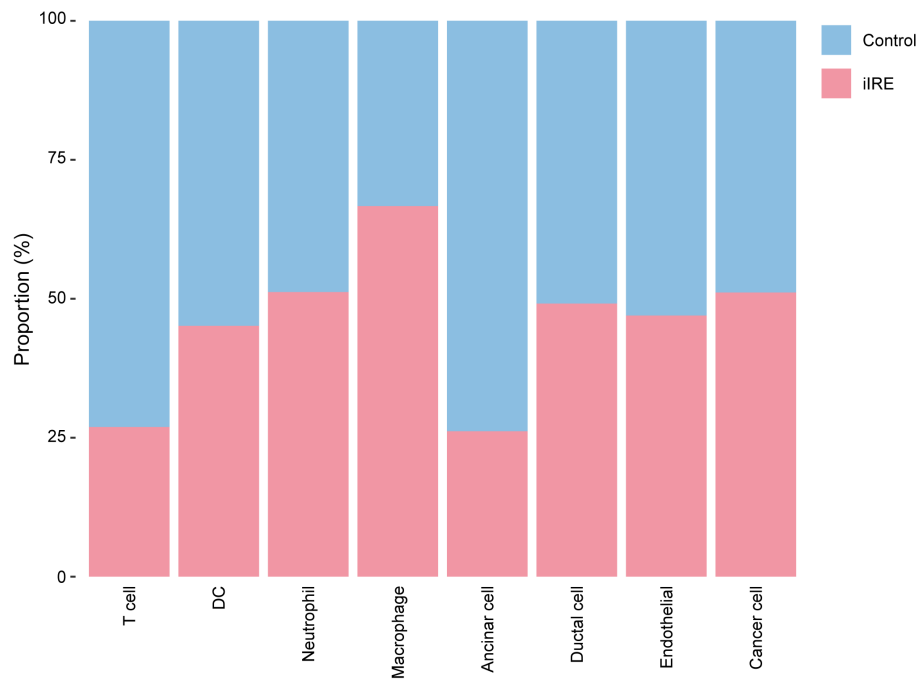

**Fig. S4.**  
**Cell type proportion of the control and iIRE group in single-cell RNA sequencing analysis.**

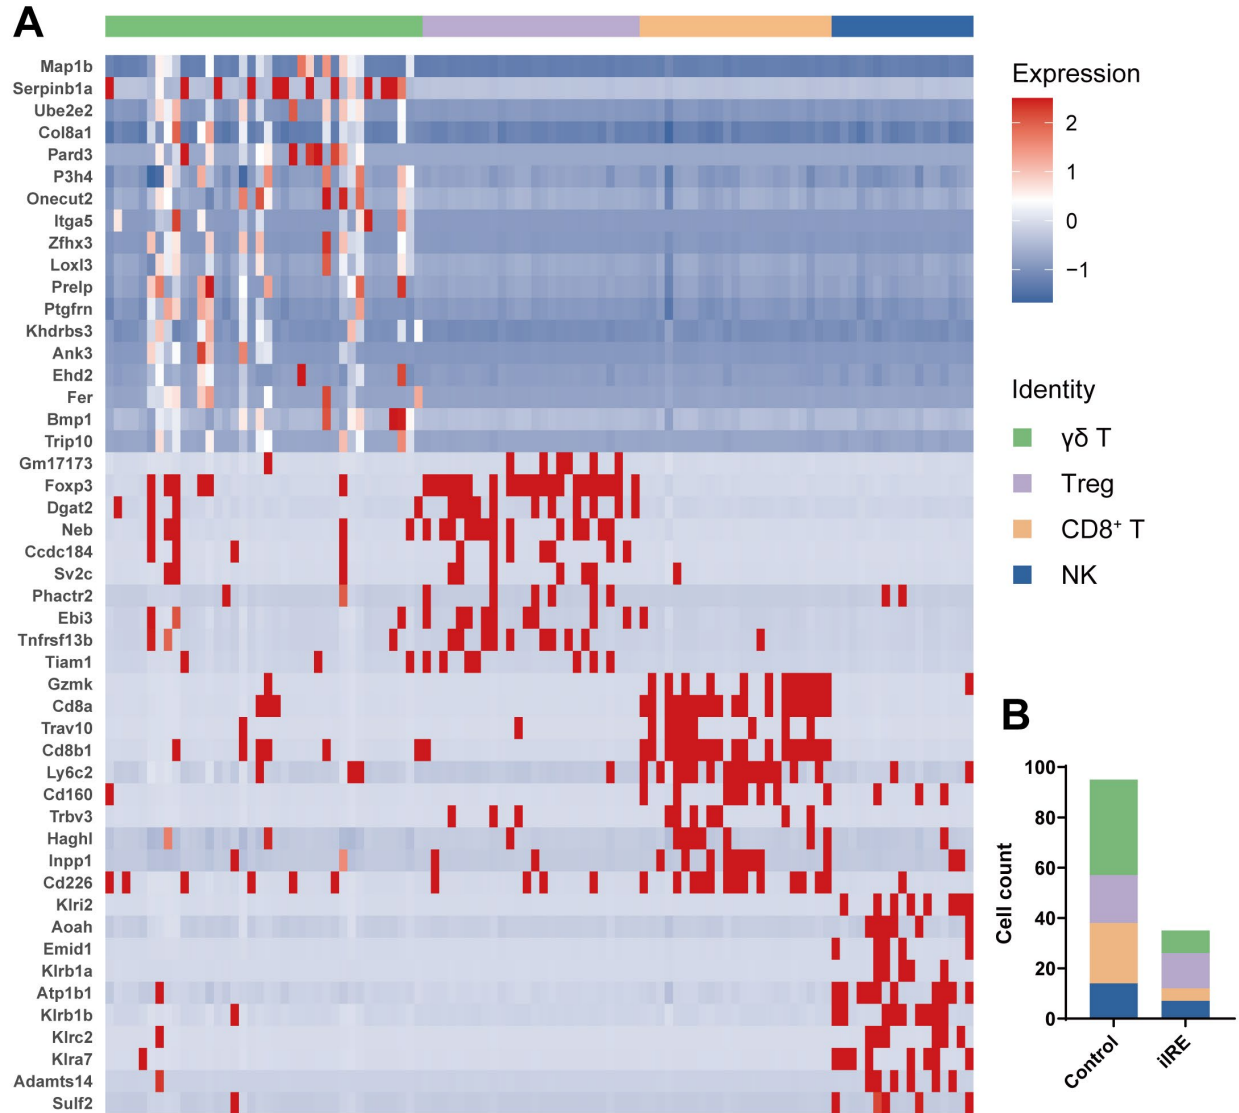

**Fig. S5.**

**Identification of T cell subtypes.** (A) Heatmap displaying the top 10 markers for T cell subtypes: Cluster 1:  $\gamma\delta$  T cell; Cluster 2: Treg cell; Cluster 3: CD8<sup>+</sup> T cell; Cluster 4: NK cell. (B) Numbers of T cells in the control and iIRE groups.

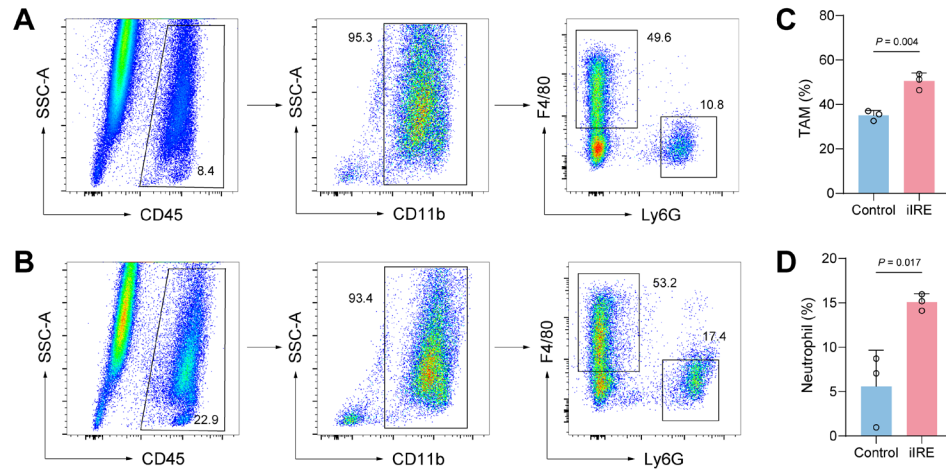

**Fig. S6.**

**Proportion of tumor-associated macrophages (TAMs) and neutrophils in the control and iIRE KPC tumors.** (A, B) Representative flow cytometry analysis of TAM (Ly6G<sup>-</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>CD45<sup>+</sup>) and neutrophil (Ly6G<sup>+</sup>F4/80<sup>-</sup>CD11b<sup>+</sup>CD45<sup>+</sup>) in the control tumors (A) and iIRE tumors (B). (C) Quantitative analysis of TAM (n = 3). (D) Quantitative analysis of neutrophil (n = 3). Data are expressed as mean  $\pm$  SD. Statistical differences were calculated using Student's *t* test.

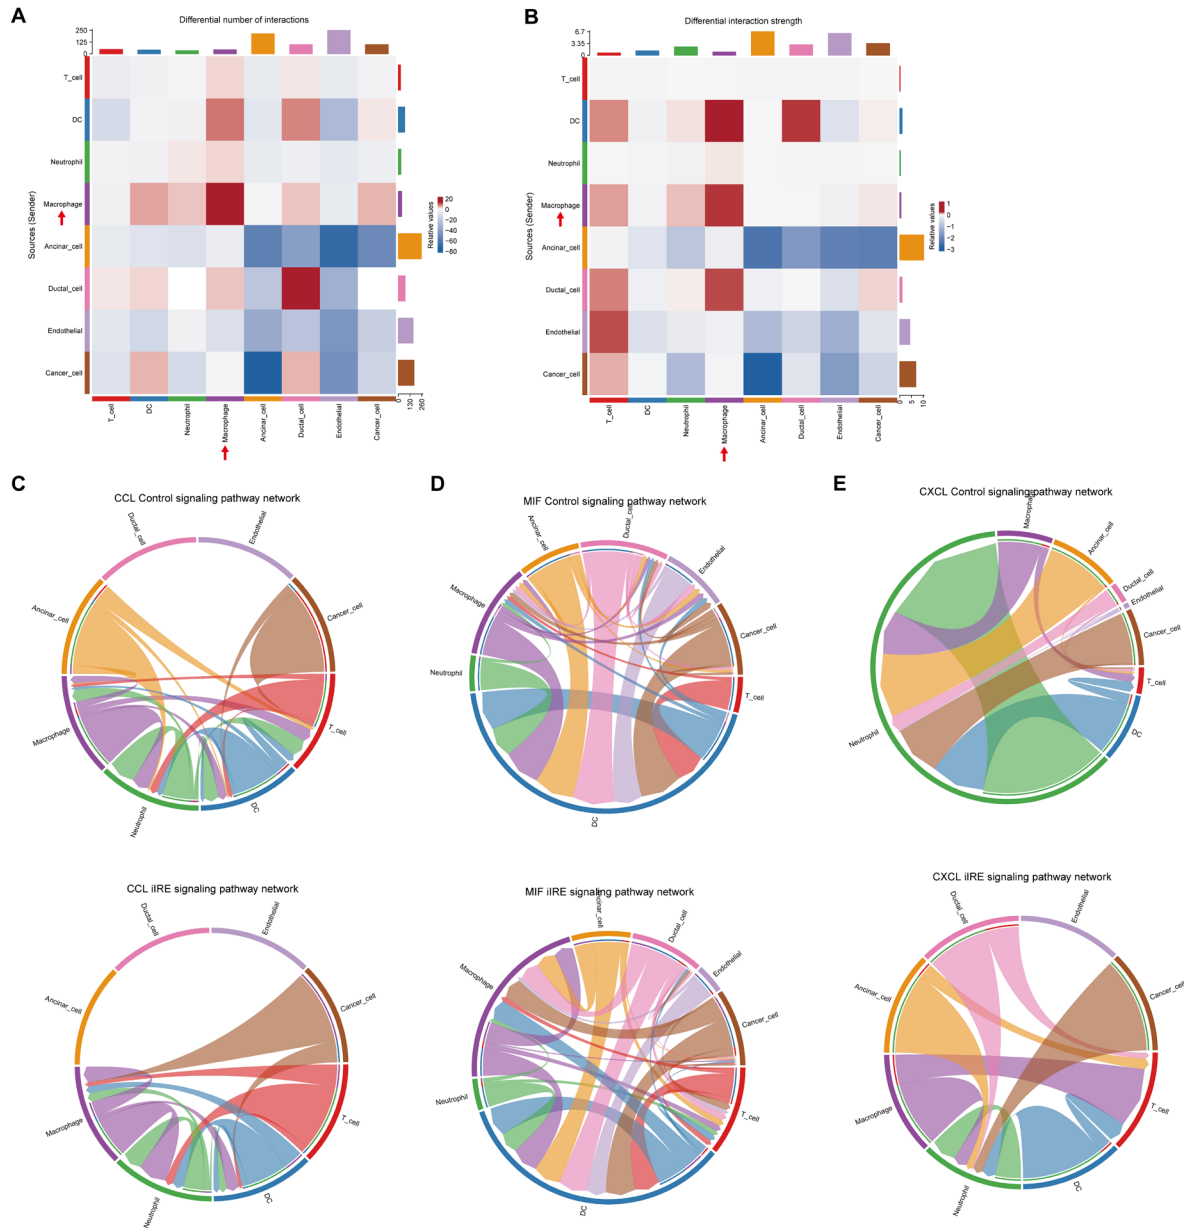

**Fig. S7.**

**CellChat analysis.** (A) Heatmap comparing the number of cell-cell interactions between the iIRE group and the Control group, with red and blue representing increased and decreased interaction numbers, respectively. The vertical axis indicates ligand cell types, while the horizontal axis indicates receptor cell types. (B) Heatmap comparing the strength of cell-cell interactions between the iIRE group and the Control group, with red and blue representing increased and decreased interaction strengths, respectively. (C–E) Chord diagram illustrating bidirectional cell communication via (C) CCL signaling pathways, (D) MIF signaling pathways and (E) CXCL signaling pathways. The outer ring represents ligand cell types, while the inner ring corresponds to the receptor cell types.

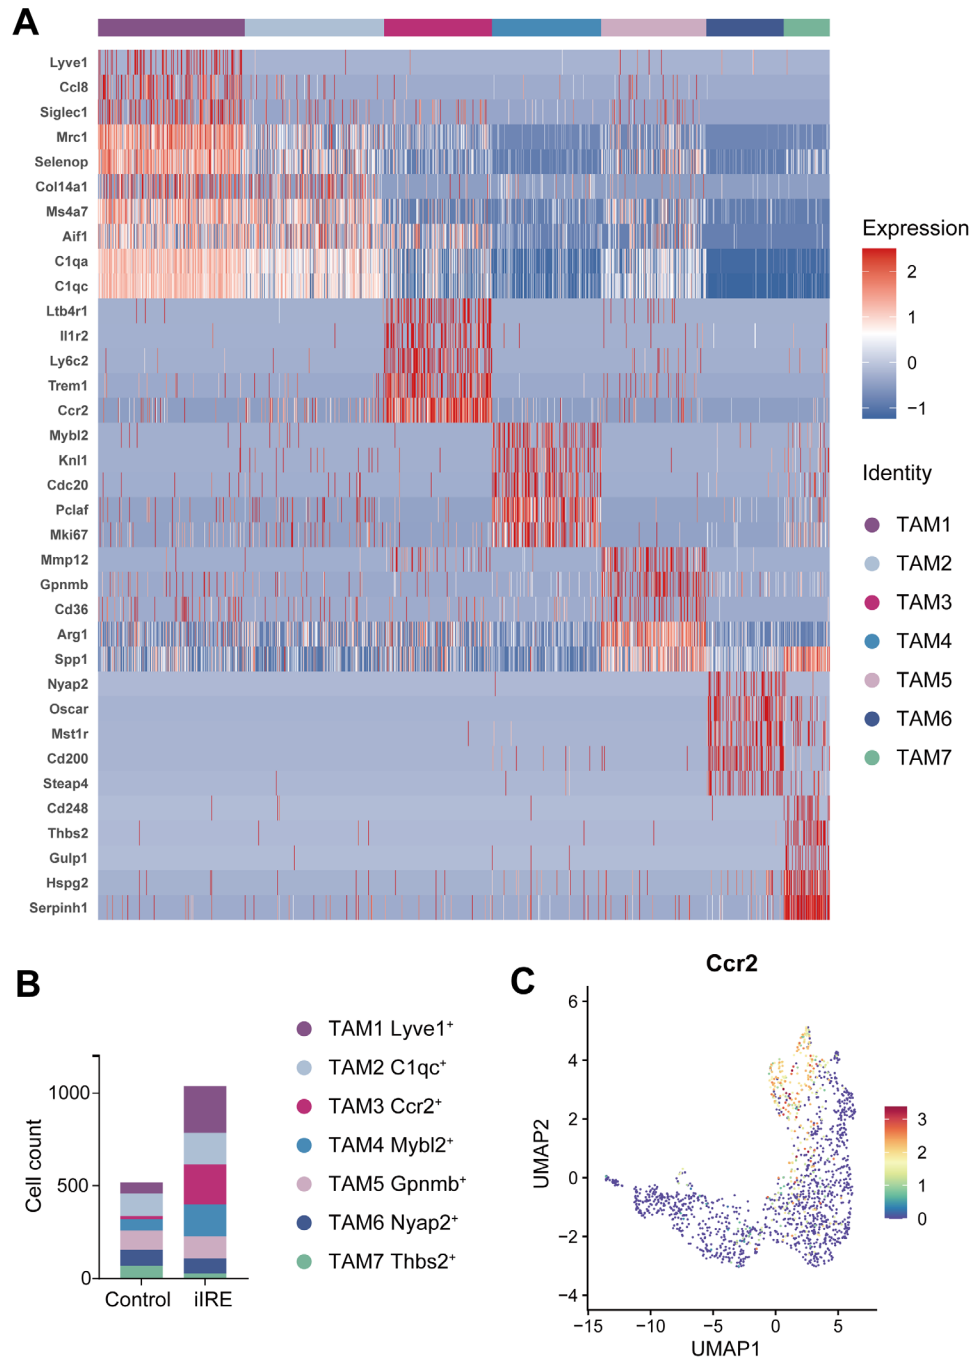

**Fig. S8.**

**Identification of macrophage subtypes.** (A) Heatmap displaying the top 5 markers for each macrophage subtype. (B) Cell count of the 7 TAM subclusters. (C) UMAP plot showing the expression levels of the CCR2 gene in macrophages. Abbreviation: UMAP, uniform manifold approximation and projection.

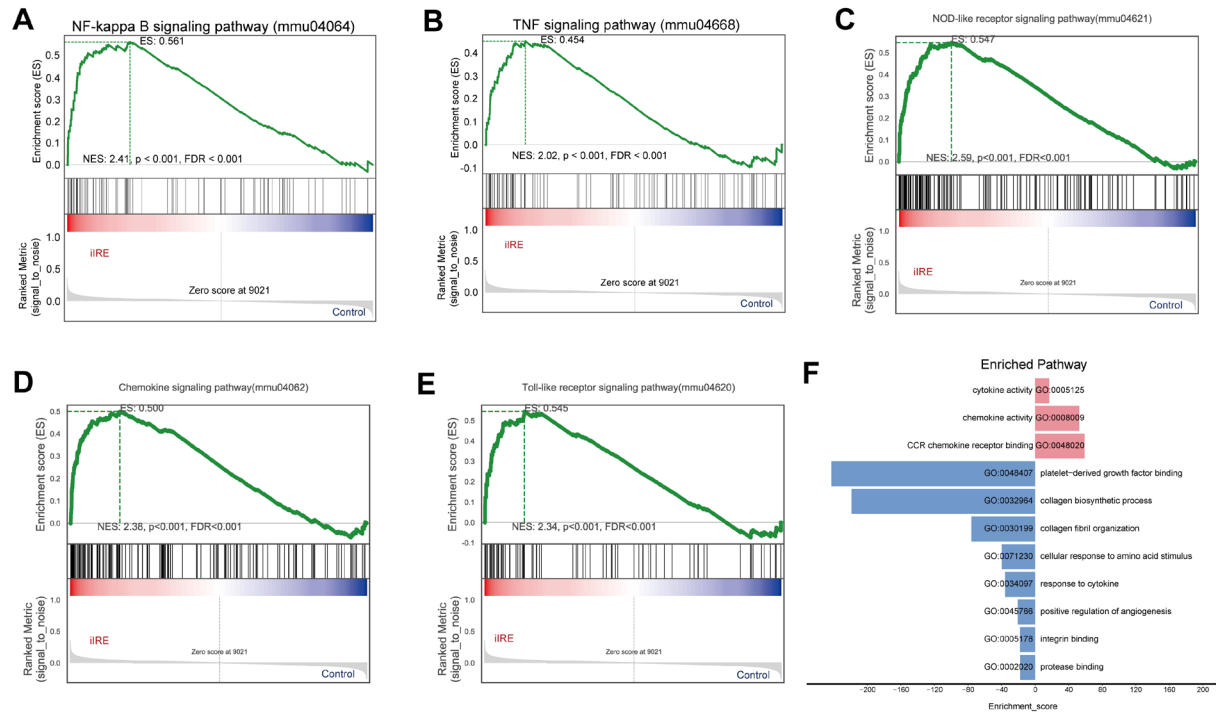

**Fig. S9.**

**Enrichment analysis of DEGs in macrophage.** (A–E) GSEA of KEGG pathway including NF-kappa B signaling pathway, TNF signaling pathway, NOD-like receptor signaling pathway, chemokine signaling pathway and Toll-like receptor signaling pathway. (F) Bar plot displaying enrichment score of GO biological process. Abbreviations: DEG, differential expressed gene; GSEA, gene set enrichment analysis; GO, gene ontology.

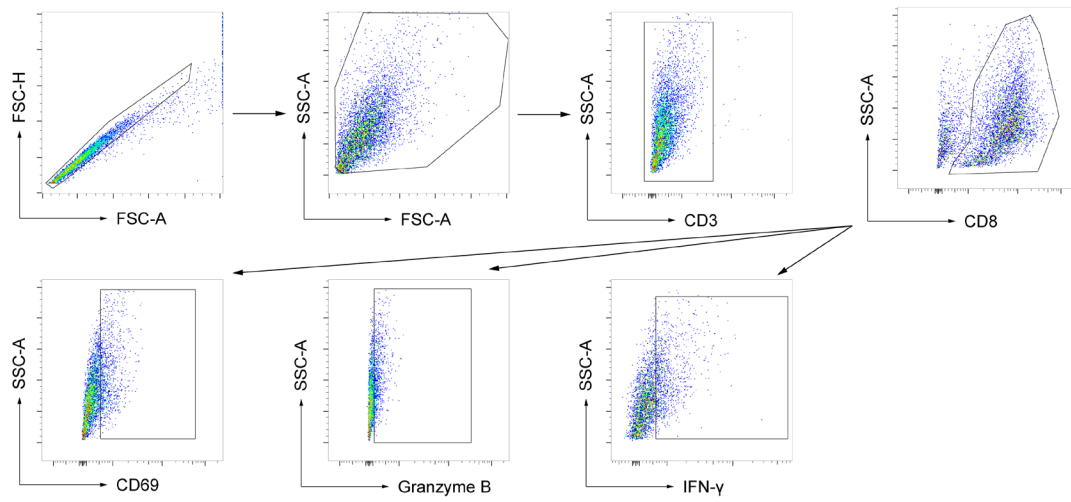

**Fig. S10.**

**Flow cytometry gating strategy of co-cultured cells.** Gating strategy for cytotoxic T cells:  $CD69^+$  ( $CD69^+CD8^+CD3^+$ ), Granzyme B $^+$  (Granzyme B $^+CD8^+CD3^+$ ), and IFN- $\gamma^+$  (IFN- $\gamma^+CD8^+CD3^+$ ) CD8 $^+$  T cells.

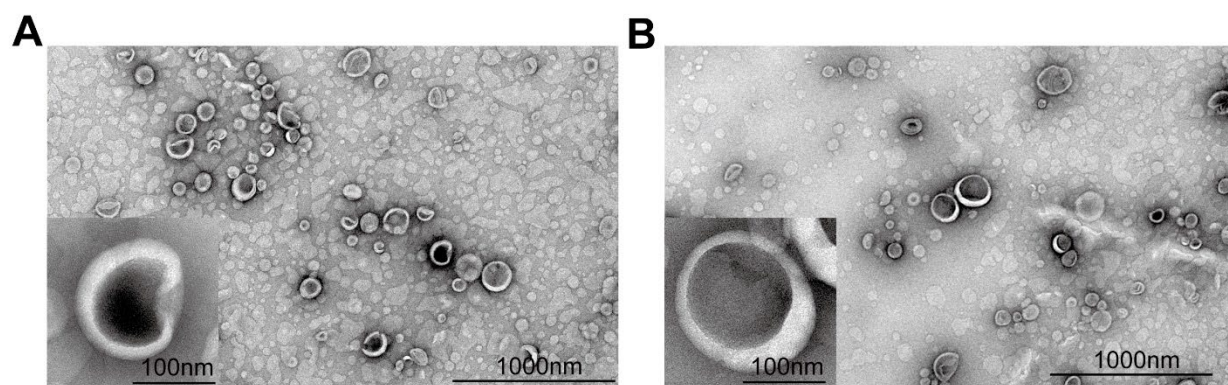

**Fig. S11.**

**TEM images. (A) PF/GEM@Liposomes. (B)PF/GEM@mPLVs.**

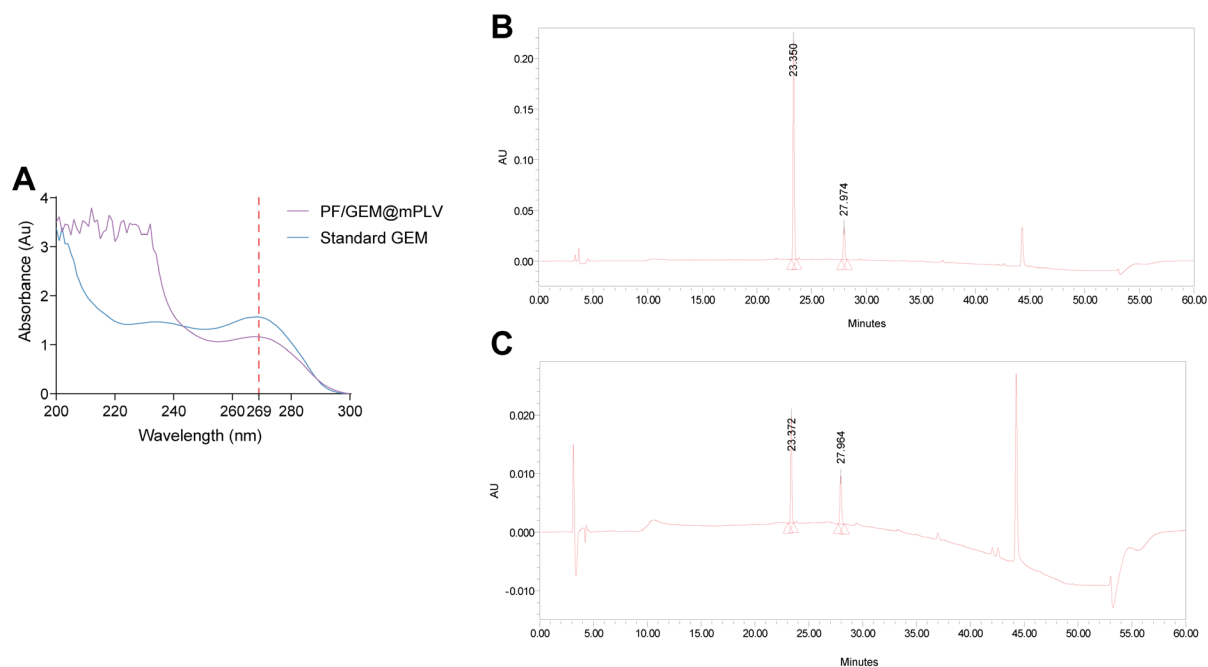

**Fig. S12.**

**UV-vis and HPLC spectra.** (A) Representative UV-vis spectra for gemcitabine standard and PF/GEM@mPLV. (B, C) Representative HPLC chromatograms for (B) PF standard and (C) PF/GEM@mPLV.

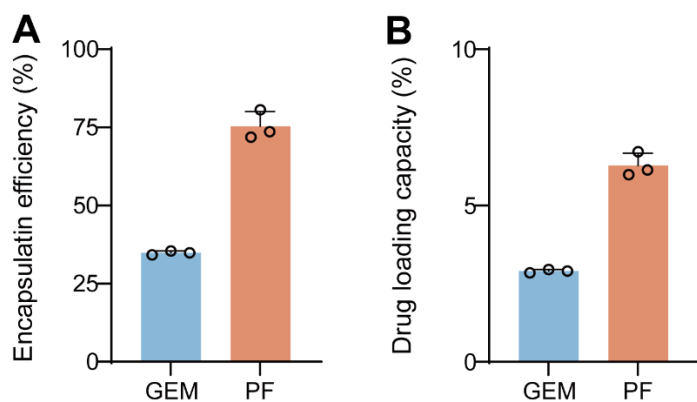

**Fig. S13.**

**(A) Encapsulation efficiency and (B) loading capacity of PF/GEM@mPLV for gemcitabine (GEM) and PF-4136309 (PF).** Data are expressed as mean  $\pm$  SD ( $n = 3$ ). Statistical differences were calculated using Student's  $t$  test.

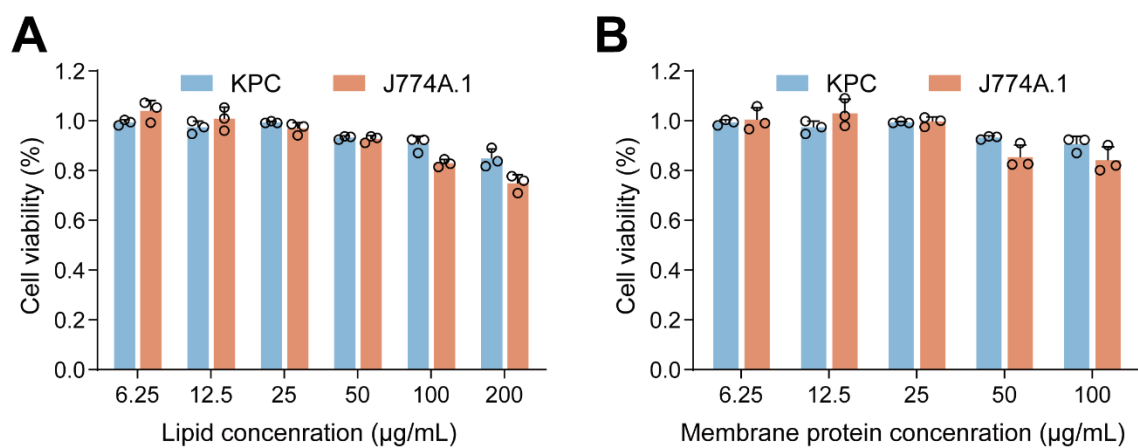

**Fig. S14.**

**In-vitro biocompatibility of liposome and mPLV.** Bar plots displaying cell viability of KPC cells and J774A.1 cells treated with varying concentrations of (A) lipid and (B) macrophage membrane protein.

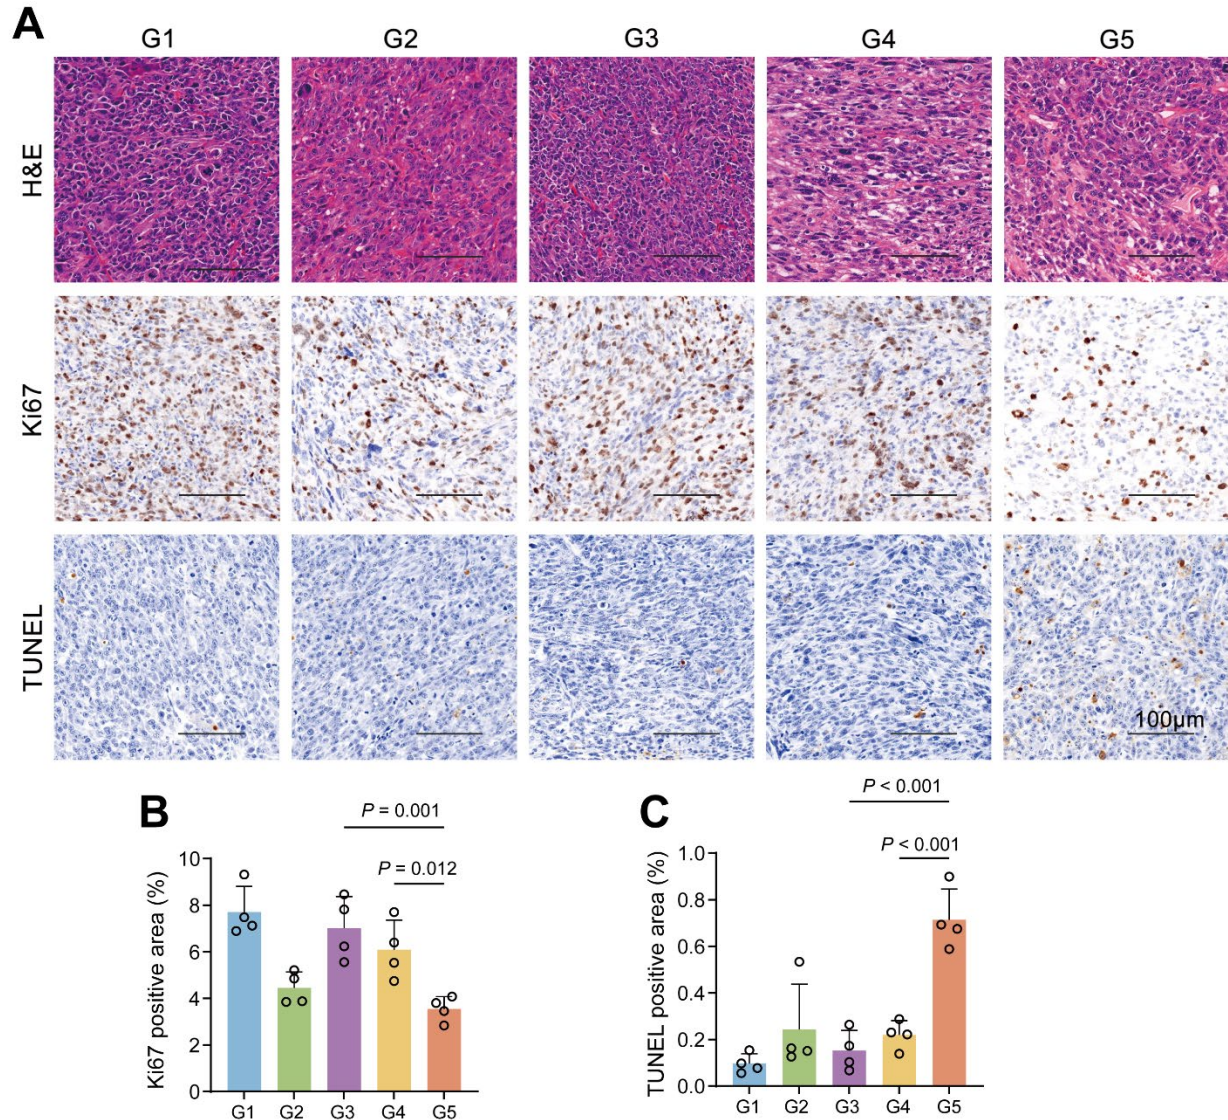

**Fig. S15.**

**The viability and necrosis status of tumor tissues after various treatments, as shown by H&E staining, Ki67 assay and TUNEL assay. (A)** Representative staining image of tumor tissues (Scale bar = 100  $\mu$ m). **(B)** Quantification of Ki67 positive area (n = 4). **(C)** Quantification of TUNEL positive area (n = 4). Data are expressed as mean  $\pm$  SD. Statistical differences were calculated using one-way ANOVA.

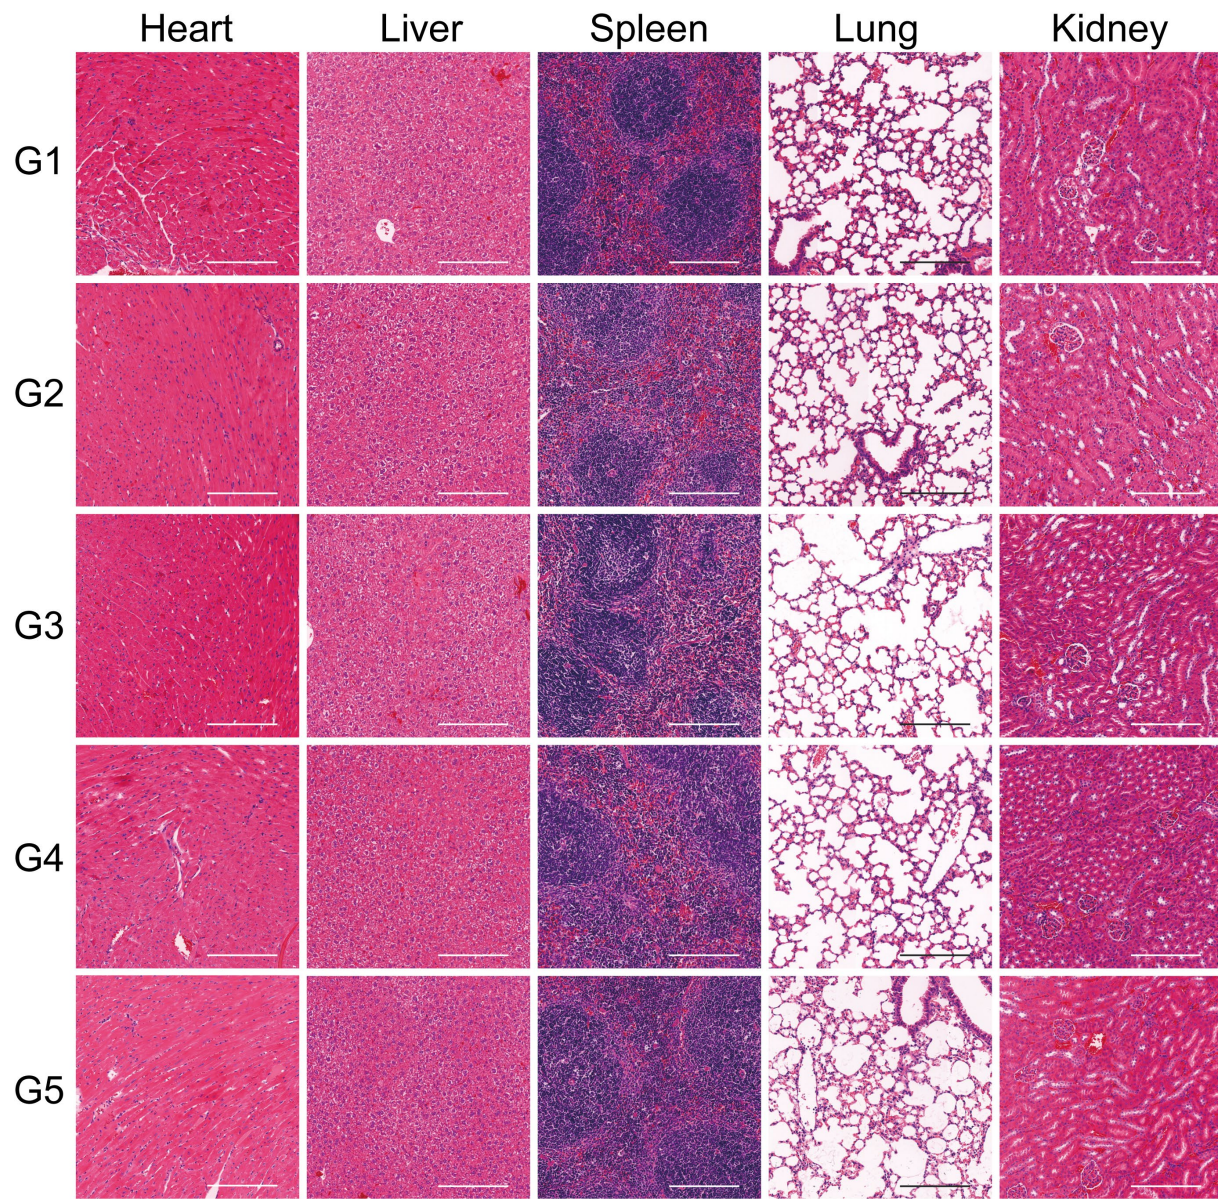

**Fig. S16.**

**Representative H&E staining of major organs in subcutaneous tumor mouse model after intravenous administration of PBS (G1), free PF + GEM (G2), PF@mPLV (G3), GEM@mPLV (G4), and PF/GEM@mPLV (G5) (Scale bar = 200  $\mu$ m).**

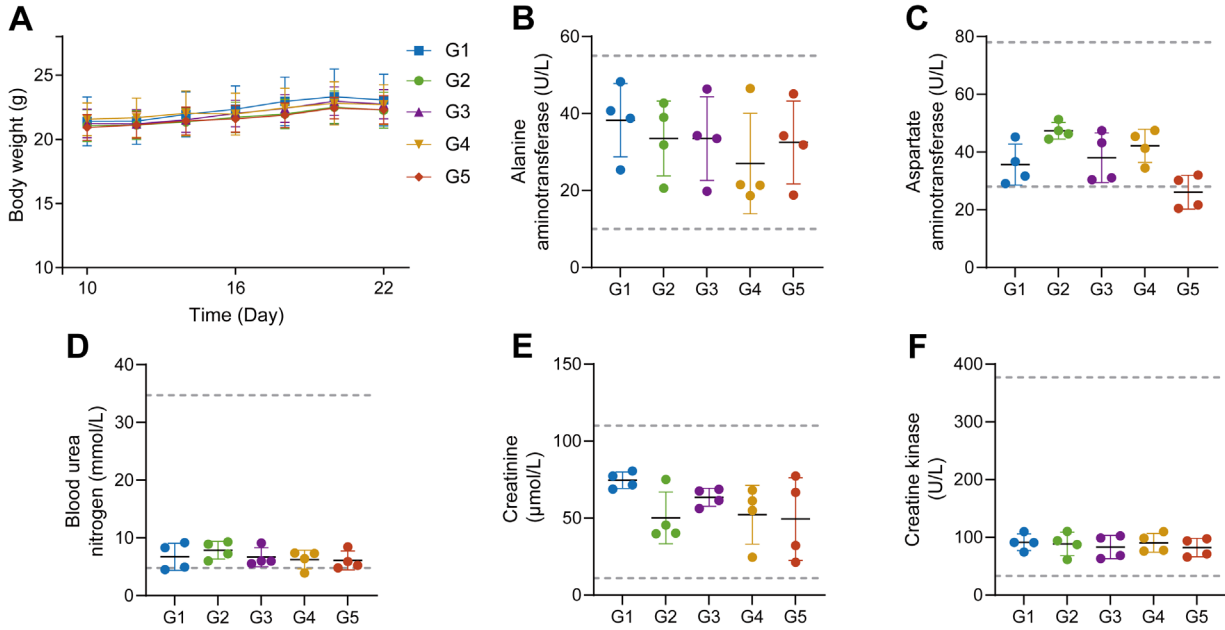

**Fig. S17.**

**Biosafety evaluation in subcutaneous tumor mouse model.** (A) Body weight of mice treated with PBS (G1), free PF + GEM (G2), PF@mPLV (G3), GEM@mPLV (G4), and PF/GEM@mPLV (G5) ( $n = 10$ ). (B) Serum levels of alanine aminotransferase (ALT) ( $n = 4$ ). (C) Serum levels of aspartate aminotransferase (AST) ( $n = 4$ ). (D) Serum levels of blood urea nitrogen (BUN) ( $n = 4$ ). (E) Serum levels of creatinine ( $n = 4$ ). (F) Serum levels of Creatine kinase (CK) ( $n = 4$ ). The normal range of blood chemistry parameters is indicated by gray dashed lines. Data are expressed as mean  $\pm$  SD. Statistical differences were calculated using one-way ANOVA.

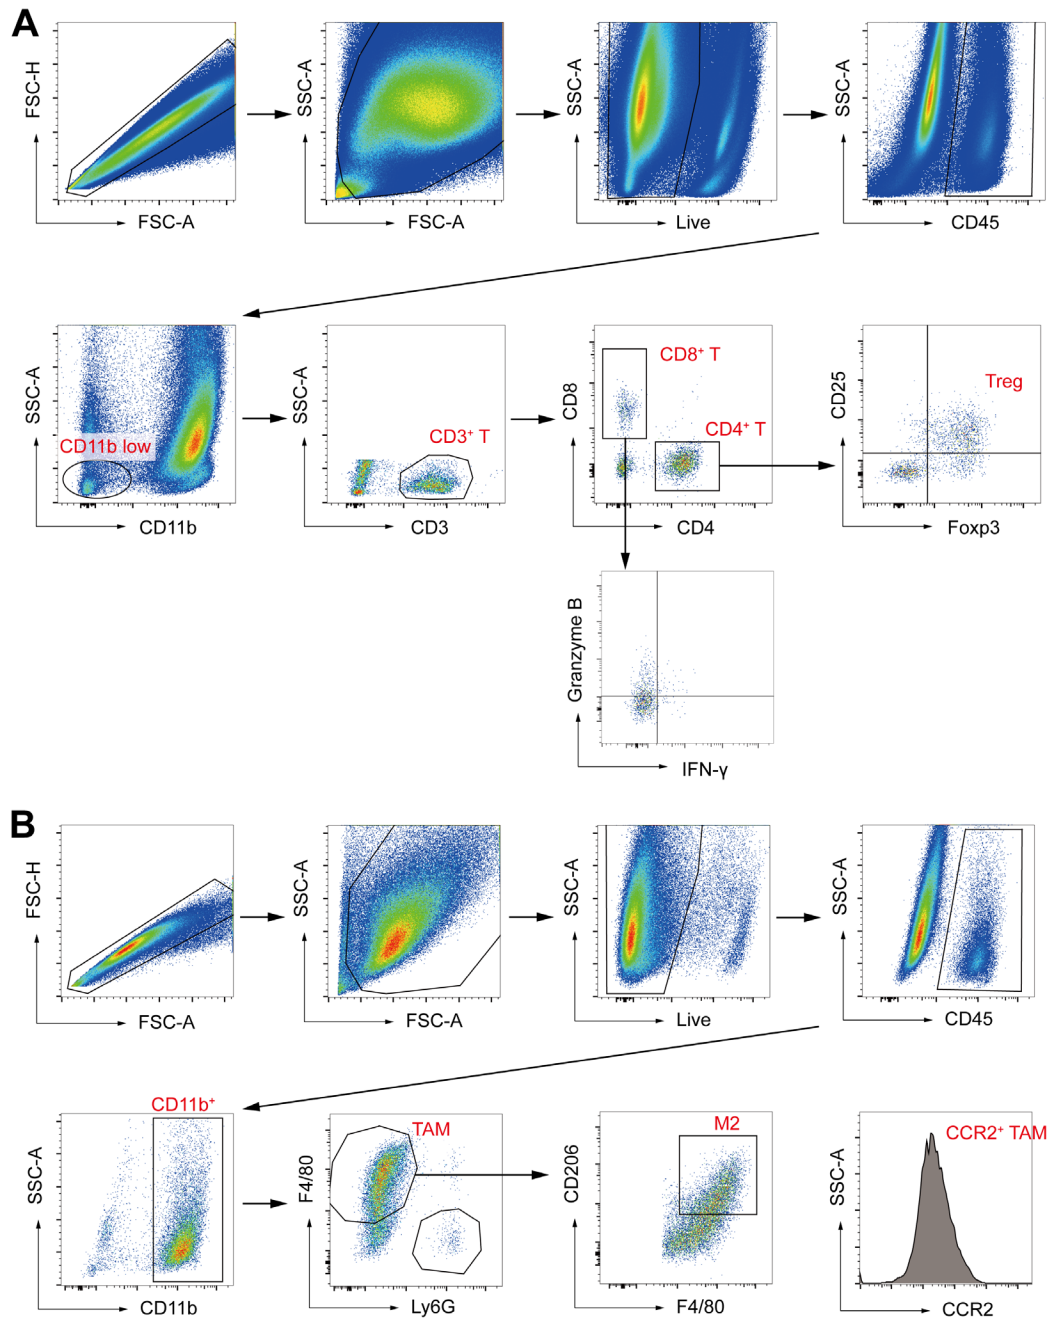

**Fig. S18.**

**Flow cytometry gating strategy of subcutaneous tumor.** (A) Gating strategy for CD4<sup>+</sup> T cell (CD4<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup>), CD8<sup>+</sup> T cell (CD8<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup>), Granzyme B<sup>+</sup>CD8<sup>+</sup> T cell, IFN-γ<sup>+</sup>CD8<sup>+</sup> T cell and Treg cell (CD25<sup>+</sup>Foxp3<sup>+</sup>CD4<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup>). (B) Gating strategy for TAM (Ly6G<sup>-</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>CD45<sup>+</sup>), M2-TAM (CD206<sup>hi</sup>Ly6G<sup>-</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>CD45<sup>+</sup>) and CCR2<sup>+</sup> TAM (CCR2<sup>+</sup>Ly6G<sup>-</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>CD45<sup>+</sup>).

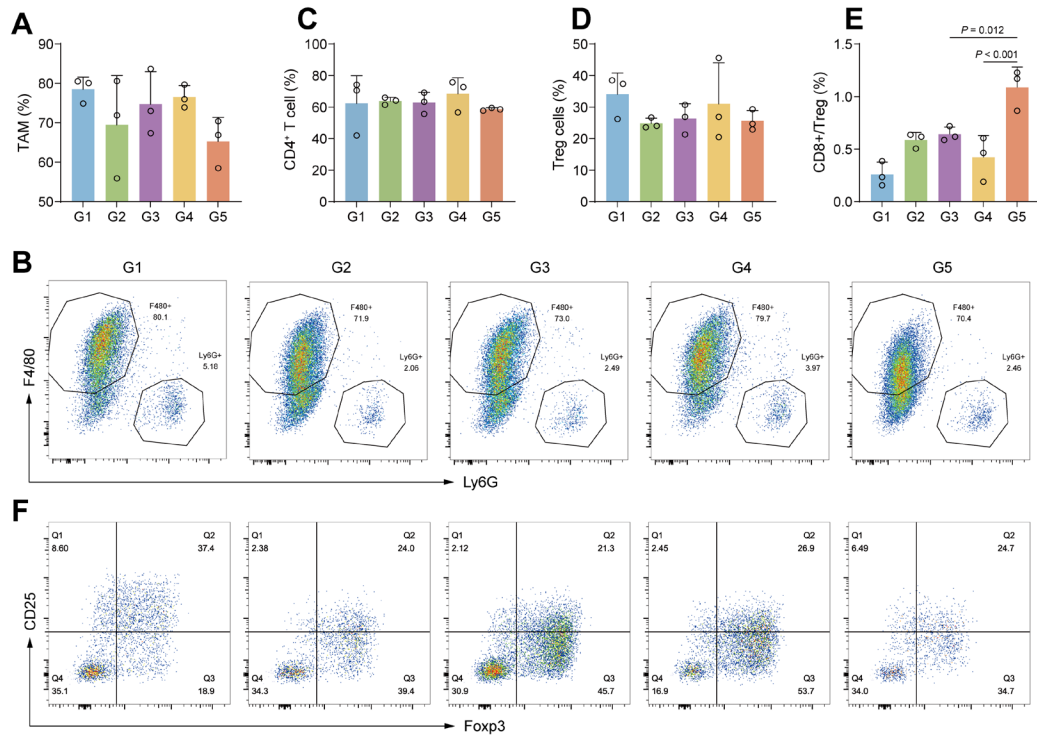

**Fig. S19.**

**Immune response in the subcutaneous tumor model.** (A) Quantitative analysis of TAM (n = 3). (B) Representative flow cytometry analysis of TAM (Ly6G<sup>+</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>CD45<sup>+</sup>). (C) Quantitative analysis of CD4<sup>+</sup> T cell (CD4<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup>) (n = 3). (D) Quantitative analysis of Treg cell (n = 3). (E) Quantitative analysis of CD8<sup>+</sup>/Treg ratio (n = 3). (F) Representative flow cytometry analysis of Treg cell (CD25<sup>+</sup>Foxp3<sup>+</sup>CD4<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup>). Data are expressed as mean  $\pm$  SD. Statistical differences were calculated using one-way ANOVA.

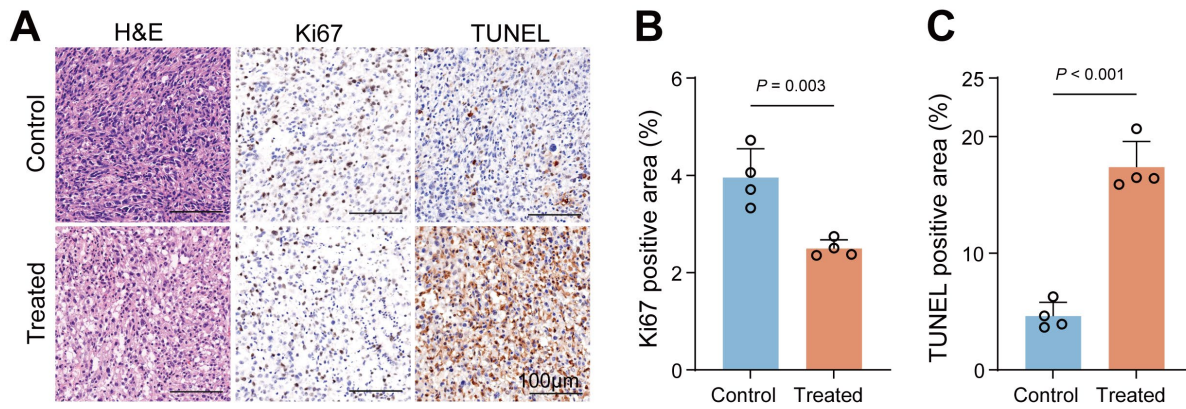

**Fig. S20.**

**The viability and necrosis status of tumor tissues in the orthotopic tumor model after various treatments, shown by H&E staining, Ki67 assay and TUNEL assay. (A)**

Representative images of H&E, Ki67, and TUNEL staining of tumor tissues (Scale bar = 100  $\mu$ m). **(B, C)** Quantitative analysis of Ki67-positive (B) area and TUNEL-positive (C) area (n = 4). Data are expressed as mean  $\pm$  SD. Statistical differences were calculated using Student's *t* test.

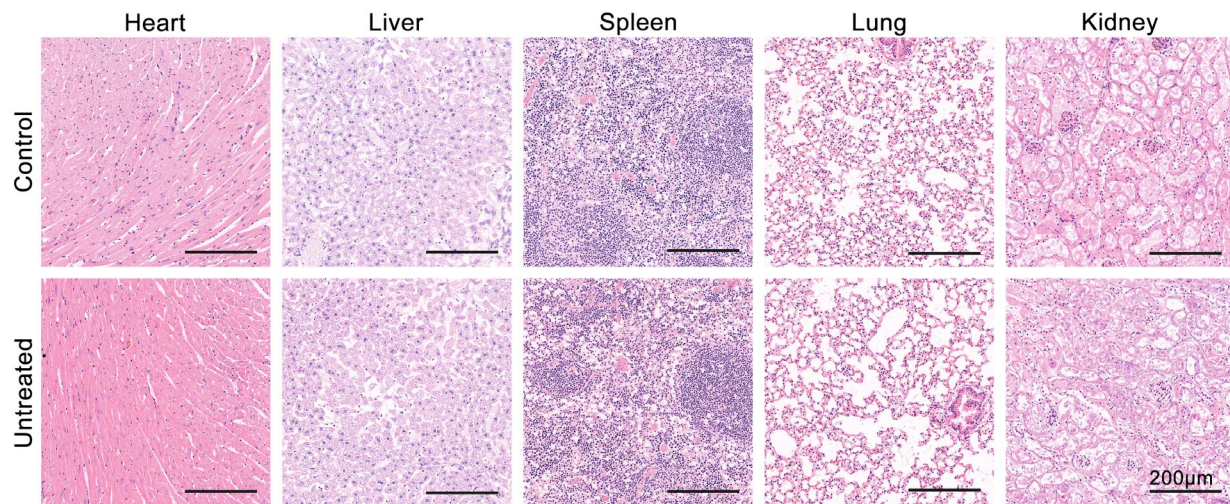

**Fig. S21.**

**Representative H&E staining images of major organs from orthotopic KPC tumor-bearing mice (Scale bar = 200  $\mu$ m).**

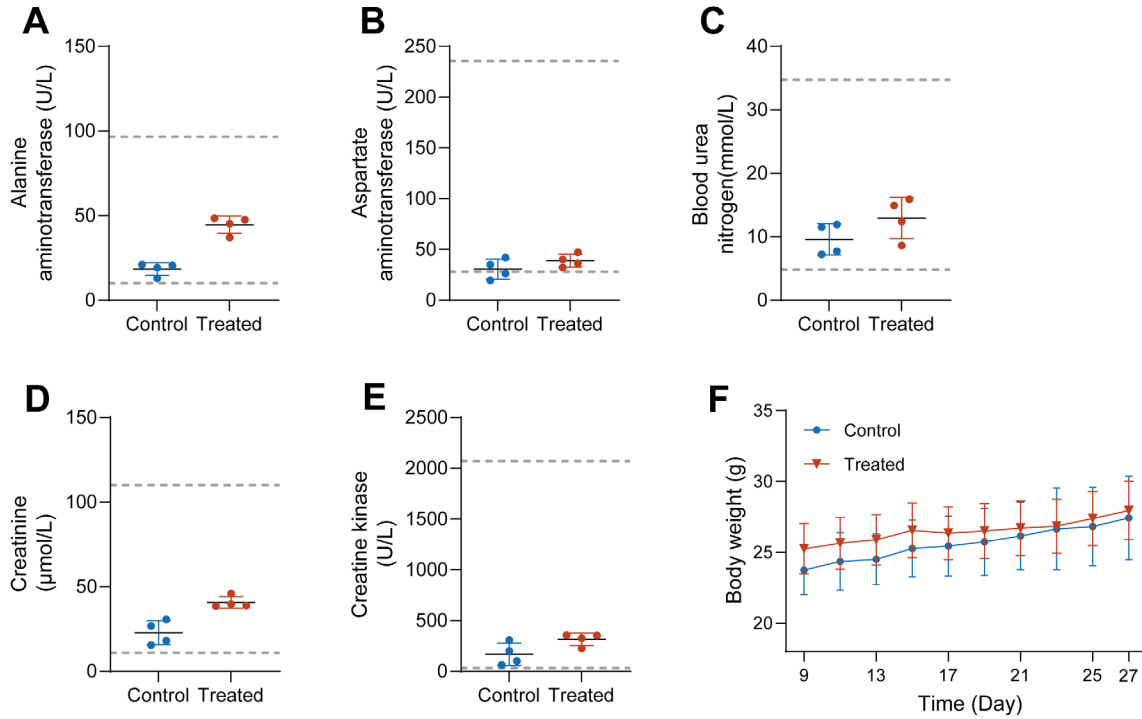

**Fig. S22.**

**Blood chemistry analyses and body weight of PF/GEM@mPLV treatment in orthotopic KPC tumor mouse model.** (A) Serum levels of alanine aminotransferase (ALT) ( $n = 4$ ). (B) Serum levels of aspartate aminotransferase (AST) ( $n = 4$ ). (C) Serum levels of blood urea nitrogen (BUN) levels ( $n = 4$ ). (D) Serum levels of creatinine ( $n = 4$ ). (E) Serum levels of Creatine kinase (CK) ( $n = 4$ ). (F) Body weight ( $n = 10$ ). Data are expressed as mean  $\pm$  SD. Statistical differences were calculated using Student's  $t$  test.

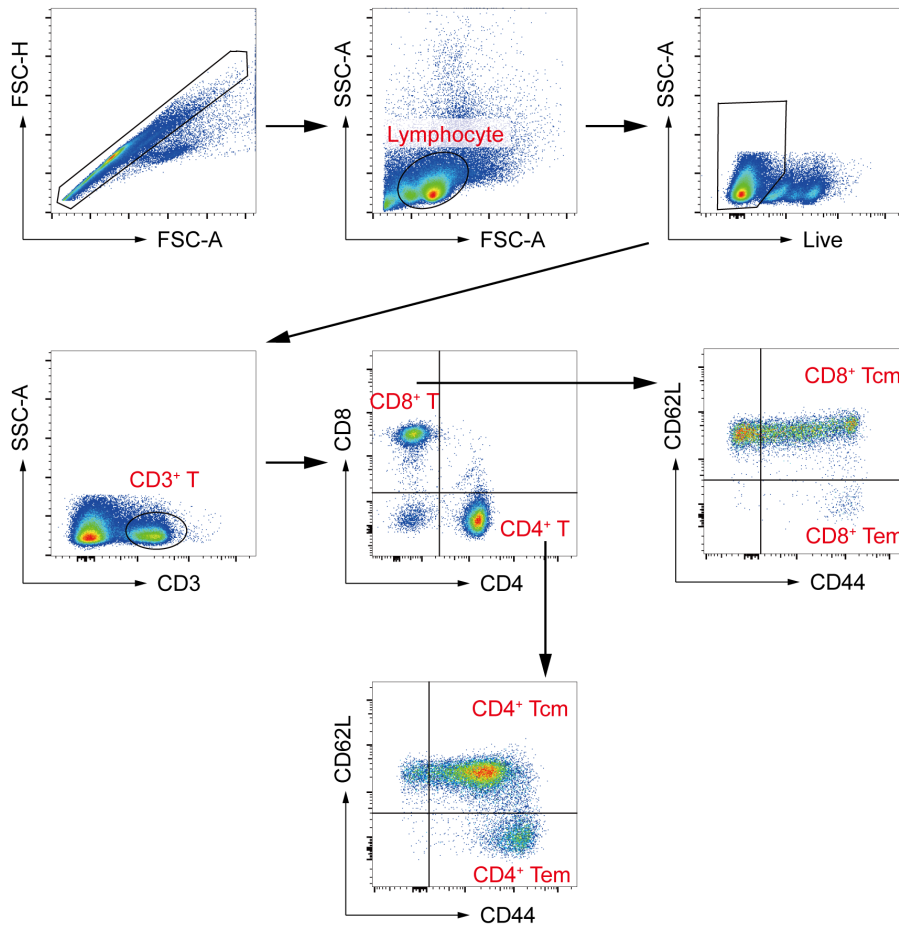

**Fig. S23.**

**Flow cytometry gating strategy for memory T cells in the spleen of the orthotopic tumor model.** Central memory T cell (Tcm, CD62L<sup>+</sup>CD44<sup>+</sup>) and effector memory T cell (Tem, CD62L<sup>-</sup>CD44<sup>+</sup>) subsets from CD8<sup>+</sup> and CD4<sup>+</sup> T cells are shown separately.

How the deposited data were processed for this re-analysis (not part of the article)

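Gene expression in single cells was measured in 2 scRNA-seq libraries, 1 from control tumors and 1 from residual tumors 3 days after iIRE. The UMI counts were made by the authors with Cell Ranger, which aligned the reads to the mm10 genome with STAR and counted UMIs per gene and barcode, as deposited. The header of the count matrix names Cell Ranger 7.0.1, while the paper's methods name version 3.1.0. The counts are raw whole numbers without normalization, and both libraries are in 1 matrix in which the ending of a barcode gives its library. The matrix holds 124929911 values. The paper's quality filters had not been applied to it. The libraries shared 458 barcode sequences, where 489 are expected by chance among the 737280 barcodes of the chemistry, so these were kept as separate cells. Of the 32285 genes, 32235 had their identifier in GENCODE vM21, from which coordinates on mm10 were taken, and 31502 had the same symbol there.

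The filters were those of the paper's methods, with at least 200 genes and 1000 UMIs, a ratio of log10 genes to log10 UMIs of at least 0.7, and at most 5% of UMIs from mitochondrial and 5% from hemoglobin genes. DoubletFinder was not run. Doublets were scored in each library by the share of simulated sums of 2 cells among a cell's neighbors, with 1 simulated sum per cell, and the cells with the highest scores were removed. Counts were normalized to 10000 UMIs per cell and log-transformed, and a graph of 20 neighbors on 30 principal components of 2000 variable genes was clustered with the Leiden method at a resolution of 1.0. A cluster was named from 17 lists of markers written before the data were examined. After the data were seen, a minimum level of 25% of the markers was added to this rule. A second rule for cancer-like cells was also added then, and other forms of it had been tried that named fewer clusters. It takes clusters without a class that have at least 3 cancer cell markers at 2-fold or more over the pooled named host clusters and in at least 20% of the cells, and more of these than of any other list. Ductal-like and cancer-like cells share markers and are not well told apart by these rules. TAM-like cells were clustered in the same way on 20 principal components. The libraries were not integrated or corrected for batch, since each condition is 1 library.

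Levels are CPM of the UMIs summed over the cells of a class in a library. Log2 ratios are iIRE over control after 10 CPM was added to both. A gene was ranked or counted in a list when it had at least 50 UMIs over both libraries. The median of each of 28 gene lists was compared with 10000 random lists of the same size drawn from the same 20 bins of expression. The score of the genes labeled in Fig. 3A used 100 control genes per gene from 24 bins. Shares have exact Clopper-Pearson intervals and sums of UMIs have exact Poisson intervals at 95%. These cover counting error only and not the spread between mice. Those of sums of UMIs take each UMI as independent and leave out the spread between cells. For a count of 0 the exact upper bound is given. No test and no paired analysis between the groups was possible with 1 library per group, and single cells were not taken as replicates. Depth differed between the libraries, as the UMIs per cell show, so shares of cells with a UMI were also taken after thinning to 2000 UMIs per cell.

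Most genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene that the paper names for these libraries or labels in Fig. 2K, whose values in the figure had been seen. It adds, in each class compared, the 10 genes with the largest and the 10 with the smallest log2 ratio among those with a UMI in at least 10% of the cells of a library, without mitochondrial, ribosomal protein, hemoglobin, immunoglobulin and T cell receptor genes and gene models. It also adds 2 to 4 members with the highest CPM of each list. From all these, the genes that matter to a statement are printed and the others are not. Outside the rule, the values in TAM-like cells of Ccl5, H2-DMb2, Ccr7, Ccl17, Ccl22 and Naaa, those in T/NK-like cells of Cxcl2 and Ccl6, and those of single clusters were chosen after the values were seen. The values of 1 gene that the paper names are not reported here.

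The steps were tested on simulated data made from the TAM-like cells. Of genes set 1.5-fold higher or lower, 85.7% were past 1.2-fold in the right direction, and of genes set 2-fold, 94.0%. Of unchanged genes, 2.26% were past 1.2-fold. Intervals held the true ratio for 95.7% of the genes. Both rates are those of the simulated data and need not hold where real UMIs are bunched in few cells. Of random lists of 60 genes, 12% had a percentile under 5 or over 95, so single percentiles near these values have little weight. A list of 60 genes that were all 1.2-fold higher reached percentile 100. Its median log2 ratio was 0.182, under 1.2-fold, so the 1.2-fold line can miss such a list. Of simulated doublets, 96% had a score over the median of all cells.

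Alternatives set before the data were examined were 13, and 5 more were added after the data were seen. The former change the doublet removal, the mitochondrial filter, the Leiden resolution, the choice of TAM-like cells, the normalization, the pseudocount, the minimum of UMIs, the depth and the denominator of shares. The latter remove 10% of the cells as doublets, drop the minimum level of markers, add the osteoclast-like cells to the TAM-like cells, leave the paper's marker genes out of the clustering of TAM-like cells, and leave clusters mostly of 1 library out of the cancer-like cells. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. CellChat, GO and GSEA were not run, and the gene sets of the paper's enrichment were not used here. Flow cytometry, staining, qPCR and the other experiments of the paper are not in these counts and were not analysed here.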

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

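Most results in this part are about genes and classes that the paper does not discuss, while Ly6c2, Hmox1 and Cd74, one of the MHC class II presentation genes, are named or labeled by it. Each has a counting interval that excludes a log2 ratio of 0. There are no replicate libraries, so none was tested against the spread between mice. All tests in this part were set before their results were seen.

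Among the genes with the largest log2 ratios in TAM-like cells, 8 are not named by the paper. Plac8 had 140.2 CPM in control and 336 CPM in iIRE cells (log2 ratio 1.21), and Ly6a had 130.3 and 302 CPM (log2 ratio 1.15). The log2 ratios of Hp (0.83), Slfn4 (0.83) and Vcan (0.82) were of similar size. That of Hp was -0.03 with 10% of cells removed as doublets, an alternative chosen after seeing the data, and those of Plac8, Ly6a, Slfn4 and Vcan stayed above 0 under every alternative that was run. With TAM-like cells chosen by at least 3 of 11 macrophage genes, Plac8, Ly6a and Vcan were each at 0.22, under 1.2-fold. That choice took 5326 control and 5763 iIRE cells, against 1026 and 1018 otherwise, so most of its cells are not those called TAM-like elsewhere. The cell cycle genes Cenpf (0.94) and Ube2c (0.87) were higher in the iIRE library, and all 25 measured genes of the cell cycle list had log2 ratios above 0. With equal shares of the subclusters in both libraries, Cenpf was at 0.43 and Ube2c at 0.29. Cells matched to Mybl2+ TAMs, the paper's subcluster with cell cycle genes, were 6.14% of the control and 9.23% of the iIRE TAM-like cells.

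Pabpc1 was higher in the iIRE library in TAM-like cells (log2 ratio 0.82), in cancer-like cells (1.36), in neutrophil-like cells (1.13), in dendritic-like cells (1.03) and in osteoclast-like cells (0.87). Tma7 was lower in TAM-like cells (-0.82), cancer-like cells (-0.83), dendritic-like cells (-0.91) and osteoclast-like cells (-0.61). A difference that all of these classes share cannot be read as a response of TAM-like cells, and with 1 library per group it cannot be separated from how the libraries were made. No biological or technical explanation of it was tested.

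The higher Ly6c2 and Plac8 and the lower MHC class II genes in TAM-like cells of the iIRE library were set against technical explanations. Free RNA of other cells was argued against, since the difference of the same 20 genes in cancer-like cells was in median 0.173% of that in TAM-like cells. Different shares of the TAM subclusters were argued against as the whole cause. With equal shares of the subclusters in both libraries, the median size of the log2 ratios was 91.5% of that without. Ly6c2 then had a log2 ratio of 1.19 and H2-Aa of -1.37. Parts of the 20 genes did depend on the shares, since Ube2c went from 0.87 to 0.29, Hmox1 from -1.15 to -0.58 and Mmp12 from -0.71 to -0.05. A different number of dendritic cells within the TAM-like class was not tested and stays open. Mgl2 (-1.14) and Ccl5 (-0.76), which also lead the dendritic-like cluster, were lower too, and the MHC class II list was at -0.31 with 10% of cells removed as doublets. Ccr7, Ccl17 and Ccl22, which lead that cluster as well, were within 1.2-fold, and the dendritic cell marker Naaa was not lower. A difference between the libraries in dissociation or in the time to capture stays open. The list of dissociation and immediate-early stress genes was lower in the iIRE library in TAM-like cells (median -0.34) and osteoclast-like cells (median -0.33), while in cancer-like cells its median of -0.11 was under 1.2-fold. The treatment and differences between single mice stay open as well.

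Osteoclast-like cells, which express Acp5, Ctsk and Mmp9, were 160 of 15274 control cells and 250 of 15991 iIRE cells. The log2 ratio of the shares was 0.58 (interval 0.29 to 0.87). The paper does not report this class. The ratio was -0.21 at a Leiden resolution of 2.0 and -0.52 without the minimum level of markers, which was chosen after seeing the data, so its direction is not settled. Nyap2, which names a subcluster of the paper, is on the marker list of this class, and no TAM-like cell had a UMI of it.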

How the results depend on the processing

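The alternatives that remove 10% of the cells as doublets, drop the minimum level of the class markers, add the osteoclast-like cells, leave out the marker genes or leave out clusters mostly of 1 library were chosen after seeing the data. The other 13 were set before the data were examined. No paired analysis was possible because each group has 1 library. Of the values under alternatives, 1123 stayed within the counting interval, or for a count within 1.5 times, 353 moved beyond it and 26, all of results past 1.2-fold, changed direction. Of the log2 ratios and differences, 61 of those that moved and 71 of those that stayed also had the other sign, from results under 1.2-fold or without a bound for a call. Of single genes in TAM-like cells, 690 values stayed, 270 moved and 15 changed direction. Of the medians of gene lists in cancer-like cells without clusters mostly of 1 library, 23 stayed and 4 moved. Single genes of other classes, and lists in other classes, were not run under alternatives.

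The lower share of T/NK-like cells kept its direction under every alternative that was run (log2 ratio -2.06 to -1.21), as did that of CD8 cells (-3.00 to -2.39). Hmox1 in TAM-like cells was between -1.33 and -0.84 under these alternatives and at -0.58 with equal shares of the subclusters, Ly6c2 between 1.01 and 1.67, and H2-Aa between -1.82 and -0.57. The difference in score between TAM3-like and other TAM-like cells was 0.0170 to 0.0646, and cells matched to Lyve1+ TAMs had the higher median at 10% mitochondrial UMIs, at a Leiden resolution of 2.0 and at 2000 UMIs per cell. Cfp was between 0.17 and 0.36, so that its call at 1.2-fold depended on the setting. The log2 ratio of Ccr2 stayed between -0.11 and 0.15 and did not reach 1.2-fold under any alternative run.

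With no doublets removed, there were 17812 control and 18827 iIRE cells. The share's log2 ratio was 0.0669 for acinar-like, -0.43 for endothelial-like and 0.13 for osteoclast-like cells. That of Ctsk was 0.41, of Mmp9 0.30 and of Tpsb2 -1.02, and the median of the collagen list was -0.42. At 10% mitochondrial UMIs, the acinar-like share was at 0.19, Tpsb2 at -1.14, monocyte recruitment at 0.36, type I interferon at 0.39 and the cell cycle at 0.30.

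At a Leiden resolution of 0.5, the share matched to Lyve1+ TAMs was at -0.15 and that matched to Gpnmb+ TAMs at -0.30. At 2.0, shares were at 0.13 for acinar-like cells, -0.21 for osteoclast-like cells, 0.0497 for Lyve1+ TAMs and -0.39 for Ccr2+ TAMs. Ccr2 was at -0.11, Ctsk at 2.09 and Mmp9 at 0.81, and 9 labels on the higher side of Fig. 2K were above 0. Lists in TAM-like cells were at -0.0651 for NF-κB, -0.0889 for TNF, -0.0280 for NOD-like receptor, -0.0878 for chemokine and -0.0651 for Toll-like receptor signaling, -0.24 for cytokines, 0.0627 for monocyte recruitment, 0.16 for type I interferon, -0.16 for complement, -0.20 for tissue-resident genes, -0.33 for alternative activation and 0.55 for osteoclast genes. TGF-β signaling in TAM3-like cells was at 0.0403.

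With 10% of cells removed as doublets, there were 16031 control and 16944 iIRE cells. Shares were at -0.35 for dendritic-like, 0.0669 for acinar-like and 0.0159 for cancer-like cells. Tpsb2 was at -1.28 and Hp at -0.0276. Lists were at 0.10 for TGF-β signaling, 0.0285 for monocyte recruitment, -0.31 for MHC class II, 0.0522 for MHC class I and -0.32 for collagen. No subcluster was matched to Ccr2+ TAMs, so their share has no value there, and 82.7% of the control and 80.4% of the iIRE TAM3-like cells were in the dendritic-like class.

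Without the minimum level of markers, shares were at -0.52 for osteoclast-like cells and -0.12 for Lyve1+ TAMs, and 5 labels on the lower side of Fig. 2K were below 0. Cald1 was at 0.59, Ccn1 at 0.69 and Sparc at 0.41. Lists were at -0.0261 for chemokine and 0.14 for TGF-β signaling, -0.14 for cytokines, 0.24 for type I interferon, 0.30 for collagen, -0.24 for stress, 0.61 for keratins and 0.0588 for the epithelial-mesenchymal transition.

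With osteoclast-like cells added, shares were at -0.22 for Lyve1+ and -0.15 for Ccr2+ TAMs. Ccr2 was at -0.0727 and Acp5 at -0.20, and 9 labels on the higher side were above 0. Lists were at -0.0648 for NF-κB, -0.0750 for TNF, -0.0561 for chemokine and -0.0738 for Toll-like receptor signaling, -0.21 for cytokines, 0.0842 for monocyte recruitment, 0.23 for type I interferon, -0.12 for complement, -0.17 for tissue-resident genes, -0.27 for alternative activation, -0.15 for osteoclast genes and 0.49 for the cell cycle. Without the marker genes in the clustering, the share of Lyve1+ TAMs was at -0.0930.

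TAM-like cells chosen by at least 3 of 11 macrophage genes were 5326 control and 5763 iIRE cells. In them Ccr2 was at -0.0394, Thbs1 at -0.0723 and Acp5 at -0.0943, and 9 labels on the higher side were above 0. Lists were at 0.0253 for monocyte recruitment, 0.12 for type I interferon, -0.43 for MHC class II, 0.0510 for MHC class I, -0.15 for collagen, 0.25 for the cell cycle, -0.0695 for hypoxia, -0.18 for stress and 0.10 for keratins. Without subclusters that hold markers of other lineages, lipid-associated genes were at -0.00467.

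With a pseudocount of 1 CPM, MHC class II was at -0.89 and the cell cycle at 0.54. With a minimum of 10 UMIs, MHC class II was at -0.44 and osteoclast genes at -0.0666. With the mean CPM of single cells, Tpsb2 was at -0.84, osteoclast genes at -0.13 and hypoxia at -0.0789. Of immune cells, the share of macrophage/monocyte-like cells was at 0.13. At 2000 UMIs per cell, 24.5% of the control and 24.9% of the iIRE TAM-like cells had a Ccr2 UMI, lower by construction since fewer UMIs are read. The numbers of cells under other doublet settings also follow from the settings. For the other values the cause was not tested.

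The 31 T/NK-like cells of the iIRE library leave the direction of the regulatory T cell share open, although with no doublets removed its interval excludes 0, and the lists of T cell cytotoxicity and of regulatory T cells had 1 and 2 measured genes in TAM-like cells and gave no value.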

Differences from the paper's values

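Values marked as the paper's are from its Table 1 unless a figure is named, and the cell classes here were rebuilt from marker lists. The alternatives set before the data were examined for these shares were no doublets removed, at most 10% mitochondrial UMIs, and Leiden resolutions of 0.5 and 2.0.

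The paper's share of DCs was 1.890088% of all control cells and 1.469547% of all iIRE cells. Dendritic-like cells here were 0.995% and 0.463%, and both differ under all 4 alternatives. The paper's share of macrophages in the control group was 3.237477%, against 6.72% here, which differs under all 4. In the iIRE group the share here was 6.37%, within 1.5 times of the paper's. The paper's ductal cells were 1.097873% and 1.003305%, against 0% and 0% here. The iIRE value was 0.731% at 10% mitochondrial UMIs, within 1.5 times of the paper's. It differs under the other 3 alternatives, and the control value differs under all 4. The paper's endothelial cells in the control group were 0.218327%, against 0.00655% here. With no doublets removed it was 0.208%, within 1.5 times of the paper's, and under the other 3 alternatives it differs. The paper's cancer cells were 90.44352% and 89.49481%, against 21.1% and 20.2% here, and both differ under all 4. Cells without a class, which were 51.1% of the control and 58.5% of the iIRE cells, are not counted as cancer-like here. They include clusters 0 and 1, with 978 and 923 CPM of Krt8 and with 108 and 116 CPM of the macrophage gene C1qa. They also include clusters 2 and 11, with 3571 and 665 cells, where the 4 Y-linked genes were as low as in cancer-like cells, at 0.352 and 0.0568 CPM, as they were in the 2232 cells of fibroblast-like cluster 3, at 0.261 CPM. Cdkn2a was at 1573, 1096 and 975 CPM in these 3 clusters. The marker lists do not name them cancer-like, so the share of cancer-like cells here leaves out cells with as little Y-linked expression.

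As shares of the 4 immune classes, the paper's macrophages in the control group were about 48% in Fig. 2G, read by eye, against 73.0% here. The share was 70.5% with no doublets removed and 71.3% at 10% mitochondrial UMIs, within 1.5 times of the paper's, and it differs at both Leiden resolutions. The paper's DCs were about 28% in the control group and about 17% in the iIRE group in Fig. 2G, read by eye, against 10.8% and 5.79% here, and both differ under all 4. The paper's T cells in the control group were about 8.8% in Fig. 2G, read by eye, against 5.62% here. The share was 6.64% with no doublets removed and 5.93% at 10% mitochondrial UMIs, within 1.5 times of the paper's, and it differs at both Leiden resolutions. The paper's Ccr2+ TAMs in the control group were about 3.5% of TAMs in Fig. S8B, read by eye, against 27.7% here, which differs under all 4. In the iIRE group the share here was 30.6%, within 1.5 times of the paper's, and at a Leiden resolution of 0.5 it was 32.5%, which differs. The shares of T cells, neutrophils and acinar cells of all cells were within 1.5 times of the paper's in both libraries. Those of acinar cells differ under 3 of the 4 alternatives, with control shares of 0.157% with no doublets removed, 0.174% at 10% mitochondrial UMIs and 0.177% at a Leiden resolution of 2.0. The T cell share in the iIRE library was 0.124% at 10% mitochondrial UMIs, which differs.

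With 10% of cells removed as doublets, which was chosen after seeing the values, there were 16031 control and 16944 iIRE cells, the numbers that the paper states, against 15274 and 15991 here. In the same setting, macrophage/monocyte-like cells were 4.82% and 4.39% of all cells, dendritic-like cells were 2.64% and 2.07%, and ductal-like iIRE cells were 0.755%, all within 1.5 times of the paper's. Ductal-like control cells were 0.0312%, which differs. The order of the macrophage/monocyte-like shares of all cells is opposite to the increase that the paper gives, with a log2 ratio of -0.14 (interval -0.28 to 0.01). As a share of the 4 immune classes it was 0.09 (interval -0.05 to 0.24), in the paper's direction. Both intervals include 0. The dendritic-like class of this setting took up 235 of the 284 control and 250 of the 311 iIRE TAM3-like cells, so its shares are not of the same kind of cells. Of immune cells, 54.1% of the control cells were macrophage/monocyte-like and 29.7% dendritic-like, also within 1.5 times. The setting drops 1 of the paper's subclusters that are matched here, since no subcluster was matched to Ccr2+ TAMs, and its acinar-like shares were 0.175% and 0.183%, further from the paper's. Ccr2 in TAM-like cells was then at 87.3 CPM in control and 89.3 CPM in iIRE cells. Of the paper's subclusters that are not matched here, C1qc+ TAMs were matched at 10% mitochondrial UMIs, with 16.5% and 12.4% of TAM-like cells, and at a Leiden resolution of 2.0, with 16.3% and 12.1%, and without the minimum level of markers, chosen after seeing the data. With osteoclast-like cells added, chosen after seeing the data, 7.76% and 8.36% were matched to Nyap2+ TAMs.

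The paper gives more UMIs and more genes per cell in the iIRE group than in the control group. Here both means of the control library were above those of the iIRE library by less than 1.2-fold. They were 12175 UMIs and 3276 genes in control and 10299 UMIs and 3019 genes in iIRE cells. With 10% of cells removed as doublets, the means were 12625 UMIs in control and 10799.5 UMIs in iIRE cells. The paper's means lie nearer to those here with the libraries exchanged. Its numbers of cells and its shares of T cells and acinar cells lie nearer to those here with the libraries as labeled. For acinar cells the order of the libraries was the opposite with no doublets removed (0.157% and 0.165%) and at 10% mitochondrial UMIs (0.174% and 0.198%). It was also the opposite at a Leiden resolution of 2.0 (0.177% and 0.194%) and with 10% of cells removed as doublets. In these settings the acinar shares do not speak for the labels. The cause of the difference in UMIs and genes per cell was not tested.

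The paper states that macrophages increased among immune cells. The log2 ratio of that share here was 0.13, in the same direction and under 1.2-fold, and over all cells it was -0.08, or 0.05 at a Leiden resolution of 2.0. The paper also states that lymphocytes decreased, above all CD8 T cells, and the log2 ratios here were -1.42 for T/NK-like cells and -2.53 for CD8 cells, in the same direction. The paper states that Ccr2+ TAMs increased. The log2 ratio of their share here was 0.14, under 1.2-fold, and its interval of -0.09 to 0.38 leaves the direction open. It was -0.39 at a Leiden resolution of 2.0 (interval -0.69 to -0.10) and -0.15 with osteoclast-like cells added, chosen after seeing the data. The paper states that Ccr2 was up-regulated in TAMs. Here its log2 ratio was 0.10, with bounds of -0.00 and 0.22. Both bounds were above 0 with no doublets removed and at 10% mitochondrial UMIs, and both were below 0 at a Leiden resolution of 2.0.

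Of the genes that the paper names as up-regulated in TAMs, Cfp (0.28), C1qc (0.06) and Coro1a (0.14) had log2 ratios above 0, of which Cfp was past 1.2-fold. Il1b (-0.17) and Cxcl2 (-0.04) were below 0. Cxcl2 was at 0.09 with the mean CPM of single cells, and Il1b was below 0 under every alternative run. C1qc was between -0.16 and 0.18 and Coro1a between -0.06 and 0.23 over the alternatives, so that their direction depended on the setting. Hmox1 was lower (-1.15), the direction that the paper gives. Cd74 is labeled on the higher side of Fig. 2K and was at -1.02 here. Over all labels of that figure, 14 of 20 on each side had the paper's direction. Over the alternatives, 9 to 15 labels on the higher side and 5 to 17 on the lower side had it. With no doublets removed it was 17 on the lower side, of which 16 were at least 1.2-fold lower, against 8 here.

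The paper states that 5 signaling pathways were enriched in the iIRE group. The median log2 ratios of lists written for them were -0.02, -0.03, 0.03, 0.03 and -0.01 here, none past 1.2-fold, from lists that are not the paper's gene sets. A simulated list with every gene 1.2-fold higher had a median of 0.18, also under that line. The line alone therefore does not exclude such a rise, and GSEA was not run here. The paper also states that TGF-β signaling was enriched in Ccr2+ TAMs, and here the median was -0.05, and 0.04 at a Leiden resolution of 2.0. For the pathways that the paper names for Ccr2+ TAMs, Ccl2 was lower in TAM3-like than in other TAM-like cells (-0.31), while Ptgs2, Fcgr1, Irf7, Cd14, Ccrl2 and Ccl6 were higher. The paper states that interactions between macrophages and T cells were more active, with CCL among the pathways. The CCL products from macrophage/monocyte-like to T/NK-like cells had a median log2 ratio of -0.94 over 3 pairs, and those in the other direction 2.04 over 5 pairs of 3 ligands. RNA of myeloid cells in the 31 iIRE T/NK-like cells was not excluded for the latter, since Cxcl2 rose from 15.2 to 1345 CPM and Ccl6 from 3.03 to 253 CPM in them. From neutrophil-like to macrophage/monocyte-like cells, the median was -0.48 for CCL and -0.30 for macrophage migration inhibitory factor, and no CXCL pair had enough UMIs. From macrophage/monocyte-like to neutrophil-like cells it was 0.39 for CXCL, with 4 of 4 pairs above 0. These pairs share the receptor Cxcr2, at 0.18 in neutrophil-like cells (interval -0.18 to 0.54). The TMM scaling shift of these cells, 0.15, was not taken off. Between the same classes the median was 0.06 for macrophage migration inhibitory factor, with 3 of 4 above 0, and -0.24 for CCL, with none of 4 above 0. For products sent to T/NK-like cells, the median of CXCL was 0.07, under 1.2-fold, with a range of -0.50 to 0.23, and that of macrophage migration inhibitory factor was 0.73. The latter comes from receptors in the same 31 cells, for which RNA of myeloid cells was not excluded, since Mif in macrophage/monocyte-like cells was at -0.05. The paper finds high immunosuppression scores in Lyve1+, C1qc+, Ccr2+ and Gpnmb+ TAMs. Of the subclusters matched here, those matched to Ccr2+, Lyve1+ and Gpnmb+ TAMs had higher medians than that matched to Mybl2+ TAMs, as in the paper. Which of Ccr2+ and Lyve1+ TAMs had the highest median depended on the setting.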

Other observations

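All tests in this part were set before their results were seen. After a first run, 2 tests of the clusters mostly of 1 library were found to be coded otherwise than they had been set, and they were recoded as set. Both versions are given, and the reading is the same under both.

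Of the 35 clusters, 15 had at least 75% of their cells in 1 library, with a median of 5548 UMIs in control and 4833 UMIs in iIRE cells. In the other 20 clusters the medians were 14004 and 12742.5 UMIs. Doublets were argued against. With no doublets removed, the median doublet score of these clusters was 0.248 against 0.429 in other clusters of the control library and 0.153 against 0.467 in the iIRE library, a difference of -0.314 in the library with the larger gap. RNA of many cell types mixed in each barcode is a candidate explanation. It predicts that the host markers in these clusters follow the library's other cells. The Spearman correlation over 91 host marker genes was 0.603, above the 0.5 set for it (0.713 as first coded). Both sides of it compare the same 2 libraries, so a difference shared by all cells of a library would also raise it. The value therefore does not decide for mixed RNA. A difference between the cancer cells of the control and the iIRE tumors stays open. The correlation over 12410 genes between these clusters and other cancer-like clusters was 0.425, between the bounds of 0.2 and 0.5 set before (0.459 over 9052 genes as first coded). Correlations over genes have no independent replicates. Since each library is also its condition, iIRE as a source of these clusters was not tested.

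In cancer-like cells, the median of the type I interferon list was -0.07 and it differed between clusters. In the cluster led by hypoxia genes, cluster 8, it was -1.10 over 21 genes, and Isg15 had 270.4 CPM in control and 39.8 CPM in iIRE cells. It was 0.20 in cluster 5, 0.25 in cluster 6, 0.30 in cluster 9 and 0.53 in cluster 19, and cluster 15 was an exception at -0.44. The difference between clusters was not tested. Macrophage RNA in cluster 8 was argued against, since the summed C1qa, C1qb, C1qc, Lyz2 and Apoe had a log2 ratio of -0.373, less than that of the interferon list. A small number of cells with very high levels stays open. The 10% of control cells of the cluster with the most interferon UMIs held 46.6% of them, between the bounds of 30% and 50% set before.

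Other lists in TAM-like cells had these medians. MHC class I presentation was at 0.16 (percentile 99.4), lipid-associated genes at 0.08 (92.5), osteoclast genes at 0.06 (65.2) and apoptosis at 0.05 (60.0). Complement was at -0.00 (34.0), the unfolded protein response at -0.01 (22.8), inflammatory cytokines at -0.03 (11.6), tissue-resident genes at -0.04 (8.2), collagen at -0.06 (3.4), the p53 response at -0.08 (1.4), keratins at -0.09 (9.4) and the epithelial-mesenchymal transition at -0.10 (1.3). The antioxidant and heme response was at -0.13 (0.23), alternative activation at -0.16 (0.01) and hypoxia at -0.17 (0). In TAM3-like cells, MHC class II was at -0.99, lipid-associated genes at 0.41, type I interferon at 0.29 and monocyte recruitment at 0.28.

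In neutrophil-like cells, the lists of NF-κB (0.32), TNF (0.29) and NOD-like receptor signaling (0.36) and of the type I interferon response (0.66) had medians past 1.2-fold, over 23, 27, 22 and 12 measured genes. The TMM scaling shift of these cells was 0.15, and once it is taken off, the first 3 are under 1.2-fold and the type I interferon list is still past it. Icam1 had a log2 ratio of 1.98, Il23a of 2.18 and Ltf of -2.07. In dendritic-like cells the monocyte recruitment list was at 0.58 and the type I interferon list at -0.58, and Cd79a, a B cell gene, had a log2 ratio of 1.90. Cd79a UMIs came from 2.63% of 152 control and 12.2% of 74 iIRE cells. Fn1 (1.85), which is on the monocyte recruitment list, and Lyz2 (1.31) were higher, while Apoe (-2.67) and Hspa1b (-2.75) were lower. Cells of other kinds within this class were not tested for. In osteoclast-like cells the osteoclast list was at -0.34, with Oscar at -1.33, and the cell cycle list at 0.38. In cancer-like cells the keratin list was at 0.13 and the hypoxia list at -0.09. Ctrb1, an acinar gene, was higher in the iIRE library in neutrophil-like (1.33), osteoclast-like (0.93) and cancer-like cells (0.74). The source of these UMIs was not tested.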
